# Muscle progenitor specification and myogenic differentiation are associated with changes in chromatin topology

**DOI:** 10.1038/s41467-020-19999-w

**Published:** 2020-12-04

**Authors:** Nan Zhang, Julen Mendieta-Esteban, Alessandro Magli, Karin C. Lilja, Rita C. R. Perlingeiro, Marc A. Marti-Renom, Aristotelis Tsirigos, Brian David Dynlacht

**Keywords:** Epigenetics, Gene expression, Next-generation sequencing, Muscle stem cells

## Abstract

Using Hi-C, promoter-capture Hi-C (pCHi-C), and other genome-wide approaches in skeletal muscle progenitors that inducibly express a master transcription factor, Pax7, we systematically characterize at high-resolution the spatio-temporal re-organization of compartments and promoter-anchored interactions as a consequence of myogenic commitment and differentiation. We identify key promoter-enhancer interaction motifs, namely, cliques and networks, and interactions that are dependent on Pax7 binding. Remarkably, Pax7 binds to a majority of super-enhancers, and together with a cadre of interacting transcription factors, assembles feed-forward regulatory loops. During differentiation, epigenetic memory and persistent looping are maintained at a subset of Pax7 enhancers in the absence of Pax7. We also identify and functionally validate a previously uncharacterized Pax7-bound enhancer hub that regulates the essential myosin heavy chain cluster during skeletal muscle cell differentiation. Our studies lay the groundwork for understanding the role of Pax7 in orchestrating changes in the three-dimensional chromatin conformation in muscle progenitors.

## Abstract (web summary)

Chromatin structure and topology play important roles in the regulation of gene expression. Here the authors study the spatio-temporal re-organization of promoter-enhancer interactions in pluripotent ES and skeletal muscle stem cells and the corresponding impact on gene expression as a consequence of myogenic commitment and differentiation.

## Introduction

Chromatin structure and topology play important roles in the regulation of gene expression. Although it is well established that enhancers can activate or repress gene expression through looping to promoters^1–5^, the extent to which this phenomenon directs specification of myogenic precursors and differentiation of skeletal muscle has not been extensively investigated. Mammalian adult skeletal muscle has a robust ability to regenerate, a process that depends on muscle stem cells, termed satellite cells. Satellite cells are characterized by expression of the transcription factor (TF) paired-box 7 (Pax7), which plays a central role in satellite cell specification, maintenance, and function^6–8^. Previous studies have shown that Pax7 can act as a pioneer factor to open local chromatin regions and preferentially bind to enhancers in skeletal muscle progenitors and the pituitary^9–11^. However, it remains unclear whether and how Pax7 can control gene expression through local chromatin remodeling, enhancer activation, and long-range interactions.

Whereas topological changes in chromatin have been extensively investigated in diverse tissue and cell types^12–18^, technical obstacles have hindered similar discoveries in skeletal muscle progenitors. For example, satellite cells represent a low-abundance population in muscle tissue, and these cells spontaneously differentiate once isolated. We sought to overcome this obstacle through the induced expression of Pax7 in mouse embryonic stem cells (ESCs), from which skeletal muscle progenitors, termed iPax7 cells, were derived. Upon transplantation into dystrophic mice, iPax7 muscle progenitors functionally mimic satellite cells and are able to seed the stem cell niche and ameliorate muscle wasting^19,20^. Importantly, iPax7 progenitors also recapitulate the transcriptomic and epigenetic features of satellite cells^11^. Thus, iPax7 myogenic cells represent a good model for investigating how this TF regulates genomic architecture in muscle progenitor cells.

To assess genome-wide changes during progenitor specification and differentiation in iPax7 cells, we performed Hi-C and promoter capture Hi-C (pCHi-C), which revealed an extensive three-dimensional (3D) reorganization of chromatin. By comparing our results with data from mouse ESCs^21^, and aided by 3D modeling of pCHi-C interactions and proteome-wide capture of Pax7-interacting proteins, we identified enhancer hubs (EnHs) and elucidated key promoter–enhancer (P–En) interaction motifs, spatio-temporal rewiring of P–En interactions, and the corresponding impact on gene expression in each cell population during myogenesis. We identified two classes of Pax7-associated P–En contacts, the maintenance of which was either Pax7-dependent or independent. Enhancers from the latter group were associated with recruitment of additional myogenic TFs and epigenetic memory during differentiation, and they retained their long-range interactions and an open and active state upon the loss of Pax7. Furthermore, we show that Pax7 binds most super-enhancers (SEs) that interact with target promoters in iPax7 muscle progenitors and that it establishes feed-forward loops with a cohort of TFs with which it physically interacts, providing an explanation for the pivotal role of this factor in skeletal muscle stem cell specification and maintenance. Lastly, using epigenome editing, we show that a previously uncharacterized Pax7-bound EnH within the myosin heavy chain (*Myh*) cluster can activate three *Myh* genes needed to build muscle.

## Results

### Global chromatin conformational changes during muscle cell progenitor specification and differentiation

We used mouse iPax7 myogenic progenitors to explore the 3D organization of the genome during skeletal muscle differentiation. In the presence of doxycycline (Dox), iPax7 cells proliferate as muscle precursors, and after its withdrawal, cells differentiate and display the morphology and gene expression profiles of myocytes (Fig. 1a)^11,19^. To characterize how chromatin structure is globally re-organized during skeletal muscle progenitor specification and differentiation, we generated chromosomal conformation maps using in situ Hi-C and pCHi-C and performed chromatin immunoprecipitation (ChIP)-seq to detect CTCF and cohesin (Smc3) recruitment in both progenitor (+Dox) and differentiated (−Dox) iPax7 cells (Fig. 1b) and compared our results to published data from mouse ESCs^22^ (Supplementary Data 1). We identified between 2755 and 2841 topologically associated domains (TADs) in undifferentiated ESCs, progenitor, and differentiated iPax7 cells (Supplementary Fig. 1A, B), and >85% of TAD boundaries were bound by CTCF and cohesin (Smc3). As previously reported^22^, TAD boundaries remained largely stable across different cell populations (Fig. 1c). However, we found that promoter-anchored inter-TAD interactions (detected by pCHi-C) occurred more frequently in ESCs than in iPax7 skeletal muscle progenitors, and the number of interactions and average interaction distance did not further decrease during iPax7 cell differentiation (Fig. 1d, e and Supplementary Fig. 1C–E). These restrictions on inter-TAD interactions could result from changes in chromatin condensation during the process of lineage specification and cell differentiation^23^.

**Fig. 1:**
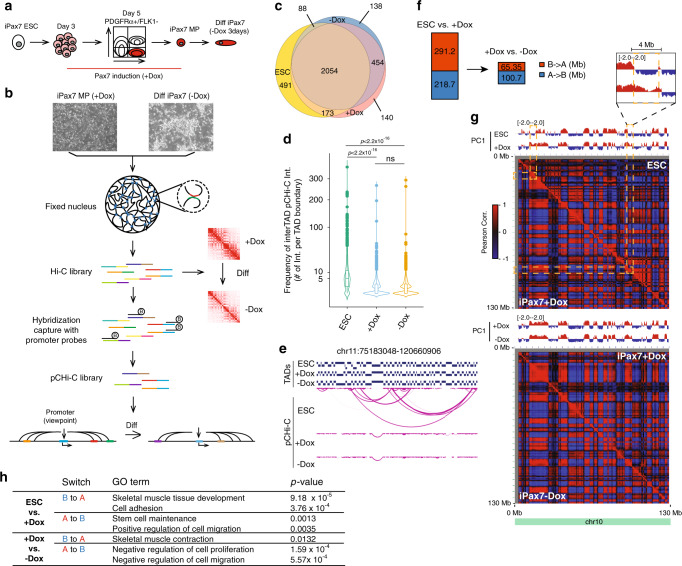
Global chromatin conformational changes during muscle cell progenitor specification and differentiation. **a** Scheme for the generation of iPax7 skeletal muscle progenitors (MP) and differentiated derivatives (Diff). **b** Scheme showing experimental design to generate genome-wide Hi-C and pCHi-C maps in undifferentiated (+Dox) and differentiated (−Dox) iPax7 cells. **c** Venn diagram showing overlap of TADs identified in ESC, iPax7+Dox, and iPax7−Dox populations. **d** Violin plot showing the frequency of significant inter-TAD interactions identified by pCHi-C at each TAD boundary in ESCs (*n* = 2816) and iPax7 (+Dox (*n* = 2821) and –Dox (*n* = 2734)) cells. The boxplot within each violin plot shows the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. Statistical significance tested with two-tailed Student’s *t*-test. **e** Representative example of a genomic region with high-confidence inter-TAD pCHi-C interactions primarily observed in ESCs but not iPax7 cells. Each magenta arc depicts a high-confidence pCHi-C interaction. **f** Quantification of genome-wide compartment switches from B to A (red) and A to B (blue) for ESCs vs. +Dox iPax7 and +Dox vs. −Dox iPax7 populations. Switches are quantified in Mb. **g** Compartment changes at chr10 for ESCs vs. iPax7+Dox (top) and iPax7+Dox vs. iPax7−Dox (bottom). PC1 value tracks (red: positive values; blue: negative values) and Pearson correlation matrices for the intra-chromosomal interaction profiles were generated at 500 kb resolution for comparison. Selected regions showing compartmental switching are highlighted with yellow dashed rectangles. **h** GO analysis of select groups of genes located in compartments altered when comparing ESCs vs. +Dox iPax7 cells and +Dox vs. −Dox iPax7 populations.

We also used our Hi-C data to explore genome compartmentalization, wherein active (A) and repressed (B) chromatin can be segregated into two compartments^24^. Notably, we observed striking compartmental switching from ESCs to iPax7 progenitors, altering ~20% of the genome. In contrast, during iPax7 cell differentiation, the scale of compartment reorganization was considerably dampened and comprised only ~6.5% of genomic regions (Fig. 1f, g). Overall, changes in the enrichment of active histone modifications and accessible chromatin were consistent with the activity of switched compartments (Supplementary Fig. 1F, G). Notably, genes within compartments undergoing switching were enriched for skeletal muscle development- and cell identity-related annotations (Fig. 1h). Taken together, our results suggest that chromatin conformational changes primarily occur at an early stage during skeletal muscle lineage specification, with additional conformational changes occurring less frequently during myogenic differentiation.

### Demarcating stable and transient P–En interactions during skeletal muscle specification and differentiation

To understand how *cis*-regulatory elements regulate myogenic differentiation and gene expression in adult skeletal muscle cells, we generated high-resolution pCHi-C maps capturing genome-wide, long-range interactions with a curated set of 25,747 Ensembl annotated promoters in iPax7 mouse skeletal muscle progenitors (+Dox) and differentiating myocytes after Dox withdrawal (−Dox) (Fig. 1b). We also compared our results with published data from mouse ESCs^21^, from which iPax7 cells originate. After merging data from replicates, we used CHiCAGO^25^ to identify 107,330 to 121,802 high-confidence interactions between annotated promoters and distal promoter-interacting DNA fragments in ESCs, Dox-treated, and differentiated conditions (Supplementary Fig. 2A and Supplementary Data 1). The majority (>99%) of captured interactions were found in *cis* (Supplementary Data 1), and >65% of them linked promoter to non-promoter regions in all three cell populations, with median distances between 131 and 155 kb (Supplementary Fig. 2A–C). In addition, we examined genome-wide RNA-seq data and found that high-confidence pCHi-C interactions were detected more often at promoters of expressed genes (Supplementary Fig. 2D). As expected, promoters and promoter-interacting regions for expressed genes generally showed greater enrichment for active chromatin features than non-expressed genes in ChIP-seq experiments (Supplementary Fig. 2E, F).

To further characterize epigenetic features of promoter-interacting regions, we annotated genome-wide open chromatin regions in ESCs and undifferentiated and differentiated iPax7 muscle progenitors using ATAC-seq and ChIP-seq datasets generated by our lab and others (Supplementary Table 1), resulting in three distinct clusters in iPax7 cells and four clusters in ESCs (Fig. 2a and Supplementary Fig. 3A, B)^11,26^. Based on previous knowledge^27^, we defined active enhancers as accessible, non-promoter regions marked with both H3K4me1 and H3K27ac modifications. We also used our H3K27ac data to define SEs^28^. This compendium of enhancers was enriched with different patterns of histone modifications and CTCF and Smc3 recruitment in ESCs and iPax7 cells (Fig. 2b and Supplementary Fig. 3C, D). In iPax7 muscle progenitors, active enhancers were primarily observed in one cluster (group III) that predominantly contained non-promoter regions and that overlapped extensively with Pax7 occupancy by ChIP-seq. Indeed, these enhancers were highly enriched for the paired-box domain binding motif, a well-known Pax7 recognition sequence (Fig. 2c).

**Fig. 2:**
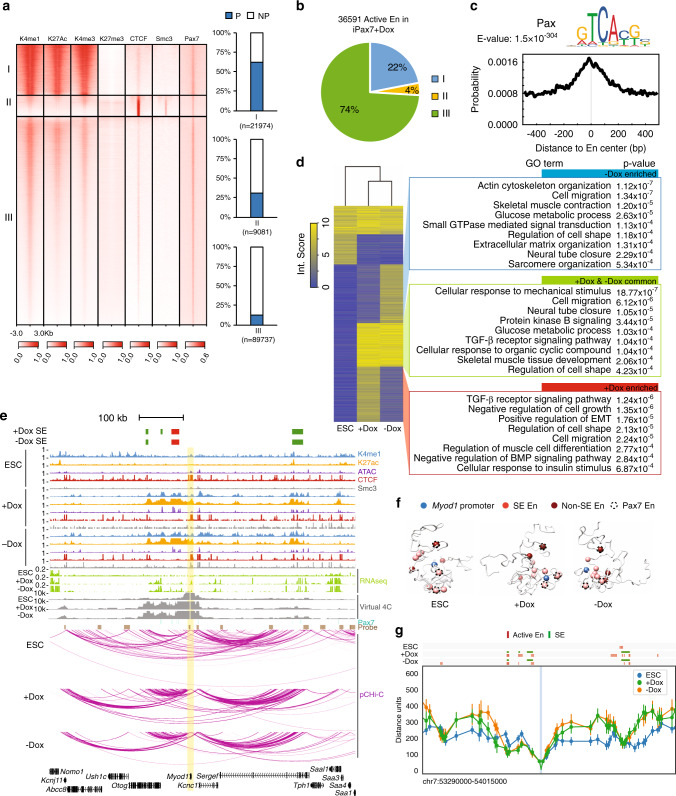
Genome-wide rewiring of P–En interactions during myogenic specification and differentiation. **a** Features of open chromatin were demarcated in iPax7 muscle progenitors. Open chromatin regions in iPax7 progenitors (+Dox) were detected by ATAC-seq and then classified with *k*-means clustering on the basis of epigenomic features and co-localization with Pax7, CTCF, and Smc3. Each group of open chromatin regions was further annotated with genic features based on the location of peaks within the group, and the result was presented as a bar plot (right). P, promoter; NP, non-promoter region. **b** Quantification of active enhancers detected in iPax7 progenitors based on grouping in **a**. **c** Binding site motif enrichment of paired-box transcription factor at active enhancers from group III in undifferentiated iPax7 (Dox-treated) cells. **d** Classification of high-confidence P–En interactions in ESCs and iPax7 cells captured by pCHi-C. (Left) High-confidence pCHi-C interactions called by CHiCAGO (interaction score ≥5) from either one of the three cell populations (ESCs, +Dox, and –Dox iPax7) were classified using *k*-means clustering. (Right) GO analysis for genes with interactions enriched in −Dox or +Dox populations and interactions common to both populations. **e** Genome browser tracks encompassing the *Myod1* locus (highlighted in yellow), showing ChIP-seq, ATAC-seq, RNA-seq, Pax7 binding sites, pCHi-C probes, and high-confidence pCHi-C interactions (represented with magenta arcs) and virtual 4C tracks in ESCs and iPax7 cells before (+Dox) and after (−Dox) myogenic differentiation. SEs were only detected in +Dox and −Dox iPax7 cells. SEs containing the “core” *Myod1* enhancer are marked in red. **f** 3D chromatin conformation models of the *Myod1* locus generated from pCHi-C data from ESCs, +Dox, and –Dox iPax7 cells. The top-scoring 3D models for *Myod1* in each population are shown. **g** Distance distribution between *Myod1* promoter (highlighted in blue) and various features (active enhancer and SE as shown on top of the line plot) for each cell population. Line plot at 5 kb resolution displays the median distance distribution between the *Myod1* promoter and all the particles containing a CTCF peak or an active enhancer in the ensemble of models of ESC (blue, *n* = 948), +Dox (green, *n* = 489), and −Dox (orange, *n* = 476). The bar displayed for most of the dots indicates one standard deviation from the distribution median.

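The Pax7 binding sites at Myod1 came from ChIP-seq of Dox-treated iPax7 cells, in which Dox switches on a Pax7 transgene. The authors called peaks with MACS2 on the merged replicates, so a peak has no replicate error. Fold enrichment below is the authors' value for the ChIP over the local background at the peak summit, and it serves only to describe and rank peaks within their list. Myod1 lies on chromosome 7 of NCBIM37 (mm9) from 53631844 to 53634462. The region modelled in Fig. 2g held 11 Pax7 peaks, with fold enrichment from 3.70 to 12.9 and a median of 5.76. Of these, 8 had a fold enrichment of at least 5. The peak with the highest value, 12.9-fold with a −log10 q of 65.9, ran from 53568751 to 53569444 in intergenic sequence, and its summit was 62.8 kb upstream of the Myod1 TSS. Its fold enrichment was above that of 97.6% of all Pax7 peaks. The next peak, from 53592964 to 53593366, was 38.6 kb upstream and intergenic, with 9.49-fold enrichment, above 91.5% of all peaks. The third, from 53962052 to 53962615, had 6.94-fold enrichment and lay in a coding exon of Saal1, 331 kb downstream. The other 8 peaks ranged from 3.70-fold to 6.90-fold. Between 20 and 30 kb upstream of the TSS, an interval chosen around the “core” enhancer after the peaks had been seen, there were 2 peaks. One, from 53604254 to 53604486, had its summit 27.5 kb upstream and a fold enrichment of 5.04. The other, from 53608576 to 53608893, had its summit 23.1 kb upstream and a fold enrichment of 5.99, and the paired-box core GTCACG was present on the minus strand 20.5 bp from its summit.

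**Figure D1:**
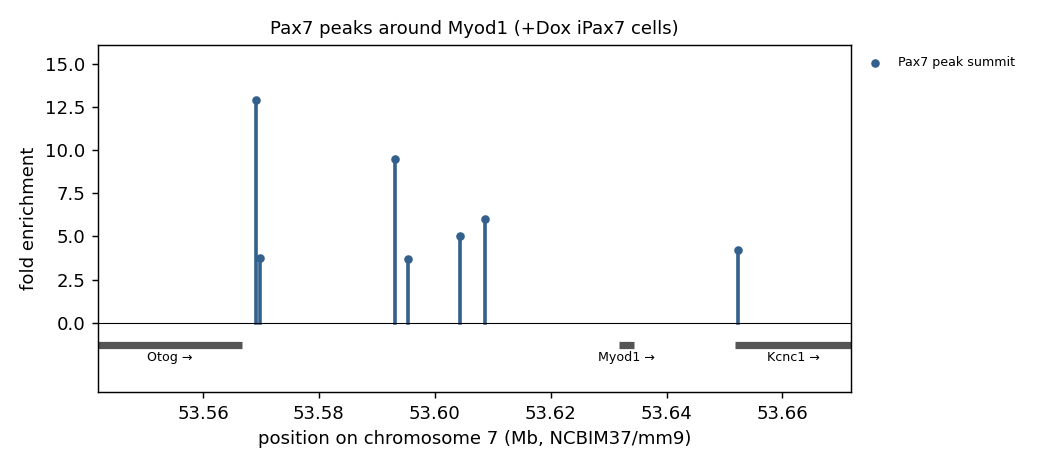
Pax7 peaks around Myod1 in Dox-treated iPax7 cells. Each vertical line stands at a peak summit (x axis, position in Mb on chromosome 7) and its height is the authors' fold enrichment (y axis). Bars below are protein-coding genes with arrows for their strand. The 2 lines nearest to the left of Myod1 are the peaks 27.5 and 23.1 kb upstream, and the peaks beyond Kcnc1 lie outside the map.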

We visualized global changes in P–En interactions by plotting heat maps depicting high-confidence interactions in all three populations (Fig. 2d). Most strikingly, interactions between promoters and active enhancers were rewired in a lineage- and differentiation-dependent manner, and iPax7-specific P–En interactions were observed at genes with functional relevance for skeletal muscle biology (Fig. 2d, Supplementary Fig. 3E, F, and Supplementary Data 2). Interestingly, we observed a cluster of genes (*n* = 3019) that transiently flipped their connections with enhancers in iPax7 cells: although distal enhancers interacted with these target genes in Dox-treated progenitors, these connections were reversed upon Dox removal (Fig. 2d). Many of these genes are involved in TGF-β, insulin, and BMP signaling pathways, as well as epithelial–mesenchymal transition (EMT). In contrast, other interactions that were observed in Dox-treated cells persisted after Pax7 expression ceased. These findings suggest that muscle progenitors undergo transient, as well as sustained, changes in chromatin topology to modulate expression of myogenic genes during progenitor specification. Our findings demonstrate the robustness and feasibility of mapping transient and sustained P–En interactions with functional relevance using pCHi-C and provide a resource to describe changes in chromatin topology during myogenic progenitor specification.

### Re-organization of the *Myod1* locus in progenitors

We sought to reveal key topological changes associated with myogenic differentiation and focused initially on master regulatory proteins associated with this process. MyoD1 is a myogenic regulatory factor (MRF) specifically expressed in skeletal muscle cells during myogenic differentiation^29,30^. Consistently, *Myod1* promoter-anchored interactions were observed primarily at regions that become active enhancers and SEs in iPax7 cells (Fig. 2e). Notably, a “core” enhancer, located ~25 kb upstream of *Myod1* and previously demonstrated to control *Myod1* expression in vivo during myoblast commitment in embryos^31–33^, was also found to interact with the *Myod1* promoter in our study. Remarkably, we found that additional enhancers, beyond the “core”, comprised SEs that coordinately interacted specifically in muscle cells. In addition to detecting high confidence interactions with CHiCAGO, we visualized normalized reads from pCHi-C experiments in virtual 4C plots, and the results remain consistent. We also employed our pCHi-C data to develop 3D models of the *Myod1* locus. Accordingly, top-scoring models for this locus suggested that regions that become active enhancers and SEs, including the “core” enhancer, cluster substantially closer to the *Myod1* promoter, as compared to nearby regions (Fig. 2f, g). These results implicate multiple, previously unidentified regulatory inputs that govern muscle-specific expression of *Myod1* through long-range interactions.

Our findings suggested that global promoter interactomes were altered in a myogenic lineage- and differentiation-dependent manner. As a further test, we also compared our pCHi-C results to a second mesodermal differentiation system, namely, adipogenesis. 3T3-L1 pre-adipocytes have been examined by pCHi-C before and after adipogenic differentiation^34^. High-confidence interactions around *Myod1* and a second MRF (*Myog*) as well as adipogenic (e.g., *Pparg*) gene promoters were observed extensively, but also selectively, in their respective cell types (Fig. 2e and Supplementary Figs. 4A, B and 5A). We also found that tightly interacting Polycomb-associated domains encompassing the HOX clusters in ESCs^35^ were significantly altered in both iPax7 and 3T3-L1 cells to enable new interactions within and beyond this cluster (Supplementary Fig. 5B). Our findings thus reveal lineage-specific long-range interactions linked to expression of key muscle regulatory factors in progenitors and their differentiated derivatives (also see below).

### Spatio-temporal alterations in topology and gene expression through assembly of P–En cliques

During development, enhancers play a critical role in regulating cell type-specific gene expression, which often involves long-range chromosomal interactions with their target genes^1,3–5,36^. Therefore, we sought to further elucidate how P–En interactions were globally rewired as a function of myogenic specification and differentiation. Strikingly, we found that most active enhancers in iPax7 cells (~90%) tended to form an interaction motif that we term a P–En clique, wherein a single promoter was connected to ≥2 active enhancers, and this type of interaction involved ~60% of pCHi-C captured promoters in iPax7 cells (Fig. 3a and Supplementary Fig. 6A).

**Fig. 3:**
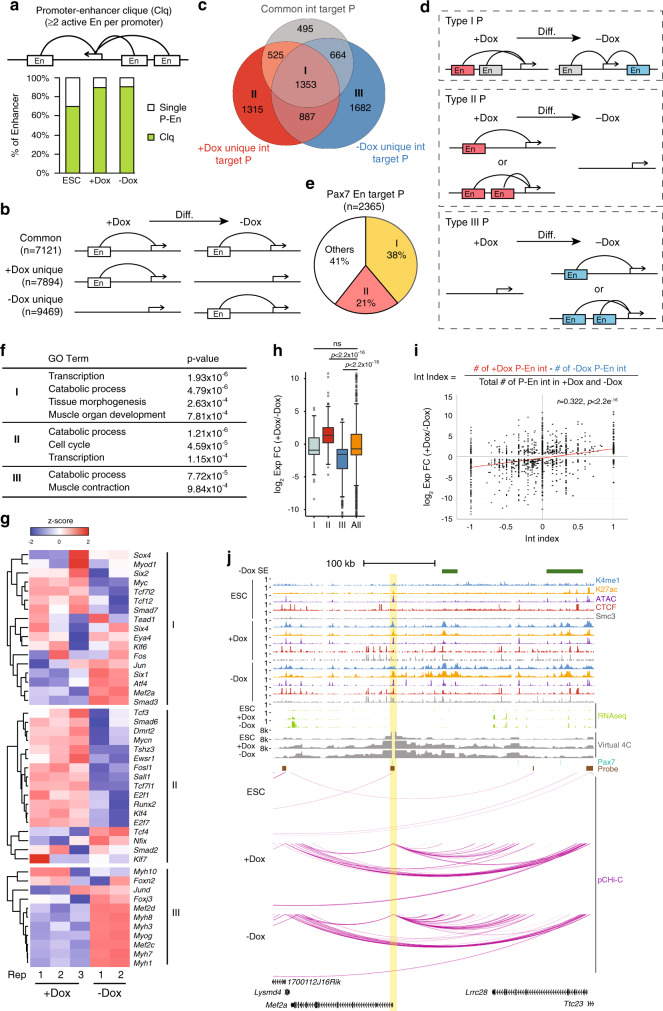
Spatio-temporal remodeling of P–En interactions controlling transcription during myogenic differentiation. **a** Schematic representation of a P–En clique (Clq, top) and quantification of active enhancers involved in P–En cliques (bottom); *n* = 2325 for ESCs, *n* = 9380 for iPax7 progenitors (+Dox), and *n* = 10,452 for differentiating iPax7 cells (–Dox). In each panel, P and En indicate promoter and active enhancer, respectively. **b** Schematic representation of three types of rewiring of P–En interactions during iPax7 myogenic progenitor differentiation. **c**, **d** Classification of enhancer-interacting promoters (P) according to the three modes of rewiring in **b** during iPax7 cell differentiation. Promoters were grouped into seven types (labeled I–VII), and the number of promoters found in each type is denoted in the Venn diagram (**c**). For simplicity, schematics of rewiring of P–En interactions during differentiation for type I–III promoters are shown in **d**, with common enhancers in gray, +Dox specific enhancers in red, and –Dox specific enhancers in blue. Type IV–VII promoters are shown in Supplementary Fig. 6 (D, E). **e** Quantification of Pax7 enhancer target promoters showing that most belong to type I and II promoters in **c**. **f** GO analysis of genes with type I–III pCHi-C promoters in **c**. **g** Expression of selected genes with type I–III pCHi-C promoters (from **c**) in undifferentiated (+Dox) and differentiating (−Dox) iPax7 cells. Expression levels for each gene from each replicate are represented by a *z*-score for normalized RNA-seq data. **h** Transcriptional changes for genes with type I–III pCHi-C promoters grouped in **c** during iPax7 progenitor differentiation. Only differentially expressed genes (*p*_adj_ < 0.05 from DESeq2) are included (*n* = 197, 304, and 388 for types I, II, and III, respectively). The complete set of differentially expressed genes with enhancer interactions during iPax7 cell differentiation was used as a control (All, *n* = 2831). The boxes denote the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box; *p* values result from two-tailed Student’s *t*-test. **i** Positive correlation between enhancer interaction index and gene expression levels of its targets. (Top) Equation to calculate the interaction (Int) index for each enhancer target promoter. (Bottom) Scatter plot showing the distribution of log_2_ expression fold-change (FC) during iPax7 cell differentiation as a function of interaction index for genes with P–En interactions captured by pCHi-C in iPax7 cells. A linear regression line (*y* ~ *x*) is plotted in red; *r*, Pearson correlation coefficient. Statistical significance given by two-tailed Student’s *t*-test. **j** Genome browser tracks encompassing *Mef2a* locus (promoter is highlighted in yellow), showing ChIP-seq, ATAC-seq, RNA-seq, Pax7 binding sites, pCHi-C probes, and high-confidence pCHi-C interactions (magenta arcs, with corresponding virtual 4C plots) in ESCs and iPax7 cells before (+Dox) and after (−Dox) differentiation. SE is only detected in iPax7 cells without Dox (−Dox).

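In the region around Mef2a that was modelled in Supplementary Fig. 7B, the Pax7 peak list of Dox-treated iPax7 cells held 4 peaks. Mef2a is transcribed from the minus strand of chromosome 7 (74376049 to 74517744 in mm9). A pair of peaks lay directly upstream of its TSS. The summit of the first, from 74517845 to 74518042, was 183 bp from the TSS, with 3.57-fold enrichment and a −log10 q of 4.78. The second, from 74518131 to 74518342, was 493 bp from the TSS, with 4.35-fold enrichment and a −log10 q of 6.95, and held the paired-box core 2.5 bp and again 26.5 bp from its summit. The remaining peaks were both in introns of Lrrc28. One was 176 kb upstream of the Mef2a TSS (74693504 to 74693769, 3.84-fold), and the other was 236 kb upstream (74753274 to 74753567, 5.88-fold). The last peak exceeded 63.2% of all Pax7 peaks in fold enrichment, whereas the first 3 exceeded 7.55%, 26.2% and 12.0%. It was also the only 1 of the 4 with a fold enrichment of at least 5. No Pax7 ChIP-seq of ESCs or of cells after Dox withdrawal was analysed here, so these peaks describe the +Dox state alone.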

Importantly, we found that the majority (>96%) of P–En interactions detected in iPax7 cells were not observed in ESCs (Supplementary Fig. 6B). Therefore, to better understand the relationship between rewiring of P–En interactions and muscle cell differentiation, we grouped these high-confidence interactions in iPax7 cells into those that were unique to a given condition (“+Dox unique” and “–Dox unique”) or commonly observed in both conditions (Fig. 3b). Consistent with its function and expression profile, Pax7 binding was more highly enriched at interacting enhancers unique to Dox-treated cells, while in striking contrast, TFs that are continuously expressed throughout adult myogenesis or during later stages of muscle progenitor differentiation, such as Runx1, c-Jun, Six4, Foxk1, Tead1, Tead4, and Myod1, were more highly enriched within enhancers that interacted in both progenitors and differentiating cells (Supplementary Fig. 6C).

We segregated all enhancer target genes detected in iPax7 cells into seven groups (I–VII) based on their distinct patterns of condition-specific rewiring of P–En interactions found in these cells during differentiation (Fig. 3c, d and Supplementary Fig. 6D–G). Notably, we observed many instances in which P–En contacts were either completely erased (group I) or established de novo (group III) after Dox removal (Fig. 3c, d). The majority (59%) of promoters targeted by Pax7-bound enhancers belonged to groups I and II, which exhibited either partial or complete loss of specific P–En interactions after Dox removal (Fig. 3e). Genes from these three groups were enriched in muscle tissue development and functionally related terms, and their transcription levels were coordinately regulated (Fig. 3f–h).

Of note, we observed an overall modest, yet positive correlation between gene expression and the number of active enhancers that interact with a given promoter at each specific stage of muscle differentiation (Fig. 3i). For example, consistent with its higher expression level in differentiated iPax7 cells, the promoter of *Mef2a*, a key muscle regulatory gene^37,38^, interacted with substantially more enhancers after Dox removal than in Dox-induced cells (Fig. 3j). 3D-modeling of the *Mef2a* locus also suggested that distances between most enhancers and the *Mef2a* promoter were significantly reduced in iPax7 myogenic progenitors, as compared to ESCs, and they were further reduced after Dox removal in differentiated myocytes (Supplementary Fig. 7A, B). *Myf5*, another MRF and Pax7 target^39^, is likewise integrated into a P–En clique. Although the *Myf5* promoter also contacted an enhancer after Dox removal, iPax7 progenitors exhibited considerably more interactions. Moreover, interactions with the −111 kb enhancer—which is known to be active in embryos^40^—were uniquely detected in Dox-treated cells (Supplementary Fig. 7C). Furthermore, and consistent with this observation, we showed that this enhancer is part of an SE de-commissioned after Dox withdrawal and that *Myf5* is more highly expressed in Dox-treated iPax7 cells.

Taken together, our observations at multiple loci encoding MRFs (*Myod1*, *Myog*, and *Myf5*) and *Mef2a* suggest a role for spatial-temporal rearrangement of individual P–En interactions and P–En cliques in regulating gene expression during muscle progenitor specification and differentiation.

### Epigenetic memory at Pax7 enhancers is established in muscle progenitors

Given that the myogenic progenitor state is maintained by expression of Pax7, we focused our attention more specifically on Pax7-bound enhancers. Previously, we showed that Pax7 preferentially binds to enhancers and functions locally as a pioneer factor to open and maintain active chromatin in skeletal muscle cells^11^. After improving our ChIP-seq strategy for genome-wide detection of Pax7 recruitment (Methods), we overlaid the resulting 20,579 Pax7 peaks on our pCHi-C data. 

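Pax7 ChIP-seq was carried out in iPax7 muscle progenitors, which are derived from mouse ESCs that carry an inducible Pax7 transgene. The cells had received 1 µg/ml Dox for 6 days, from day 3 to day 9 of differentiation, and had been sorted on day 5. There were 2 Pax7 ChIP libraries and 2 input libraries, sequenced as single-end reads of 50 bp. According to the Reporting Summary, the Pax7 ChIP replicates had 22796343 and 20895761 uniquely mapped reads, out of totals of 37977339 and 36115252. The inputs had 13445760 and 26589319 uniquely mapped reads, out of 23469320 and 46382201. Merged, this made 43692104 ChIP reads against 40035079 input reads. The authors aligned reads to mm9 with bowtie2, removed duplicates with Picard and called peaks with MACS2 version 2.1.1 at a q-value cut-off of 0.01 on the merged ChIP replicates against the merged inputs. Since the list was called on pooled libraries, it carries no spread between replicates, and a peak cannot be traced to 1 replicate or the other. The steps behind the values given next were limited to counting, placing and annotating the deposited peaks on the mm9 genome and the GENCODE annotation of that build.

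The deposited list held 20579 peaks with 20579 distinct intervals, which together covered 5.73 Mb. Peak width ranged from 174 to 1374 bp with a median of 252 bp. The −log10 q at the summit ranged from 2.07 to 184 with a median of 11.6. Merging peaks within 500 bp of each other left 19860, and 19081 had a −log10 q of at least 5. The count moved most when a fold enrichment of at least 5 was required, to 11305 peaks.

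Of the summits, 16.3% (95% Wilson interval 15.8% to 16.8%) lay within 1 kb of an annotated TSS, in 4.15% of the sequenced genome. A further 2.55% lay in exons, 42.1% in introns and 39.0% between genes, where these classes make up 2.42%, 35.8% and 57.7% of the genome. The median distance from a summit to the nearest TSS was 16.7 kb, and 60.1% of summits were farther than 10 kb. Median fold enrichment was 4.96 within 1 kb of a TSS, 5.23 in introns and 5.23 between genes. The intervals cover counting error only. The paper assigned Pax7 peaks to target promoters by laying this list over its pCHi-C interactions, which are not used here apart from single loci.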

Unlike previous predictions for enhancer-regulated genes based on nearest TSS, pCHiC results revealed distal targets of Pax7 enhancers that skipped their nearest promoters (Supplementary Fig. 7D). We found that most Pax7-associated enhancer loops were bound by CTCF and cohesin at only one, or neither, of their anchor regions (Supplementary Fig. 7E), suggesting a requirement for additional factors in establishing these long-range loops (see Discussion).

We found that ~90% of Pax7-bound enhancers form P–En cliques, comparable to the percentage observed for all enhancers detected in Dox-treated iPax7 cells (Figs. 3a and 4a). Similar as before, we grouped Pax7-regulated P–En interactions in iPax7 progenitors into two types: those exhibiting (1) interactions that occur in both conditions (“common”) versus (2) condition-specific interactions that are detected exclusively in Dox-treated iPax7 myogenic progenitors (“+Dox unique”) (Fig. 4b). Consistent with the function of Pax7 as a pioneer factor, we observed a substantial increase in accessibility at these condition-specific Pax7 enhancers in C2C12 myoblasts over-expressing Flag-tagged Pax7 as compared to C2C12 controls. These data indicate that the formation of these enhancers and P–En loops is Pax7-dependent, and they further suggest the possibility that the ability of Pax7 to act as a pioneer factor could coincide with the induction of 3D chromatin interactions.

**Fig. 4:**
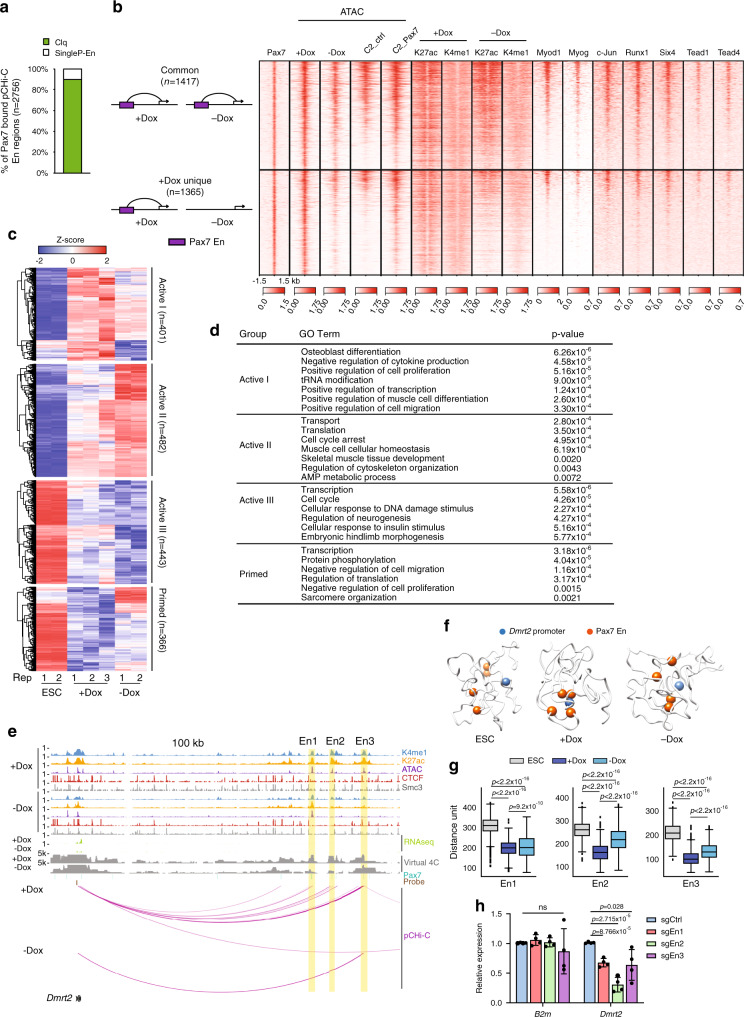
Two types of Pax7 enhancers collaborate to activate or prime transcription. **a** Quantification of Pax7 enhancers involved in P–En cliques (Clq) in +Dox iPax7 cells (*n* = 2756). **b** Promoter-interacting Pax7 enhancers show two distinct patterns of accessibility, histone modifications, and transcription factor binding. (Left) Schematic representation of two types of promoter-Pax7 enhancer (En) interactions. (Right) Heat map of ChIP-seq (TFs and histone modifications) and ATAC-seq signals centered on Pax7 sites (±1.5 kb) suggests preferential co-localization of myogenic transcription factors at Pax7 enhancers involved in common promoter-Pax7 enhancer interactions. C2_ctrl, control C2C12 cells expressing 3xFlag; C2_Pax7, C2C12 cells expressing Pax7_3xFlag. **c** Classification of differentially transcribed genes with Pax7 enhancer interactions detected by pCHi-C, according to their expression levels in ESC and iPax7 populations, as shown. Differentially expressed genes were selected using one-way ANOVA (cut-off *p*_adj_ of 0.05). Normalized RNA-seq data for each sample were used to calculate *z*-scores. Genes were grouped into four clusters based on the pattern of average *z*-scores across the three cell populations, and each group was further classified with hierarchical clustering. **d** GO analysis for the four groups of genes from **c**. **e** Genome browser tracks around *Dmrt2* locus, showing ChIP-seq, ATAC-seq, RNA-seq, Pax7 binding sites, pCHi-C probes, and magenta arcs representing high-confidence pCHi-C interactions (with corresponding virtual 4C plots) in iPax7 cells before (+Dox) and after (−Dox) differentiation. Yellow, Pax7 enhancer regions (En1–3) that loop to the *Dmrt2* promoter. **f** 3D chromatin conformation models for *Dmrt2* locus based on pCHi-C data. The top-scoring 3D models for *Dmrt2* in ESCs and iPax7 cells are shown. These models show that the three Pax7 enhancers (En1–3) tend to position closer to the *Dmrt2* promoter in Dox-treated iPax7 cells. **g** Distance distributions between the *Dmrt2* promoter and three Pax7-bound enhancers (En1–3), highlighted in **f**, in ESCs and iPax7 cells, obtained from the ensemble of models (*n* = 975) built with the data from each of the cell lines. The boxes denote the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. Statistical significance tested with Kolmogorov–Smirnov test. **h** Relative expression of *Dmrt2* and *B2m* (*β2 microglobulin*) in iPax7 progenitors after CRISPR inhibition with sgRNAs targeting Pax7 sites within *Dmrt2* En1–3; *n* = 4 (biological replicates for each sgRNA). Bars are mean ± s.d., normalized by *Gapdh* and expressed relative to mean levels of the control sgRNA (sgCtrl). Statistical significance tested with two-tailed Student’s *t*-test.

To investigate the mechanistic basis for the different behavior of enhancers from the two types of Pax7-associated P–En contacts, we explored existing ChIP-seq binding data (Supplementary Table 1) for a group of TFs that are expressed in muscle cells. Remarkably, in contrast with condition-specific enhancers, the enhancers that remained active and maintained interactions after Dox withdrawal showed widespread occupancy by several factors, including MyoD1, Runx1, Six4, Tead1/4, Myog, and c-Jun, in myoblasts (Fig. 4b). These results suggest that a subset of TFs may help maintain enhancer activity and P–En loops during differentiation in the absence of Pax7, subsequent to commitment to the myogenic lineage.

Next, genes that interact with Pax7-bound enhancers were grouped based on their expression patterns during the transition from ESCs to differentiated iPax7 cells (Fig. 4c and Supplementary Data 3). Most of these genes were upregulated in iPax7 progenitors compared to one or both of the other populations. For these active groups (“Active I–III”) of genes, we observed enrichment of annotations such as positive regulation of muscle cell differentiation and cell proliferation and skeletal muscle tissue development (Fig. 4d), consistent with previous studies showing that Pax7 ablation leads to progressive loss of satellite cells in newborn mice^6^. We also identified genes (group termed “Primed”) that are not highly expressed in iPax7 progenitors but are likely primed by Pax7 enhancers for later activation. In contrast with the active groups, genes from this group were enriched for annotations associated with differentiated muscle, such as negative regulation of cell migration, negative regulation of cell proliferation, and sarcomere organization.

To more closely study the impact of transient interactions with Pax7-bound enhancers, we examined the *Dmrt2* gene, which encodes a TF required for somite maturation and skeletal muscle development that is regulated by the paralog of Pax7, Pax3 (ref. ^41^). Here, our results showed that *Dmrt2* was positively regulated through interactions with Pax7-bound enhancers unique to undifferentiated iPax7 cells, wherein it is more highly expressed (Fig. 4e). 

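Dmrt2 lies on the plus strand of chromosome 19 (25746907 to 25753500 in mm9). Between the gene and the site of the most distant Dmrt2 sgRNA, a span chosen after the peaks had been seen, the list of Dox-treated iPax7 cells held 9 Pax7 peaks, and the annotation placed all of them in intergenic sequence. Their fold enrichment ranged from 3.97 to 10.2, with a median of 6.63, and 8 of the 9 were at or above 5-fold. The 4 peaks nearest to Dmrt2 had summits 9.11, 64.6, 252 and 365 kb downstream of its TSS, with fold enrichments of 6.60, 6.63, 5.76 and 10.2. The peak 365 kb away, from 26111909 to 26112191, was the strongest of the 9, with a −log10 q of 38.2, and held the paired-box core GTCACG 19.5 bp from its summit. Farther out, a pair of peaks 419 and 420 kb downstream had fold enrichments of 9.77 (26165966 to 26166531) and 8.36 (26166584 to 26167064). They exceeded 92.4% and 86.6% of all Pax7 peaks. Peaks 456, 463 and 513 kb downstream followed, with fold enrichments of 5.66, 3.97 and 6.85. The paper concludes that Pax7-bound enhancers which contact the promoter only in undifferentiated iPax7 cells positively regulate Dmrt2, which is more highly expressed there. Its evidence also includes 3D models and CRISPRi of 3 such enhancers, which lowered Dmrt2 expression. The 4 peaks nearest to Dmrt2 held no sgRNA site. Contacts of the 9 peaks with the promoter were not examined here.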

3D modeling also indicated aggregation of three Pax7-bound enhancers and the *Dmrt2* promoter in iPax7 progenitors (Fig. 4f, g). To further assess the function of the three Pax7-bound enhancers linked to *Dmrt2*, we used a CRISPR interference (CRISPRi) strategy in which we directed the repressive dCas9-KRAB-MeCP2 fusion protein to Pax7 sites within each enhancer via specific sgRNAs. Indeed, the expression levels of *Dmrt2*, but not a control gene (*B2m*), decreased after silencing each of these Pax7-bound enhancers (Fig. 4h), suggesting that *Dmrt2* assembles into a functional Pax7-associated P–En clique with contributions from multiple enhancers.

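The sgRNA sequences of Supplementary Table 2 were matched to the mm9 genome to see where they fall among the Pax7 peaks. All 3 Dmrt2 sgRNAs fell inside a Pax7 peak, on the minus strand of chromosome 19 and in intergenic sequence. The sequence printed for sgEn1, ATGAGGCGGCACCGAGAGCTTGG, matched the genome once, at 26166239 to 26166261, and includes the PAM TGG. It lay within the 9.77-fold peak. That of sgEn2, CATGGTCACTTAGCGAAAGCAGG, matched once, at 26203002 to 26203024, with the PAM AGG, inside the peak from 26202890 to 26203277, whose −log10 q was 21.6. The sequence printed for sgEn3, CGACTAATGCAAATTGTCCTGG, has 22 bases and no exact match in the genome. Its first 18 bases matched once, and at that site, 26259654 to 26259676, the genome reads CGACTAATGCAAATTGTCACTGG over 23 bases, 1 edit away from the printed sequence. This site was inside the peak from 26259463 to 26259875, whose −log10 q was 20.3. On the plus strand, the genome around it reads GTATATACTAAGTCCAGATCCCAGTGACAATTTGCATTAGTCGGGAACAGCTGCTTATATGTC. The sgRNAs target these peaks in the paper's test of whether each Pax7-bound enhancer contributes to Dmrt2 expression.

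**Figure D2:**
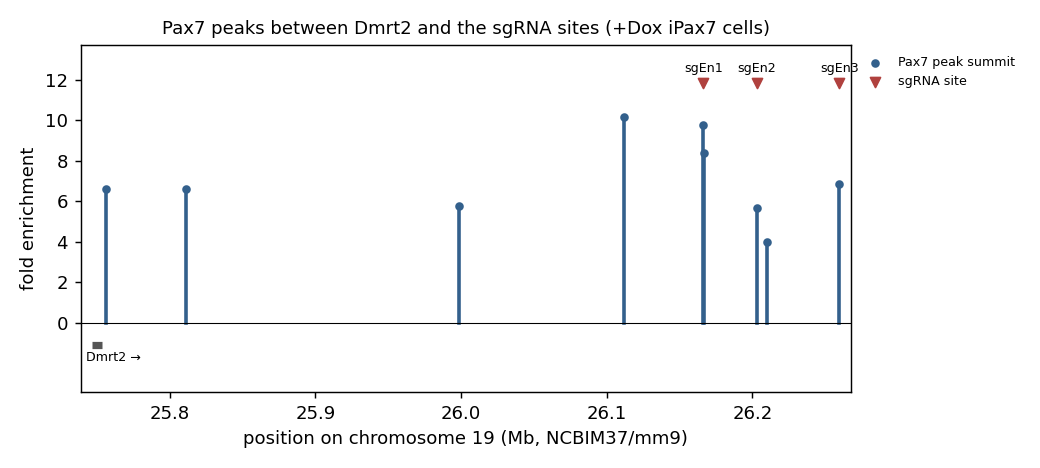
Pax7 peaks and sgRNA sites downstream of Dmrt2 in Dox-treated iPax7 cells. Vertical lines mark peak summits (x axis, position in Mb on chromosome 19) with the authors' fold enrichment as height (y axis), triangles mark the sgRNA sites and the bar below marks Dmrt2. Each of the 3 triangles stands over a peak, and the strongest peak (10.2-fold) has none.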

In summary, our studies provide a high-confidence dataset for authentic Pax7 target genes in muscle progenitors. We found two classes of Pax7-associated P–En interactions, in which enhancers are mostly associated with augmentation of gene expression in muscle precursors. Enhancers from one class are de-commissioned once Pax7 expression ceases and cells differentiate, as evidenced by their decreased activity and diminished interactions with target promoters. A second group of Pax7-bound enhancers exhibit epigenetic memory associated with retention of enhancer features and persistent looping that are likely maintained by a cohort of TFs expressed in differentiating cells.

### Pax7 assembles extensive feed-forward loops with its target TFs

To further investigate transcriptional regulatory mechanisms governed by Pax7, we used immuno-affinity purification and mass spectrometric sequencing to identify the compendium of Pax7-associated proteins in muscle progenitors. Although Pax7-associated proteins have been identified in myoblasts^42^, it is likely that such an approach would fail to uncover progenitor-specific interactions with this protein. We therefore isolated chromatin from iPax7 cells engineered with a single, inducible copy of the Flag-tagged Pax7 transgene integrated next to the *Hprt* locus (Supplementary Fig. 8A), which is expected to maintain expression levels comparable to those of satellite cells in the presence of Dox. Through purification of Flag-Pax7, we identified a cohort of factors and complexes involved in gene activation or repression and remodeling of chromatin and genome architecture that were substantially enriched compared to the uninduced control (Fig. 5a, Supplementary Fig. 8B, and Supplementary Data 4). We also identified a large cohort of sequence-specific TFs, including several that were shown to play an essential role in muscle stem cells (e.g., Foxk1, Six1, Runx1, Tead1, Nfix)^43–47^ (Fig. 5a) and that are recruited to Pax7-bound enhancers in muscle cells (Fig. 4b). Importantly, we also confirmed multiple interactions from our proteomic screen through immunoprecipitation and western blotting (Fig. 5b).

**Fig. 5:**
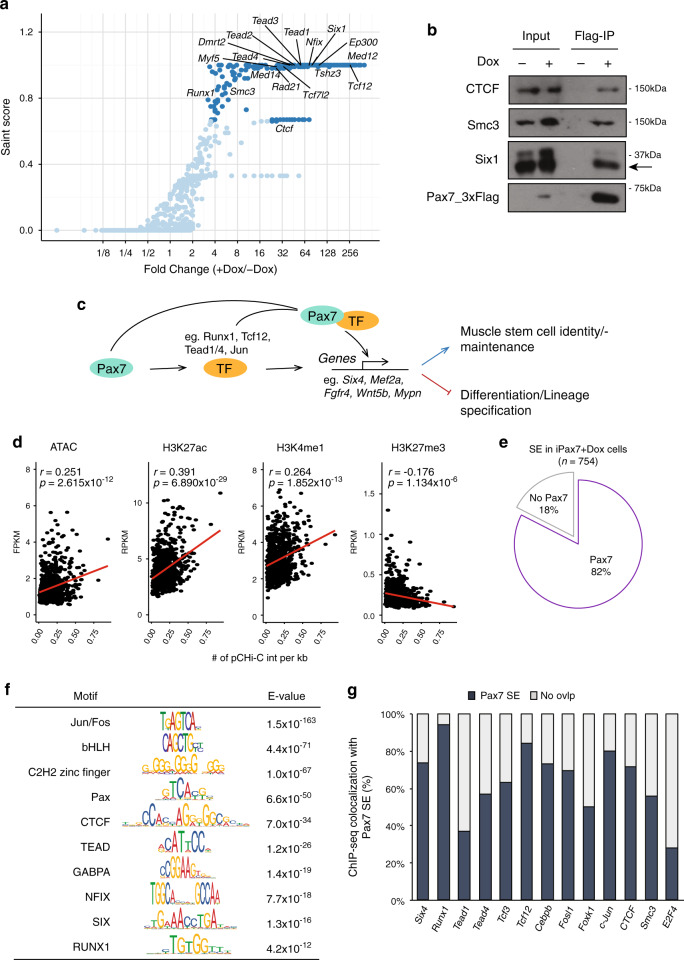
Pax7 assembles feed-forward loops with its target TFs. **a** SAINT analysis revealing high-scoring Pax7-associated proteins detected by IP-MS. Proteins identified as high-confidence interactors of Flag-tagged Pax7 are marked in dark blue; *n* = 3 (biological replicates). **b** Immuno-blot confirming interactions between indicated proteins and Flag-tagged Pax7 in iPax7 cells. **c** Schematic representation of a feed-forward regulatory loop assembled by Pax7 and its target TFs. **d** Pairwise Pearson correlation between the number of high-confidence pCHi-C interactions per kb and signals for ATAC-seq and ChIP-seq for histone modifications at SEs in iPax7 muscle progenitors. A linear regression line (*y* ~ *x*) is plotted in red; *r*, Pearson correlation coefficient; *p* values determined by two-tailed Student’s *t*-test. **e** Venn diagram indicates that most SEs identified in +Dox iPax7 cells that display high-confidence pCHi-C interactions contain Pax7-bound active enhancers. **f** Highly enriched TF binding motifs identified in SEs with pCHi-C interactions in +Dox iPax7 cells. The *E*-value is the *p* value derived from a one-tailed binomial test multiplied by the number of motifs in the input database. **g** Quantification of ChIP-seq peaks detected at Pax7 site-containing SEs. E2F4, control TF not detected as a Pax7 interactor.

The identification of a cadre of TFs that interacted with Pax7 and that were enriched at Pax7-associated enhancers prompted us to more closely inspect the relationship between these factors by comprehensively merging our proteomic data with the results of ChIP-seq and pCHi-C. Strikingly, we found that many (23 out of 68) of the genes encoding these Pax7-interacting proteins, including *Eya4*, *Jun*, *Dmrt2*, *Myf5*, *Cebpb*, *Runx1/2*, *Six1/2*, *Tcf12*, and *Tead1/4*, were themselves identified as targets of Pax7 enhancers in our pCHi-C experiments. Since several of these factors are able to bind within proximity to Pax7 sites (e.g., Runx1, c-Jun, and Tead1/4 in Fig. 4b), our data suggest that these TFs assemble feed-forward regulatory loops with Pax7 through physical interactions with this protein at enhancers (Fig. 5c). Additionally, a subset of these factors are bound to Pax7 enhancers with persistent chromatin accessibility and looping in differentiating muscle cells after Pax7 expression ceases (Fig. 4b), further supporting our hypothesis that robust recruitment of collaborative, interacting TFs to these enhancers can maintain epigenetic memory.

### Pax7 regulates SE activity in muscle progenitors

It has been shown that SEs play a role in driving lineage- and development-specific gene expression^48,49^. To systematically investigate the role of SE in regulating myogenic differentiation, we took advantage of H3K27ac ChIP-seq data in ESCs and iPax7 cells to call SEs (Supplementary Fig. 8C and Methods). We found that ~80% of SEs looped to promoters in iPax7 cells (Supplementary Fig. 8D). In contrast with individual active enhancers, SEs showed a positive correlation between the intensity of active chromatin marks and the number of interactions with promoters (Fig. 5d, Supplementary Fig. 8E–G). Further, 61% of promoter–SE interactions detected in Dox-treated iPax7 cells were maintained during differentiation (Supplementary Fig. 8H).

Interestingly, 82% of SEs that interact with target promoters in iPax7 myogenic progenitors contained individual Pax7-bound enhancers (Fig. 5e). It is known that SEs are collectively bound by an array of TFs in different cell types^28,48,50^. In our myogenic progenitors, we detected significant enrichment of motifs and binding sites (by ChIP-seq) for muscle-related TFs, including Jun/Fos, bHLH, Tead, Six, and Runx family members, at individual enhancers within SEs comprised of a Pax7 enhancer (Fig. 5f, g). Notably, factors such as Runx1 and Tcf12 were recruited to nearly all (>90% and ~85%, respectively) of the Pax7-bound SEs (Fig. 5g). Interestingly, several of these TFs (eg. Runx1, Tcf12, Cebpb, and Tead1/4) physically associate with Pax7 and are also involved in potential feed-forward loops assembled by Pax7 (Fig. 5c). By comparison, factors such as E2F4, which did not physically interact with Pax7, exhibited relatively low enrichment at Pax7-bound SEs (Fig. 5g). Taken together, our data suggest that Pax7 may collaborate with one or more of these TFs to robustly assemble SEs that facilitate and maintain long-distance looping and activation of critical target genes in muscle.

### Enhancer hubs connect P–En cliques to regulate transcription during muscle progenitor specification and differentiation

Given the complexity of promoter interactomes that we observed during specification and differentiation of iPax7 progenitors (Fig. 3), we further investigated the extent to which these enhancers were integrated into highly connected networks. We found that active enhancer regions tended to interact with more promoters as compared to regions lacking an enhancer signature (Supplementary Fig. 9A, B). We designated enhancers that interact with ≥2 promoters as EnHs, and found that 33–38% of active enhancers can be classified as such in ESCs and iPax7 cells (Supplementary Fig. 9C). Importantly, in most cases, nearby P–En cliques are interconnected through high-confidence, EnH-mediated interactions. We therefore merged EnH-connected cliques together with EnH target promoters outside cliques, yielding an even more highly connected motif that we term a P–En network (Fig. 6a). In total, we identified 261, 790, and 880 P–En networks in ESCs, +Dox, and –Dox iPax7 cells, respectively. Remarkably, these networks comprise most of the high-confidence P–En interactions in all three cell populations. A network identified specifically in iPax7 cells that involved *Six1* and *Six4*, two TFs with key roles in muscle^51,52^, was particularly noteworthy (Fig. 6b). Indeed, both genes assembled into highly connected hubs within each network before and after iPax7 cell differentiation, but not in ESCs, indicating that the two genes were tightly regulated through enhancer looping in muscle cells.

**Fig. 6:**
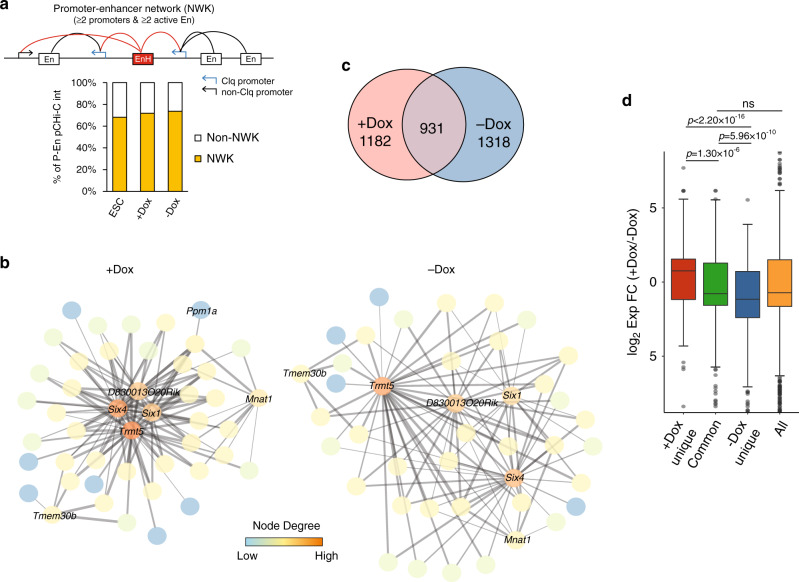
A structural and functional role for enhancer hubs (EnHs) in forming P–En networks during myogenic differentiation. **a** Identification of P–En networks (NWK) in ESCs (*n* = 261), +Dox (*n* = 790), and –Dox (*n* = 880) iPax7 cells. (Top) Schematic of a P–En network connected through an EnH (in red). (Bottom) Quantification of P–En interactions involved in P–En networks in each population. **b** P–En networks of the *Six1/4* locus in +Dox and −Dox iPax7 cells graphed with Cytoscape. No network was detectable at these loci in ESCs. Each node represents a pCHi-C captured region, and promoters were labeled with their corresponding gene names, while enhancers were left unlabeled. Each gray line between nodes represents a high-confidence pCHi-C interaction, and the thickness of the line indicates the strength of the interaction measured by the CHiCAGO score. Node degree from low to high reflects the relative frequency of connections from one node to other nodes within the motif. **c** Overlap between EnHs in +Dox and −Dox iPax7 cells. **d** Corresponding transcriptional changes during iPax7 cell differentiation for target genes in each EnH group from **c**. Only differentially expressed genes (*p*_adj_ < 0.05 from paired DESeq2) are included (*n* = 446, 430, and 547 for group ‘+Dox unique’, ‘Common’, and ‘−Dox unique’, respectively). All differentially expressed genes in iPax7 cells (*n* = 2831) are used as a control. The boxes denote the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. Statistical significance tested with two-tailed Student’s *t*-test.

Interestingly, we found that CTCF binding was significantly enriched at EnHs as compared to enhancers not involved in such hubs (Supplementary Fig. 9D), and this difference was most striking in iPax7 cells undergoing differentiation. These findings suggest a potential role for CTCF at EnHs, although its function at these hubs, if any, remains to be determined. Like other enhancers, EnHs show lineage-specificity, as we detected minimal overlap between hubs in ESCs and either of the two iPax7 populations (Supplementary Fig. 9E). Despite the relatively large percentage of stable EnHs observed during differentiation, more than half of the EnHs were uniquely identified in one of the two iPax7 populations, suggesting that formation of EnHs is also differentiation-dependent (Fig. 6c). As expected, genes controlled by differentiation-dependent EnHs tend to be more differentially regulated compared to genes with promoters connecting to common EnHs (Fig. 6d). Many Pax7 sites were detected at EnHs, with the majority found at those that are maintained during iPax7 cell differentiation (Supplementary Fig. 9F, G), although future studies will be required to assess whether Pax7 functions differently at these EnHs versus other Pax7 enhancers that do not act as regulatory hubs.

Our findings thus reveal considerable genome rewiring during muscle progenitor differentiation, wherein enhancers and genes encoding many key muscle regulators assemble, in a lineage- and differentiation-dependent manner, into highly complex networks that integrate EnHs and cliques.

### Epigenome editing of an EnH that controls expression of multiple *Myh* genes

Among all EnHs detected in iPax7 cells, we found one of particular interest. The *Myh* cluster encompasses multiple myosin heavy chain (*Myh*) genes, including the developmentally related *Myh3* and *Myh8* genes involved in sarcomere assembly and mutations in which are implicated in muscle diseases^53,54^. This locus is highly conserved between human and mouse genomes with respect to gene order, orientation, and spacing (Fig. 7a). We found that, in differentiating iPax7 cells, this regulatory EnH contacts promoters of the *Myh1*, *Myh3*, and *Myh8* genes that are all upregulated during iPax7 differentiation (Fig. 7a). Further, ChIP-seq results showed that this EnH region contains binding sites for Pax7, Runx1, and Six4, suggesting the possibility that these proteins contribute to the activity of this EnH (Fig. 7b).

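The position of the EnH was taken from the P–En pairs of Supplementary Data 2, of which the copy used here held 7016 out of 28139, as the HindIII fragments listed as the enhancer of at least 2 of the Myh1, Myh3 and Myh8 promoters. This gave 2 adjoining fragments on chromosome 11 of mm9. The first, from 66917551 to 66919729, was paired with Myh1 and Myh3 among the interactions enriched in −Dox cells and with Myh8 among those enriched in ESCs. The second, from 66919730 to 66927094, was paired with Myh1 and Myh8 among those enriched in −Dox cells. Of the 7194 pairs enriched in +Dox cells, the state in which Pax7 was measured, the copy held 0. Myh3 ends at 66915793, so both fragments lie downstream of it. The EnH contained 1 Pax7 peak, from 66919296 to 66919538 in intergenic sequence, with its summit 27.6 kb downstream of the Myh3 TSS. Its fold enrichment was 4.11 and its −log10 q was 7.18. In fold enrichment it exceeded 19.5% of all Pax7 peaks, and no peak was left at the EnH when a fold enrichment of at least 5 was required. The paired-box core, the paired-box plus homeobox sequence and the homeodomain dimer were the 3 Pax motifs searched. None of them was found within 50 bp of the summit, where the genome reads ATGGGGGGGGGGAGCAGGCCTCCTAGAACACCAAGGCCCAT over 41 bp. Only 13.9% of all summits held any of the 3 motifs, so their absence does not set this peak apart. Closer to Myh3, a pair of peaks that was picked out after its values were seen stood 1383 bp and 768 bp upstream of its TSS, with fold enrichments of 5.85 and 7.10. No other Pax7 peak was found between there and 100 kb beyond Myh8. The Pax7 peaks were measured in Dox-treated progenitors, whereas the paper reports the contacts of this EnH in differentiating cells. From the binding sites in the EnH, the paper proposes, as a possibility, that Pax7, Runx1 and Six4 contribute to its activity. Runx1 and Six4 data were not analysed here.

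**Figure D3:**
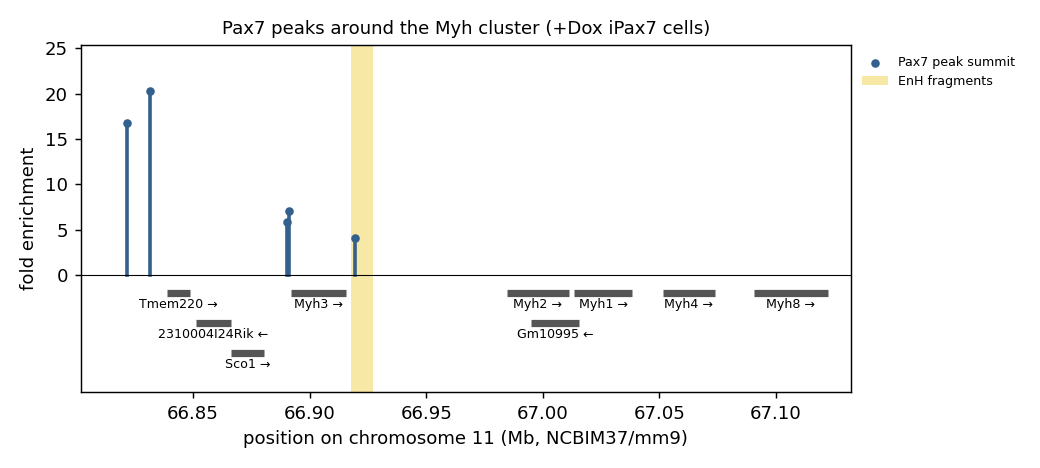
Pax7 peaks around the Myh cluster in Dox-treated iPax7 cells. Vertical lines mark peak summits (x axis, position in Mb on chromosome 11), their height is the authors' fold enrichment (y axis), yellow marks the EnH fragments and bars mark protein-coding genes. The EnH holds the 4.11-fold peak, and the highest lines stand to the left, near Tmem220.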

**Fig. 7:**
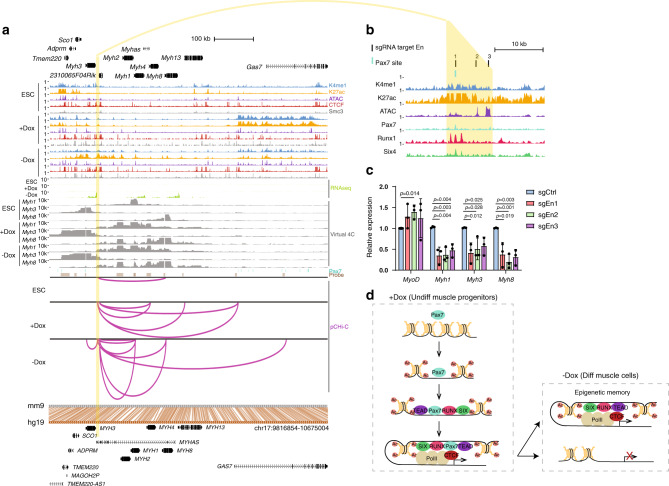
An EnH in differentiated iPax7 muscle cells regulates expression of three Myh genes. **a** Genome browser tracks (top) around an EnH (highlighted in yellow) identified in iPax7 cells within the *Myh* gene cluster, showing ChIP-seq, ATAC-seq, RNA-seq, Pax7 binding sites, pCHi-C probes, and high-confidence pCHi-C interactions (magenta arcs with associated virtual 4C plots) in ESCs and iPax7 cells before (+Dox) and after (−Dox) differentiation. Bottom, conservation between mouse (mm9) and human (hg19) genomes. Conserved regions are connected with brown lines between aligned genomes. Below hg19 track is the Refseq annotation for human genes at the conserved regions. **b** Transcription factor binding at the *Myh* EnH (yellow). **c** Relative expression of *Myh* EnH target genes in differentiated iPax7 cells after CRISPR inhibition (CRISPRi) with three distinct sgRNAs targeting the EnH; *n* = 3 (biological replicates for each sgRNA). Bars are mean ± s.d., normalized by *Gapdh* and expressed relative to mean levels of the control sgRNA (sgCtrl). Statistical significance tested with two-tailed Student’s *t*-test. **d** A model for the re-organization of Pax7-associated P–En interactions during myogenic differentiation. See text for details.

We sought to test the functionality of this EnH by interfering with factor binding at this locus through CRISPRi, as before. We showed that each of three sgRNAs that targeted the *Myh* EnH was able to specifically reduce expression from the three *Myh* genes in differentiating iPax7 cells (Fig. 7c). In contrast, expression was not decreased at a control (*Myod1*) locus that was not the target of this EnH. These findings suggest that, indeed, this distal element functions as an important regulatory hub to control expression of requisite structural proteins during muscle differentiation.

## Discussion

Our work significantly advances the area of epigenetic control of muscle progenitor specification in several ways. First, using Hi-C and pCHi-C data, we found that compartments and inter-TAD interactions were radically altered as pluripotent cells are restricted to myogenic precursors. Additionally, we have mapped genome-wide long-range interactions with promoters in a cellular model recapitulating features of adult muscle stem cells. These datasets represent a unique resource to explore genome-wide interactions between promoters and other *cis*-regulatory elements and their rewiring during myogenic progenitor specification and muscle differentiation. This approach allowed us to identify complex P–En motifs, including highly connected cliques and networks that are involved in transcriptional control of key players in the specification of progenitors and their differentiation, and provided a high-confidence set of bona fide Pax7 target genes in progenitors. Ultimately, this information may help improve the derivation of muscle stem cells and suggest mechanisms to prevent their disappearance owing to aging and/or wasting.

### A model for Pax7-driven topological rewiring in muscle progenitors

Interestingly, we found that most SEs contain individual Pax7 enhancers in muscle progenitors, and this finding may in part explain why this factor is essential for specification and maintenance of the satellite cell population in adult skeletal muscle^6,7^. We found that Pax7 binding to a subset of enhancers resulted in sustained interactions, whereas other interactions were readily lost upon iPax7 cell differentiation (Fig. 4b). These observations lead us to propose a model in which the occurrence of such sustained interactions requires recruitment of additional TFs to active enhancers and SEs to preserve epigenetic memory (Fig. 7d). Our conclusion rests on several observations. First, we found that a cohort of sequence-specific TFs were recruited to stable Pax7 enhancers, and such recruitment coincided with the maintenance of looping and an active enhancer signature in differentiating muscle cells (Fig. 4b). Importantly, several of these factors (including MRFs, c-Jun, Six4, and Tead1/4) have been shown to play critical roles in muscle stem cells and myogenic differentiation^51^, yet their role in long-range interactions and maintenance of active enhancers has not been documented. Interestingly, the binding of these factors was also highly enriched at SEs that were bound by Pax7 in Dox-treated progenitors (Fig. 5f, g). Second, our proteomic screen detected robust interactions between Pax7 and many of these TFs in iPax7 progenitors. Third, many of the genes encoding these Pax7-interacting TFs were also identified as targets of Pax7 enhancers in our pCHi-C experiments, and both Pax7 and this group of TFs bind enhancers that contact common promoters (Fig. 4b), indicative of Pax7-driven feed-forward regulatory loops (Fig. 5c). Fourth, only a small percentage of Pax7-associated P–En loops were bound by CTCF and cohesin at both loop anchors (Supplementary Fig. 7E), despite the fact that both factors physically interact with Pax7 (Fig. 5a, b). Therefore, it is less likely that these loops were directly mediated through CTCF and/or cohesin. Fifth, another group of Pax7-bound enhancers shows transient looping to promoters in Dox-treated cells—a state reversed after Pax7 removal—and this group of enhancers shows considerably reduced recruitment of TFs such as MRFs, Runx1, Six4, and Tead1/4 (Fig. 4b). Taken together, we hypothesize that more persistent contacts between Pax7 enhancers and promoters may be primarily mediated through these proteins and related Pax7-interacting TFs (Fig. 7d). The recruitment of a cohort of TFs could explain why some enhancers retain epigenetic memory and robust long-range interactions versus those that interact transiently with target promoters, although additional unknown mechanisms could be required to further distinguish these two classes of Pax7 enhancers. Additionally, we note that a cohort of transiently interacting enhancers regulate genes involved in critical signaling cascades during muscle cell differentiation (Fig. 2d), suggesting the need to regulate the topology of P–En interactions within a sharply defined temporal window. In future studies, it will be interesting to determine the phenotypic impact of prolonging or curtailing interactions that are normally transient or persistent, respectively.

It was shown that Pax3, a Pax7 paralogue, interacts with LIM domain-binding protein 1 (Ldb1) to create long-range loops in cells that represent paraxial mesoderm, yet we did not identify Ldb1 as a Pax7-associated factor in our screen^55^. Interestingly, the majority of Pax7-interacting sequence-specific TFs (60 out of 68) were not identified as Pax3-interacting proteins^55^, suggesting that they may be unique interactors for Pax7 in adult progenitors and that Pax7 and Pax3 could employ distinct mechanisms of gene activation, consistent with the ability of Pax7 to specify distinct progenitor populations and to bind to distinct locations by ChIP-seq (Supplementary Fig. 8I). This may also be consistent with the observation that although these Pax proteins bind to overlapping sequences^56^ through their paired box and paired-type homeo-domains, they are distinguished by additional, unique domains that enable other co-factors to function at distinct stages of muscle specification.

### Complex, highly connected P–En motifs involved in muscle progenitor specification

Our pCHi-C experiments revealed layers of complexity involving P–En interactions in muscle precursors. For example, we identified widespread, lineage- and differentiation-dependent formation of P–En cliques and higher order networks connected through EnHs (Figs. 3a and 6a). We showed that such intricate networks are found at the loci of critical myogenic regulators, namely, *Six1* and *Six4* (Fig. 6b). It is likely that the high density of P–En interactions within these networks provides additional regulatory robustness, potentially buttressing against changes in gene expression in the face of the loss of any individual P–En interaction. Of note, we identified a functionally important EnH within the *Myh* cluster (Fig. 7a, b), an evolutionarily conserved cohort of genes essential for muscle function. It will be interesting to further investigate the integrity of networks and the subsequent impact on transcription and skeletal muscle specification and differentiation after disrupting key connecting EnH(s) defined in our study.

## Methods

### Cell culture

Mouse iPax7 and iPax7_3xFlag skeletal muscle progenitor cells were generated as previously described^19,57,58^. In brief, inducible mouse ESCs were generated by Cre-loxP-mediated recombination of a p2lox-Pax7 or a p2lox-Pax7_3xFlag targeting plasmid into A2lox-cre mouse ESCs^57^. The recombination cassette, located next to the *Hprt* gene, contains the tet-responsive-element (TRE) driving the expression of one single copy of cDNA, thus ensuring quasi-physiological expression levels. Mouse ESCs were maintained on mitotically impaired mouse embryonic fibroblasts (MEFs) in knockout DMEM (Invitrogen) supplemented with 15% FBS (Embryomax ES-qualified FBS—Millipore), 1% penicillin/streptomycin (Invitrogen), 2 mM Glutamax (Invitrogen), 0.1 mM non-essential amino acids (Invitrogen), 0.1 mM β-mercaptoethanol (Invitrogen), and 1000 U/ml LIF (Millipore). For skeletal myogenic differentiation^58^, the ESC/MEF suspension was pre-plated in a gelatin-coated dish for 30 min in order to remove fibroblasts and the resulting supernatant (enriched for mouse ESCs) was then diluted to 40,000 cells/ml in embryoid body (EB) differentiation medium and incubated in an orbital shaker at 80 r.p.m. EB differentiation medium: IMDM (Invitrogen) supplemented with 15% FBS (Embryomax ES-qualified FBS), 1% penicillin/streptomycin (Invitrogen), 2 mM Glutamax (Invitrogen), 50 μg/ml ascorbic acid (Sigma-Aldrich), 4.5 mM monothioglycerol (MP biomedicals). Transgene induction was achieved by adding Dox (Sigma-Aldrich) to day-3 EBs cultures (final concentration 1 µg/ml), and then maintained throughout the differentiation protocol by replacing the media (including dox) every 2 days. At day 5, EBs were disaggregated and single cells were incubated for 20 min with PDGFRα-PE and FLK1-APC conjugated antibodies (e-Bioscience). PDGFRα+FLK1− cells were sorted using FACSAriaII (BD biosciences) and re-plated on gelatin-coated dishes using EB differentiation media supplemented with 1 µg/ml Dox and 10 ng/ml mouse basic-FGF (Preprotech). Cells were expanded using the same media with Dox for 4 additional days before harvesting them for analysis. iPax7 and iPax7_3xFlag muscle progenitors were grown on 0.1% gelatin-coated culture plates in GlutaMAX supplemented IMDM (Gibco) with 15% stem cell qualified fetal bovine serum (Gemini), 1% penicillin/streptomycin (Corning), 200 μg/ml bovine holo-transferrin (Sigma), 50 μg/ml l-ascorbic acid (Sigma), 4.5 mM 1-thioglycerol (Sigma), and 5 ng/ml recombinant mouse bFGF (R&D systems). Cells were treated with 0.75 μg/ml Dox (Sigma) for the expression of Pax7 or Pax7_3xFlag and were assessed 3 days after removing Dox from the culture media for differentiation.

### Preparation of solubilized chromatin fraction and immune-purification (IP)

Solubilized chromatin fractions from +Dox and −Dox iPax7_3xFlag cells were prepared as described^59^. Briefly, cell pellets were resuspended in buffer A [10 mM Hepes pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol, 1 mM dithiothreitol (DTT), and protease inhibitors (aprotinin, leupeptin, pepstatin A, and phenylmethyl sulfonyl fluoride)], supplemented with Triton X-100 (0.1%), and incubated on ice for 5 min. The nuclear pellet was separated from the cytoplasmic fraction, washed twice with buffer A, and collected by centrifugation. Chromatin-bound proteins were released using buffer A plus 1 mM CaCl_2_ and 0.2 U of micrococcal nuclease (Sigma). After incubation at room temperature for 30 min, the nuclease reaction was stopped by the addition of 1 mM EGTA and the nuclear pellet was collected by low-speed centrifugation. Nuclei were then lysed with buffer B [3 mM EDTA, 0.2 mM EGTA, 1 mM DTT, and protease inhibitors (aprotinin, leupeptin, pepstatin A, and phenylmethyl sulfonyl fluoride)]. The chromatin fraction was separated from nucleoplasm by centrifugation at 2250×*g* for 4 min at 4 °C, washed twice with buffer B, and collected by centrifugation. For immunoprecipitations, the chromatin fraction was resuspended with binding buffer (20 mM Hepes pH 7.9, 100 mM KCl, 0.2 mM EDTA, 20% glycerol, 0.5 mM DTT, and 0.5 mM AEBSF); 1 mg of protein was immunoprecipitated by incubating with mouse anti-FLAG M2 affinity gel (Sigma) at 4 °C for 4 h, and the captured complexes were washed three times with buffer (50 mM Hepes pH 7.9, 250 mM NaCl, 5 mM EDTA, 0.5% NP-40, and 10% glycerol) prior to SDS–PAGE and immuno-blotting. For mass spectrometric sequencing, each IP sample was eluted with 3xFlag peptide and analyzed individually by LC-MS.

Antibodies used for western blotting included: anti-CTCF (Cat. 07-729, Millipore; dilution: 1:2000), anti-Smc3 (Cat. ab9263, abcam; dilution: 1:2000), anti-Flag (Cat. F7425, Sigma; dilution: 1:1000), anti-H3 (Cat. ab1791, abcam; dilution: 1:1000), anti-Pax7 (Developmental Studies Hybridoma Bank (DSHB); dilution: 1:500), and anti-Six1 (Cat. 10709-1-AP, Proteintech; dilution: 1:500).

### Mass spectrometric sequencing

#### Sample preparation

Three biological replicates were prepared for each condition. For each replicate, proteins were reduced with 2.5 μl of 0.2 M dithiothreitol (Sigma) for 1 h at 57 °C at pH 7.5. After samples cooled to room temperature, they were alkylated with 2.5 μl of 0.5 M iodoacetamide (Sigma) for 45 min at room temperature in the dark. NuPAGE LDS Sample buffer (1×) (Invitrogen) was added to the samples then transferred to a NuPAGE 4–12% Bis-Tris Gel 1.0 mm × 10 well (Invitrogen) for SDS PAGE gel electrophoresis. Gel was stained with GelCode Blue Stain Reagent (Thermo Scientific). Sample lanes were excised and destained with 1:1 (v/v) methanol and 100 mM ammonium bicarbonate at 4 °C with agitation. Destained gel pieces were dehydrated in a SpeedVac concentrator. Dried gel pieces were resuspended in 300 μl of 100 mM ammonium bicarbonate with 250 ng Promega trypsin for overnight digestion. A 300 μl solution of 5% formic acid and 0.2% trifluoroacetic acid (TFA) R2 50 μm Poros (Applied Biosystems) beads slurry in water was added to the gel pieces before returning the samples to the shaker for an additional 3 h at 4 °C. Beads were loaded onto equilibrated C18 ziptips (Millipore), with 0.1% TFA, using a microcentrifuge for 30 s at 6000 r.p.m. The beads were washed with 0.5% acetic acid. Peptides were eluted with 40% acetonitrile in 0.5% acetic acid followed by 80% acetonitrile in 0.5% acetic acid. The organic solvent was removed using a SpeedVac concentrator. The samples were reconstituted in 0.5% acetic acid and stored at −80 °C until analysis.

#### Mass spectrometry analysis

An aliquot of the experimental sample and the control were loaded onto an Acclaim PepMap trap column (2 cm × 75 µm) in line with an EASY-Spray analytical column (50 cm × 75 µm ID PepMap C18, 2 μm bead size) using the auto sampler of an EASY-nLC 1000 HPLC (Thermo Fisher Scientific) with solvent A consisting of 2% acetonitrile in 0.5% acetic acid and solvent B consisting of 80% acetonitrile in 0.5% acetic acid. The peptides were gradient eluted into a Thermo Fisher Scientific Q Exactive mass spectrometer using the following gradient: 5–35% in 60 min, 35–45% in 10 min, followed by 45–100% in 10 min. High-resolution full MS spectra were recorded with a resolution of 70,000 at *m*/*z* 400, an AGC target of 1e6, with a maximum ion time of 120 ms, and a scan range from 400 to 1500 *m*/*z*. The top 20 MS/MS spectra were collected with an AGC target of 5e4, maximum ion time of 120 ms, one microscan, 2 *m*/*z* isolation window, and Normalized Collision Energy (NCE) of 27 and a dynamic exclusion of 30 s.

#### Data processing

The MS/MS spectra were searched against the UniProt *Mus musculus* reference proteome database (downloaded 02/2019) with the flag tagged Pax7 sequence inserted and containing common contaminant proteins using Proteome Discoverer 1.4. The search parameters were as follows: precursor mass tolerance ±10 p.p.m., fragment mass tolerance ±0.02 Da, digestion parameters trypsin allowing two missed cleavages, fixed modification of carbamidomethyl on cysteine, variable modification of oxidation on methionine, deamidation on glutamine and asparagine. The data were filtered using a 1% peptide and protein FDR cut-off searched against a decoy database. Protein–protein interactions were assessed using Significance Analysis of INTeractome (SAINT)^60^, in which proteins with spectral fold-change of ≥2 and FDR of their SAINT scores <10% were considered as high-confidence Pax7 interacting proteins.

### Hi-C library preparation for sequencing and pCHi-C

Two biological replicates of ~30 × 10^6^ iPax7 cells (+/−Dox) were cross-linked for 10 min by 2% formaldehyde in fresh media. Cross-linking was quenched by addition of 0.125 M glycine. Cells were incubated at room temperature for 5 min and then centrifuged at 4 °C for 5 min. Cross-linked cells were washed once in cold PBS, and the cell pellets were flash frozen in liquid nitrogen and stored at −80 °C.

Hi-C library generation was carried out with in-nucleus ligation as described previously^61^, with slight modifications. Briefly, chromatin was digested overnight at 37 °C with HindIII (NEB). Digested ends were filled in using biotinylated d-CTP and ligated in preserved nuclei. Cross-links were reversed by proteinase K treatment at 65 °C overnight and DNA was purified by phenol–chloroform extraction. DNA concentration was measured using Qubit 2.0 Fluorometer (Life Technologies). Biotin was removed from non-ligated restriction fragment ends by incubating the Hi-C library DNA with T4 DNA polymerase (NEB) for 4 h at 20 °C in the presence of dATP and dGTP. After DNA purification with phenol:chloroform, 40 μg of DNA was sheared to an average size of 350 bp using Covaris LE220 following the manufacturer’s instructions. Double size selection of DNA was performed using AMPure XP beads (Beckman Coulter) and the sonicated DNA was end-repaired with T4 DNA polymerase, T4 DNA polynucleotide kinase, Klenow (all NEB) and dNTPs in 1× T4 DNA ligase reaction buffer (NEB). Biotin-marked ligation products were isolated using MyOne Streptavidin C1 DynaBeads (Invitrogen), adenine-tailed and ligated to paired-end adaptors (Illumina). The immobilized Hi-C products were amplified using either NEBNext Multiplex Oligos for Illumina (NEB) for Hi-C-seq or SureSelect Primers from SureSelectXT Reagent kit, HSQ (Agilent Technologies) for pCHi-C-seq with seven PCR amplification cycles with Phusion High-Fidelity DNA Polymerase (NEB). Paired-end reads for Hi-C libraries were obtained with Illumina Hiseq 2500 (2 × 50 cycles) and NextSeq 500 (75 cycles).

### pCHi-C

Capture Hi-C of promoters was carried out with SureSelect target enrichment (SureSelectXT Custom 3–5.9 Mb library, Agilent Technologies), using the custom-designed biotinylated RNA bait library that overlap 25,747 Ensembl-annotated promoters of protein-coding, noncoding, antisense, snRNA, miRNA, and snoRNA transcripts^21^ and custom paired-end blockers according to the manufacturer’s instructions (Agilent Technologies). A total of 500 ng to 1 μg of Hi-C library was used for capture. The enriched library was further amplified for pCHi-C-seq with six PCR amplification cycles using SureSelect primers (SureSelectXT Reagent kit, HSQ, Agilent Technologies) and Phusion High-Fidelity DNA Polymerase (NEB). Paired-end reads for pCHi-C libraries were obtained with Illumina NextSeq 500 (75 cycles).

### Data processing for Hi-C

All Hi-C datasets were uniformly pre-processed with the HiC-bench platform^62^, outlined briefly as follows. First, all paired-end sequencing reads were aligned against the mouse genome version NCBIM37/mm9 with bowtie2 version 2.2.6 (ref. ^63^) (specific settings: --very-sensitive-local --local). The aligned reads were further filtered using the GenomicTools^64^ gtools-hic filter command with the following parameters: --mapq 30 --min-dist 25000 --max-offset 500 (integrated in HiC-bench), which discards multi-mapped reads (“multihit”), read-pairs with only one mappable read (“single sided”), duplicated read-pairs (“ds.duplicate”), read-pairs with a low mapping quality of MAPQ <30, read-pairs resulting from self-ligated fragments, and short-range interactions resulting from read-pairs aligning within 25 kb (together called “ds.filtered”). See Supplementary Data 1 for an overview of Hi-C sequencing depth. A Hi-C contact matrix was then generated for each replicate and subjected to iterative correction (ICE; integrated in hic-bench)^65^. TADs were called using the “domains” operation in hic-matrix at 40 kb resolution with default settings^62^. Sub-nuclear compartments were identified using Principal Component Analysis (PCA)^24^ using HOMER at 50 kb resolution with a 100-kb window (runHiCpca.pl -res 50000 -window 100000). H2K27ac ChIP-seq peak regions for each sample were used to assess the proper sign of the PC1 results. The Pearson’s correlation matrix of each individual chromosome was visualized with Juicebox^66^.

### Data processing for pCHi-C

Raw sequencing reads from pCHi-C were processed using the HiCUP pipeline^67^, which maps the positions of di-tags against the mouse genome (NCBIM37/mm9), filters out experimental artifacts, such as circularized reads and re-ligations, and removes all duplicate reads. See Supplementary Data 1 for an overview of pCHi-C sequencing depth. Interaction confidence scores were computed with CHiCAGO^25^. High-confidence interactions were defined as CHiCAGO score ≥5, as described^25^. CHiCAGO scores for interactions from each replicate were used for PCA. Both *cis-* and *trans-*interactions were kept, where *cis-*interactions account for ≥98% of the total number of significant interactions (see Supplementary Data 1 for a detailed quantification). To identify inter-TAD pCHi-C interactions, the TAD boundary regions detected from the Hi-C data were further extended 20 kb up- and down-stream and only high-confidence *cis* pCHi-C interactions that cross the whole extended boundary regions were considered as inter-TAD interactions. All promoter–promoter interactions and interactions from non-protein-coding promoters were removed before identifying interactions between promoters and active enhancers. To further verify results from the above analyses, we plotted virtual 4C tracks for each bait region, which were normalized according to reads per million (RPM). Genome-wide interactions were visualized using the WashU EpiGenome browser^68^. The P–En networks in Fig. 6b were visualized using Cytoscape^69^.

### ChIP-seq and data analysis

ChIP for Pax7 (Developmental Studies Hybridoma Bank), CTCF (Cat. 07-729, Millipore), and Smc3 (Cat. ab9263, abcam) was performed as described previously^11^ with two biological replicates per factor per condition. Briefly, cells were cross-linked at room temperature with 1% formaldehyde for 10 min, and then quenched by incubating in 0.125 M glycine. The cells were washed three times with ice-cold PBS and resuspended in 3 ml of ChIP lysis buffer (10 mM Tris pH 8, 1 mM EDTA, 0.5 mM EGTA, 0.5% N-lauroyl sarcosine, and protease and phosphatase inhibitors) per 100 μl of cell pellet. Each 1 ml cell resuspension was individually sonicated on ice for nine rounds of a 30 s ON/60 s OFF cycle using a Branson Sonifier 450 at Output 3 and constant power to obtain an average fragment size of 200–300 bp. Debris was removed through centrifugation at 20,000×*g* for 15 min at 4 °C, and the chromatin in the supernatant was quantified according to DNA concentration. For each ChIP reaction, 25 μg was diluted in ChIP lysis buffer plus 1% Triton X-100, 0.1% sodium deoxycholate, 1 mM EDTA, and protease inhibitors before pre-clearing with protein G or A Sepharose (previously blocked in 1 mg/ml BSA) for 4 h at 4 °C. Pre-cleared chromatin was then incubated with 2 μg of antibody overnight at 4 °C. Immunocomplexes were captured by incubating with protein G or A Sepharose for 4 h at 4 °C. Immunoprecipitates were washed eight times with RIPA buffer (50 mM HEPES pH 7.6, 10 mM EDTA, 0.7% sodium deoxycholate, 1% NP40, 0.5 M lithium chloride, and protease inhibitors), once with a low-salt wash (50 mM Tris pH 8, 10 mM EDTA, 50 mM sodium chloride), and eluted in elution buffer (50 mM Tris pH 8, 10 mM EDTA, 1% SDS) at 65 °C for 15 min. The supernatant was incubated overnight at 65 °C to reverse crosslinks, diluted twofold in 50 mM Tris pH 8 plus 10 mM EDTA, and then sequentially digested with 80 μg RNase A for 2 h at 37 °C and 80 μg proteinase K for 30 min at 55 °C. DNA was extracted with phenol/chloroform/isoamyl alcohol and ethanol precipitated. DNA pellets were resuspended in 10 mM Tris pH 8 and quantified using Qubit 2.0 Fluorometer (Life Technologies).

Sequencing libraries were prepared from purified DNA using the NEBNext Ultra™ II DNA Library Prep Kit for Illumina (NEB) following the manufacturer’s instruction and reads were obtained with Illumina HiSeq 2500 (single-end for Pax7) and the Illumina NextSeq 500 (75 cycles, paired-end for CTCF and Smc3).

Raw reads from this study and previously published work (Supplementary Table 1) were aligned to the mouse genome version NCBIM37/mm9 with bowtie2 version 2.3.4.1 (ref. ^63^) (specific settings for paired-end reads: --local --no-mixed --no-discordant; specific settings for single-end reads: --local). Only uniquely mapped reads were selected for downstream analysis. PCR duplicates were removed using Picard-tools version 1.88. Peak-calling was done using MACS2 version 2.1.1 (ref. ^70^) with a default *q*-value of 0.05, except for Pax7 ChIP-seq with a *q*-value cut-off of 0.01, Tead1/4 ChIP-seq with a *p*-value cut-off of 0.1, c-Jun and Foxk1 ChIP-seq with a *p*-value cut-off of 0.005, and data from GSE36024 with a *q*-value cut-off of 0.01. Replicate experiments were merged and the data were normalized per million total reads for visualization. Heatmaps and profile plots for normalized ChIP-seq data were generated using deepTools version 3.1.0 (ref. ^71^).

### mRNA-seq and Gene Ontology analysis

mRNA-seq reads from a previous study (Supplementary Table 1) were mapped to the Ensembl annotated genome (NCBIM37/mm9) using STAR version 2.5.0c^72^ and differentially expressed genes (*p*_adj_ < 0.05; *p* value adjusted by FDR) were identified by DESeq2 (ref. ^73^) after normalizing each library to number of reads in all protein-encoding genes. Replicate experiments were merged, and the data were normalized per million total reads for visualization. Gene Ontology (GO) term enrichment analysis was performed using DAVID 6.8 (ref. ^74^). Similar terms were merged and sorted by the *p*-value calculated from the Fisher’s exact test.

### ATAC-seq and data analysis

ATAC-seq libraries were prepared as described^75^. Briefly, cells were harvested by trypsinization and resuspended in appropriate media; 500,000 cells were subsequently used for nuclear extraction. Cells were washed with cold PBS and resuspended in cold lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630), and centrifuged at 500×*g* for 10 min at 4 °C. Supernatant was discarded and the nuclear pellet was resuspended in nuclease-free water; 50,000 cells in nuclease-free water was mixed with TD Buffer and 2.5 μl Tn5 Transposase (Illumina cat. #FC-121-130) to a total volume of 50 μl. Transposition occurred at 37 °C for 30 min, after which transposed DNA was purified using a Qiagen MinElute Kit and eluted in 10 μl of Elution Buffer. ATAC libraries were generated by initial amplification for five cycles using the following PCR conditions: 72 °C 5 min; 98 °C 30 s; then cycling at 98 °C 10 s, 63 °C 30 s, and 72 °C 1 min using NEBNext High-Fidelity 2X PCR Master Mix, Forward/Reverse ATAC-seq index primers and 20 µl of the purified transposed DNA. We used the qPCR plot on LightCycler 480 (Roche), and when needed, used additional cycles of PCR amplification to reach the cycle number corresponding to 1/3 of the maximum fluorescent intensity. Libraries were purified with AMPure (Beckman) beads and the tagmentation was visualized via Tapestation (Agilent).

All libraries were sequenced (2 × 50 cycles, paired end) on an Illumina HiSeq2500 machine. Raw reads were aligned to the NCBIM37/mm9 reference genome with Bowtie2 version 2.2.6 using the options --local --dovetail --minins 38 --maxins 2000 --no-mixed --no-discordant. Only uniquely mapped reads were selected for downstream analysis. PCR duplicates were removed using Picard-tools version 1.88. Replicate experiments were merged, and the data were normalized per million total reads for visualization. Transposase-accessible regions were identified using the callpeak command of MACS2 version 2.1.1 with options --nomodel --nolambda --keep-dup all --call-summits^70^. Replicate experiments were merged and the data were normalized per million total reads for visualization. Heatmaps and profile plots for normalized data were generated using deepTools version 3.1.0 (ref. ^71^).

### Calling active enhancers and SEs

Genome-wide accessible chromatin regions were determined by ATAC-seq and classified using *k*-means clustering based on binding profiles of histone modifications (H3K4me1, H3K27ac, H3K4me3, and H3K27me3), CTCF and Smc3 as shown in Fig. 2a and Supplementary Fig. 3A, B. Individual active enhancers were defined as non-promoter (>1 kb from the nearest TSS and do not overlap with pCHi-C baits) regions with ATAC-seq, H3K4me1, and H3K27ac ChIP-seq signals. The ATAC-seq peaks called by MACS2 were used to localize open chromatin regions globally and to identify individual active enhancers.

SEs for each cell population were called using the ROSE package with the default stitching size of 12.5 kb^76^. All active enhancers from each cell population were used as input constituent enhancers and input-subtracted H3K27ac ChIP-seq signal from a single donor that showed the highest signal to noise was used for ranking the stitched regions.

### DNA-binding motif analysis

DNA-binding motif analysis at Pax7 enhancer-containing SEs was done using MEME-ChIP^77,78^ with default settings. A list of 1 kb DNA sequences centered on the mid-point of individual active enhancers were used as input for each search.

### CRISPR interference

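The distance from each sgRNA to the nearest Pax7 peak was measured on mm9. For Dmrt2, the middle of the protospacer of sgEn1, sgEn2 and sgEn3 was 54, 44 and 58 bp from the summit of the Pax7 peak around it. For the Myh EnH, all 3 sgRNAs matched chromosome 11 once. The sgEn1 sequence TCAGCATAGCTCGGGGTAAC matched the minus strand from 66919539 to 66919558, next to the PAM TGG. The protospacer began at the base after the end of the EnH's Pax7 peak, with the PAM inside the peak, and its middle was 116 bp from the summit. The sgEn2 sequence GAGCGGTGGTGCCACCTAGT matched the minus strand from 66923907 to 66923926, next to the PAM GGG, and the nearest Pax7 summit was 4484 bp away. The sgEn3 sequence TCACGTGACTTGATTCATGC matched the plus strand from 66926300 to 66926319, next to the PAM AGG, in an exon of the processed transcript 2310065F04Rik, and the nearest Pax7 summit was 6878 bp away. No Pax7 peak covered the latter 2 sites. ATAC-seq summits, the other kind of target, were not used here.

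**Figure D4:**
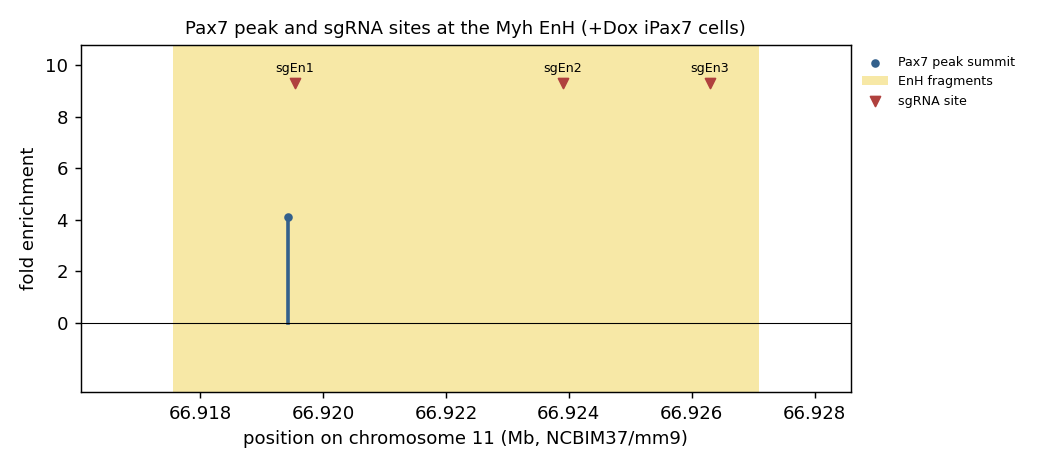
The Pax7 peak and the sgRNA sites at the Myh EnH. The vertical line marks the peak summit in Dox-treated iPax7 cells (x axis, position in Mb on chromosome 11; y axis, the authors' fold enrichment), triangles mark the sgRNA sites and yellow marks the EnH fragments. sgEn1 stands next to the peak, and sgEn2 and sgEn3 stand 4484 and 6878 bp from its summit.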

To silence enhancer regions with CRISPRi, 20-nt-long sgRNAs against the core of the enhancer (summit of ATAC-seq or Pax7 ChIP-seq signal) were designed using CRISPOR (http://www.crispor.tefor.net). sgRNA against the synthetic CAG promoter was used as a control. sgRNA oligonucleotides were cloned into a self-generated lentiGuide-Zeo vector as previously described^79^. Briefly, oligonucleotides (Thermo Fisher) containing gRNA sequences flanked by BsmBI compatible overhangs were phosphorylated with T4 polynucleotide kinase (NEB) and annealed. Fragments were ligated into BsmBI-digested destination vector. Ligated constructs were transformed into Stellar competent *Escherichia coli* (Takara) and clones were checked by Sanger sequencing. The lentiGuide-Zeo vector was constructed by replacing the puromycin selectable marker in lentiGuide-Puro (Addgene Plasmid #52963) with a Zeocin selectable marker. Dox-treated iPax7 cells were infected with lenti_dCas9-KRAB-MeCP2 (Addgene Plasmid #122205), selected with blasticidin (10 µg/ml). Medium was replenished every 48 h thereafter, until all negative control cells were dead (usually 4–5 days). After selection, cells were infected with different sgRNAs and selected with Zeocin (1 mg/ml). Medium was replenished every 48 h thereafter, until all negative control cells were dead (usually 14–16 days). The efficiency of the sgRNAs was tested by real-time PCR. Oligos for sgRNA and real-time PCR are listed in Supplementary Table 2.

### 3D modeling and analysis of chromatin topology

#### Data normalization and filtering

The interaction pCHi-C data were binned at 5 kb resolution, taking into account the size limit of fragments length distribution in the captured regions. Next, the interaction datasets were normalized by ‘visibility’, that is, proportional to how much each binned locus interacts with the rest of the genome (1);

1 $${\mathrm{value}}_{ij} = \frac{{{\mathrm{cell}}_{ij}}}{{{\sum} {{\mathrm{row}}_i} + {\sum} {{\mathrm{row}}_j} - {\mathrm{cell}}_{ij}}},$$

where cell_*ij*_ is raw interaction frequency value between bin *i* and bin *j*, row_*i*_ is row from the whole-genome interaction matrix containing all the interactions involving bin *i*, and row_*j*_ is row from the whole-genome interaction matrix containing all the interactions involving bin *j*. Any pair of interacting fragments that included non-pCHi-C baits was considered an artifact and removed from the final interacting matrix.

#### Modeled region definition

The extent of the region to be modeled was defined to contain all key elements of the genomic region (i.e., promoters and enhancers) as well as their genomic 3D context. Specifically, the model included the following features: (i) all interaction bins containing a key element were selected; (ii) any other bin interacting with the key elements (that is, top 3% of all interactions from a key element) was selected; (iii) a network was created between bins where edges correspond to top 3% interactions between any of the selected interactions; (iv) group nodes closer than 25 kb into groups; (v) we removed poorly connected groups (that is, with the ratio between edges and nodes smaller than 5); and (vi) we extracted the connected groups that contain the most key elements.

#### 3D modeling

Next, the normalized interaction matrices of selected regions were modeled using TADdyn^80^, a molecular dynamic-based protocol implemented in TADbit^81^ which is suited for sparse datasets such as pCHi-C. Here we used a similar protocol as previously described^82^. Briefly, the selected chromatin regions were first represented as a bead-spring polymer model with a bead size proportional to the resolution of the experiment. The conformation of this polymer was then initially defined by a random walk and afterward fitted to the inferred spatial restraints by a steered molecular dynamics protocol. The conformation of the resulting model is one of the many possible ones that minimizes the defined scoring function, so to take into account the effect of the population data, a total of 1000 models were generated for each genomic region and dataset. The contact map generated from the ensemble of built models highly correlated with the normalized pCHi-C interaction matrices (Supplementary Table 3). All models for each simulated region were used to further analyze their structural conformations.

#### Structural analysis of 3D models

TADbit was used to calculate several structural measures from the ensemble of models. Those included: (i) particle-to-particle distance distributions represented as box plots obtained from the ensemble of models, and distribution comparisons were obtained by applying a two sample Kolmogorov–Smirnov statistic; (ii) distance distribution from a selected particle of interest to those harboring promoters, enhancers, or CTCF peaks, the distance distributions were displayed in a line plot, centered in the Y axis by the median distance between the focus point and the particle stated in the X axis (error bars correspond to a standard deviation above and below the median); (iii) visual representations of the resulting models were generated using Chimera^83^ with the centroid model of the ensemble as a worm-like tube colored with enhancers and promoters in red and blue, respectively.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

Sequencing data generated from this work are available under the GEO accession numbers ‘GSE150638’ and ‘GSE147057’. Source data from previously published work (also isted in Supplementary Table 1) are available under the following accession numbers: ‘GSE56077’, ‘GSE66901’, ‘GSE82193’, ‘GSE56932’, ‘GSE37525’, ‘GSE36024’, ‘GSE29184’, ‘GSE125203’, ‘GSE89977’, ‘GSE35156’ and ‘GSE95533’ from GEO and ‘E-MTAB-2414’ from the ArrayExpress database. The mass spectrometry data have been deposited to the MassIVE Repository with the dataset identifier ‘MSV000086392’. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Muscle progenitor specification and myogenic differentiation are associated with changes in chromatin topology
**Source:** Nat Commun. 2020 Dec 4;11:6222. doi: 10.1038/s41467-020-19999-w
**Supplement:** Supplementary file 1 — Supplementary Information

SupFig.1

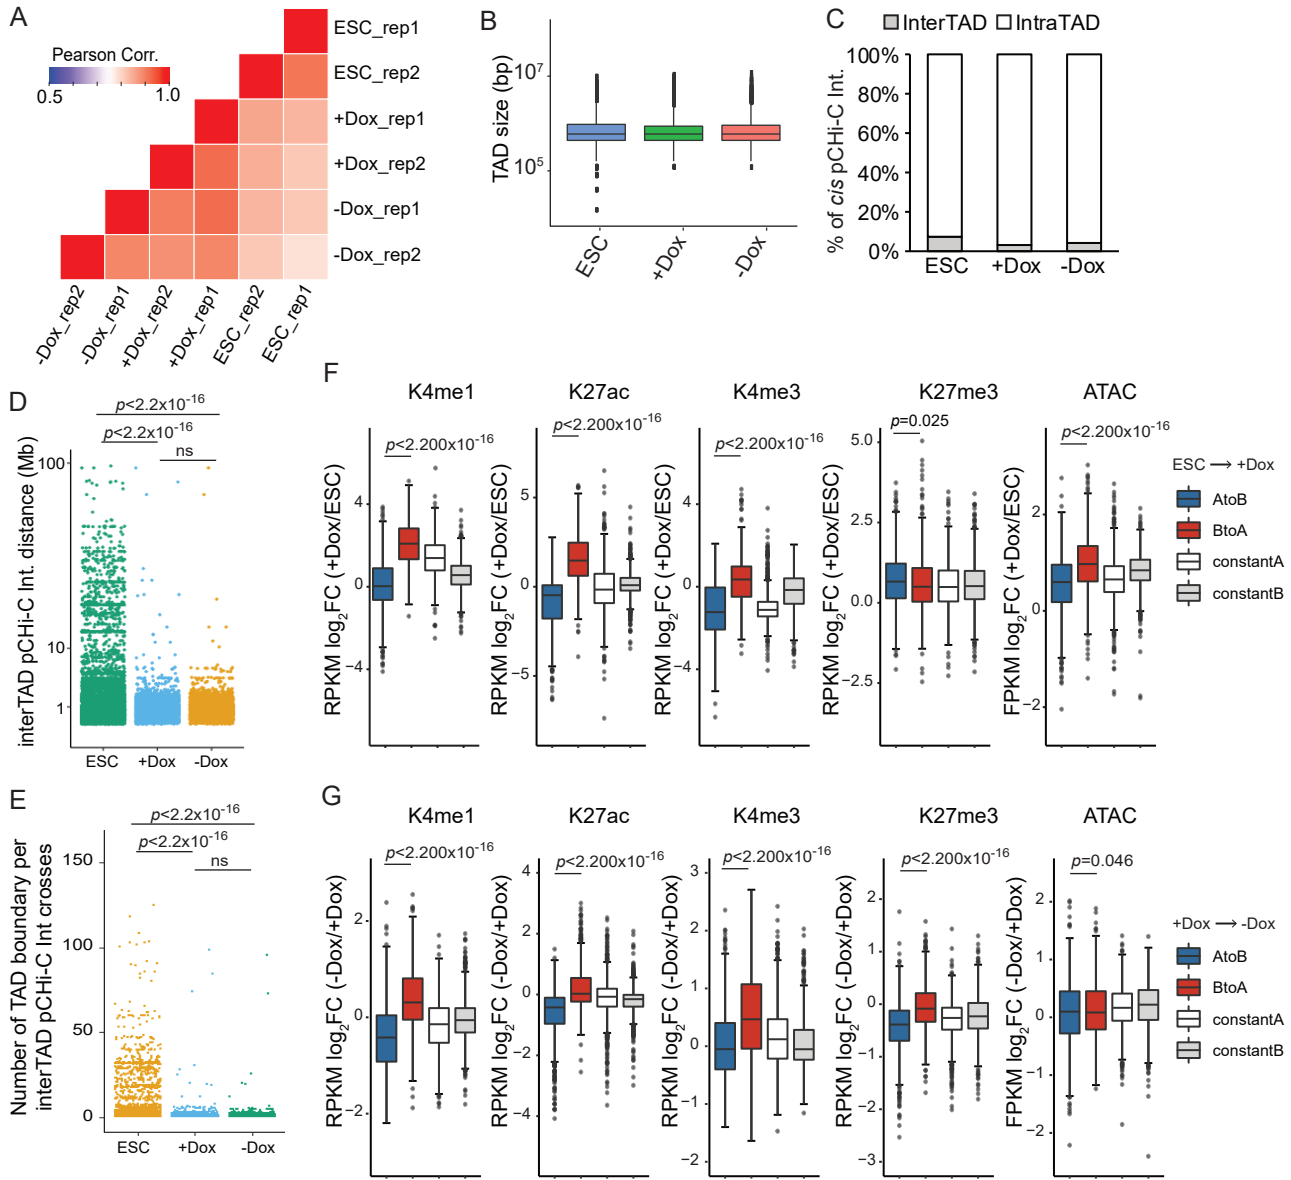

### Supplementary Figure 1. Chromatin conformation is altered during muscle progenitor specification.

(A) Pairwise Pearson correlations of HiC matrices between replicates and across ESC, +Dox and -Dox iPax7 populations. (B) TAD size distribution in ESC (n=2,837) and iPax7 (+Dox (n=2,841) and -Dox (n=2755)) ESC and iPax7 cells. The boxes denote the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. (C) Quantification of inter-TAD pChi-C interactions among all high-confidence cis-pChi-C interactions. n=106,742 for ESCs, n=121,266 for iPax7 cells that were Dox-treated (+Dox), and n=113,601 for cells after Dox withdrawal (-Dox). (D) Distance distribution of high-confidence inter-TAD pChi-C interactions in ESC (n=7,467) and iPax7 (+Dox (n=3,911) and -Dox (n=3,883)) and iPax7 cells. Asterisks indicate statistical significance ( $p < 0.0001$ , two-tailed Student's t-test). (E) Quantification of TAD boundaries crossed in ESC (n=2816) and iPax7 cells (+Dox, n=2,821; -Dox, n=2,734) and iPax7 cells (per inter-TAD pChi-C interaction). Asterisks indicate statistical significance ( $p < 0.0001$ , tested with two-tailed Student's t-test). (F, G) Log2 fold-change (FC) of signal enrichment of ChIP-seq (H3K27Ac, H3K4me1 H3K4me3 and H3K27me3) and ATAC-seq for compartments that switch (blue: A to B, red: B to A) or remain unchanged (white: constant A, grey: constant B) in +Dox iPax7 vs. ESC and -Dox vs. +Dox iPax7 comparing ESC to iPax7 progenitors (+Dox) (A to B: n=811; B to A: n=740; constant A: n=878; constant B: n=933) (F) and iPax7 progenitors to differentiated iPax7 cells (-Dox) (A to B: n=755; B to A: n=504; constant A: n=1,005; constant B: n=1,044) (G) comparisons. The boxes denote the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. Statistical significance tested with two-tailed Student's t-test. Asterisks indicate statistical significance ( $p < 0.0001$ , two-tailed Student's t-test).

SupFig.2

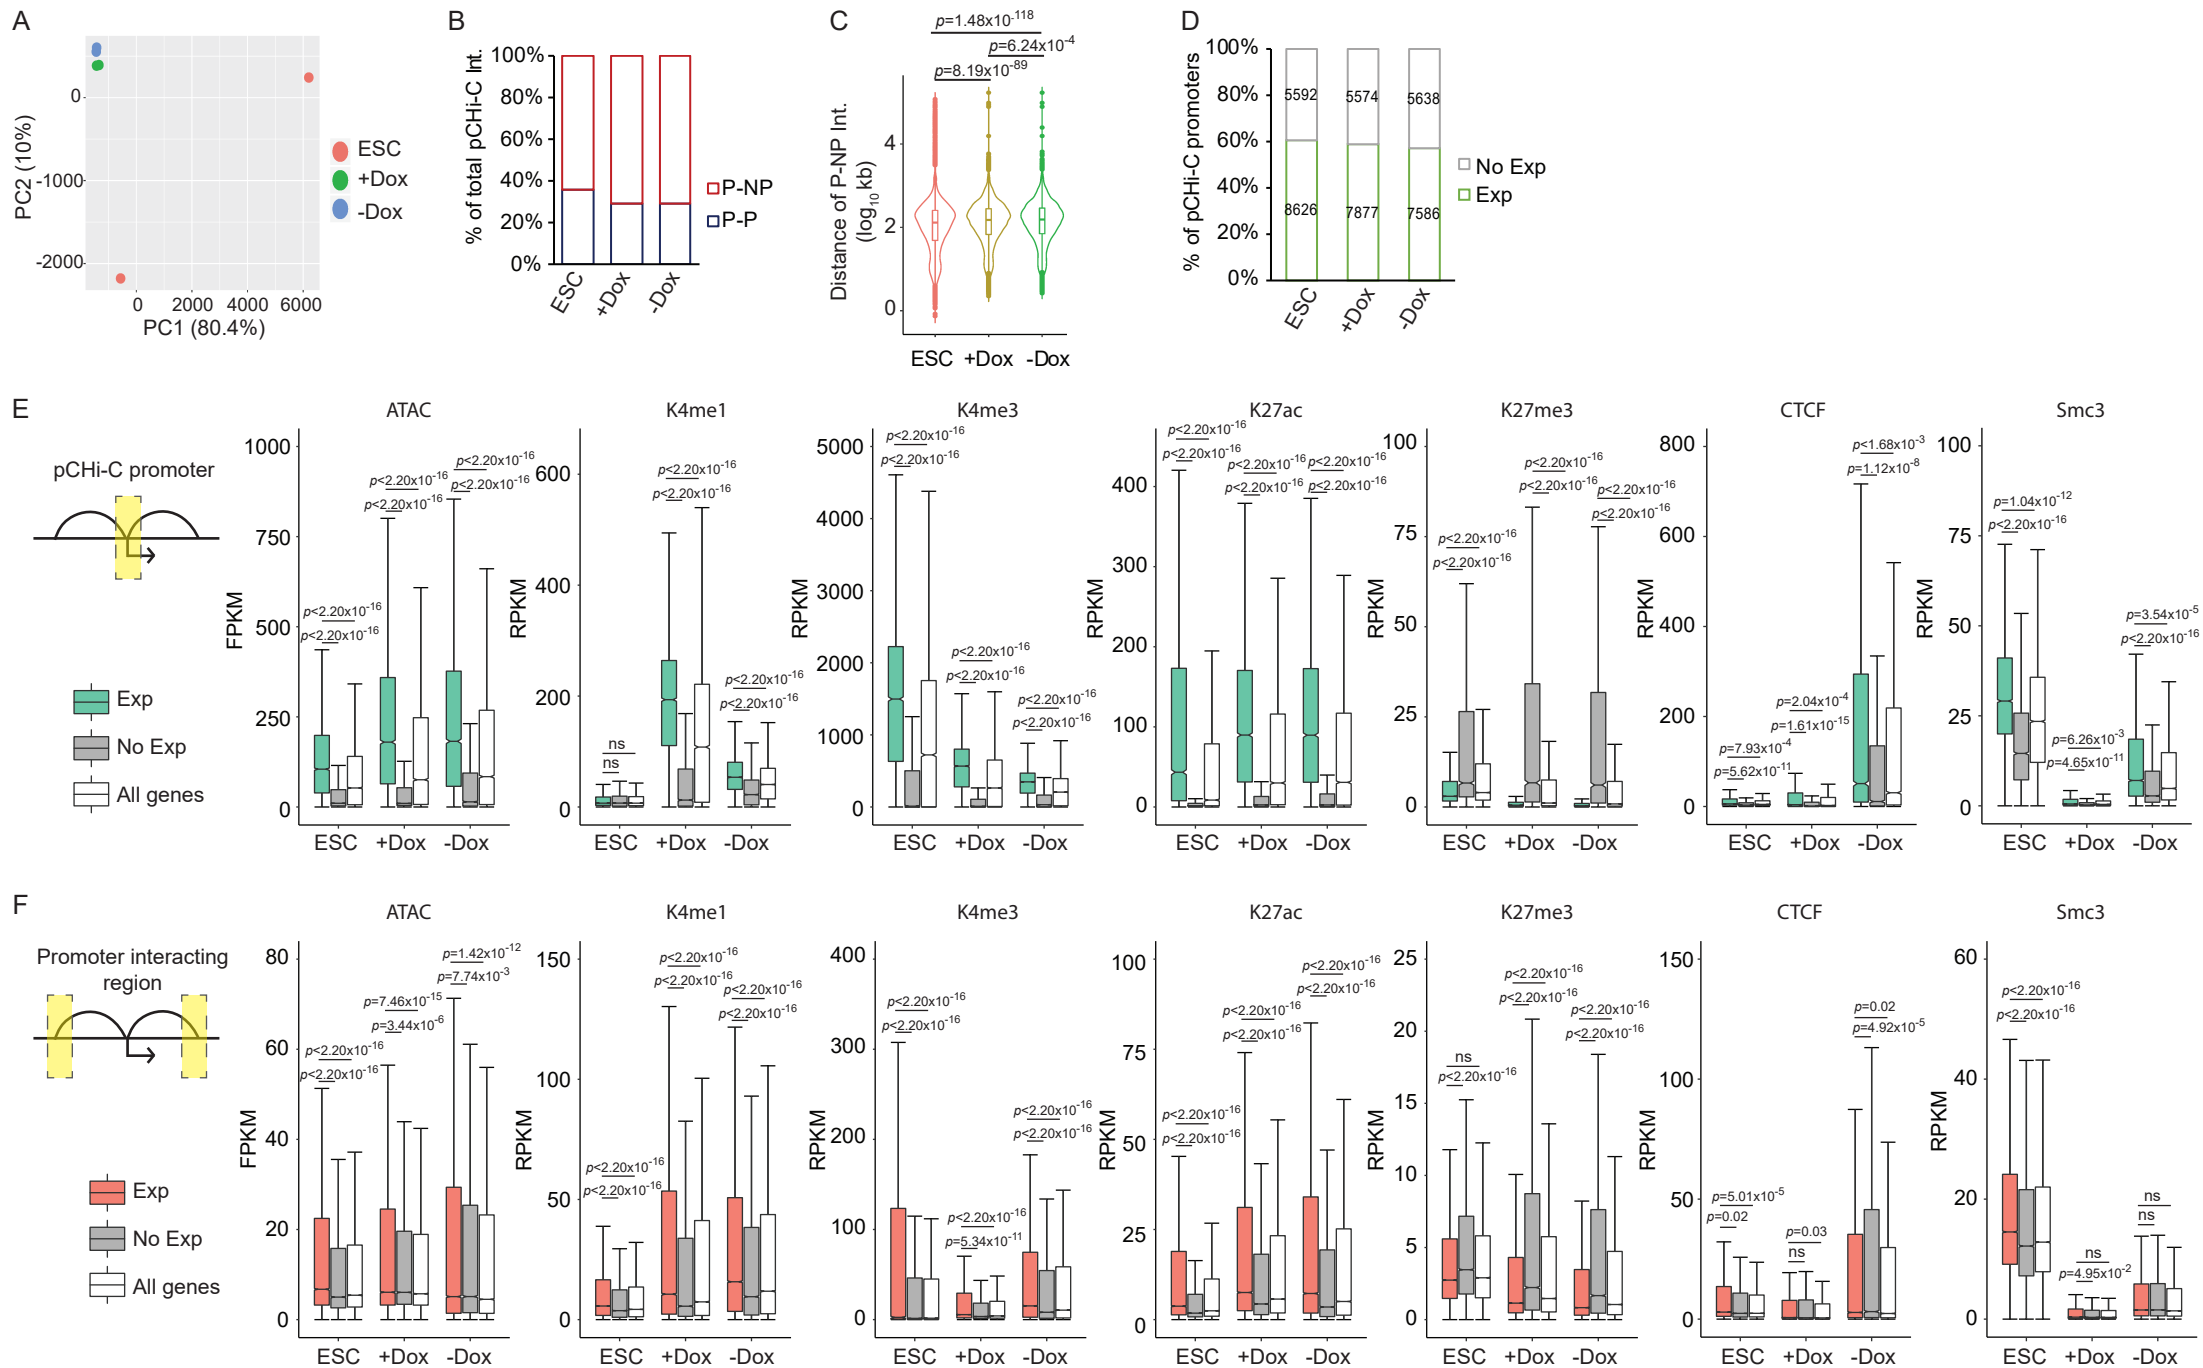

## Supplementary Figure 2. Comparing pChI-C results in mouse ESC and iPax7 muscle cells.

(A) CHiCAGO score-based PCA analysis of replicates of pChI-C interactions detected in ESC, Dox-treated (+Dox) and untreated (-Dox) iPax7 cells. (B) Quantification of high-confidence promoter to promoter (P-P) and promoter to non-promoter (P-NP) pChI-C interactions in ESC (n=99,191), +Dox (n=110,935) and -Dox (n=103,510) iPax7 populations. (C) Distance distribution for P-NP (ESC: n=68,279; +Dox: n= 85,550; -Dox: n= 79,993) interactions in each cell population. The boxplot within each violin plot shows the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. Statistical significance tested with two-tailed Student's t-test. interquartile range, and whiskers show 5th and 95th percentiles. Statistical significance determined by Mood's median test. (D) Quantification of pChI-C captured promoters based on gene expression in each cell population. Exp: expressed gene. No Exp: non-expressed gene. (E, F) Signal enrichment of ATAC-seq and ChIP-seq at pChI-C promoter regions (baits) (E) and promoter-interacting regions (non-baits) (F) for expressed genes (Exp) and non-expressed genes (No Exp). Quantification for all genes with pChI-C interactions in each cell population are shown for comparison. For promoter regions of expressed genes in (E), n=8,626 for ESC, n=7,877 for +Dox and n=7,586 for -Dox. For promoter regions of non-expressed genes in (E), n=5,592 for ESC, n=5,574 for +Dox and n=5,638 for -Dox. For All genes in (E), n=14,218 for ESC, n=13,451 for +Dox and n=13,224 for -Dox. For promoter-interacting regions of expressed genes in (F), n=30,855 for ESC, n=45,687 for +Dox and n=44,018 for -Dox. For promoter-interacting regions of non-expressed genes in (F), n=21,947 for ESC, n=27,228 for +Dox and n=25,585 for -Dox. For All genes in (F), n=43,163 for ESC, n=61,314 for +Dox and n=58,758 for -Dox. The boxes denote the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. Statistical significance tested with two-tailed Student's t-test. Asterisks indicate statistical significance (\*  $p < 0.05$ , \*\*  $p < 0.001$ , \*\*\*  $p < 0.0001$ , two-tailed Student's t-test).

SupFig.3

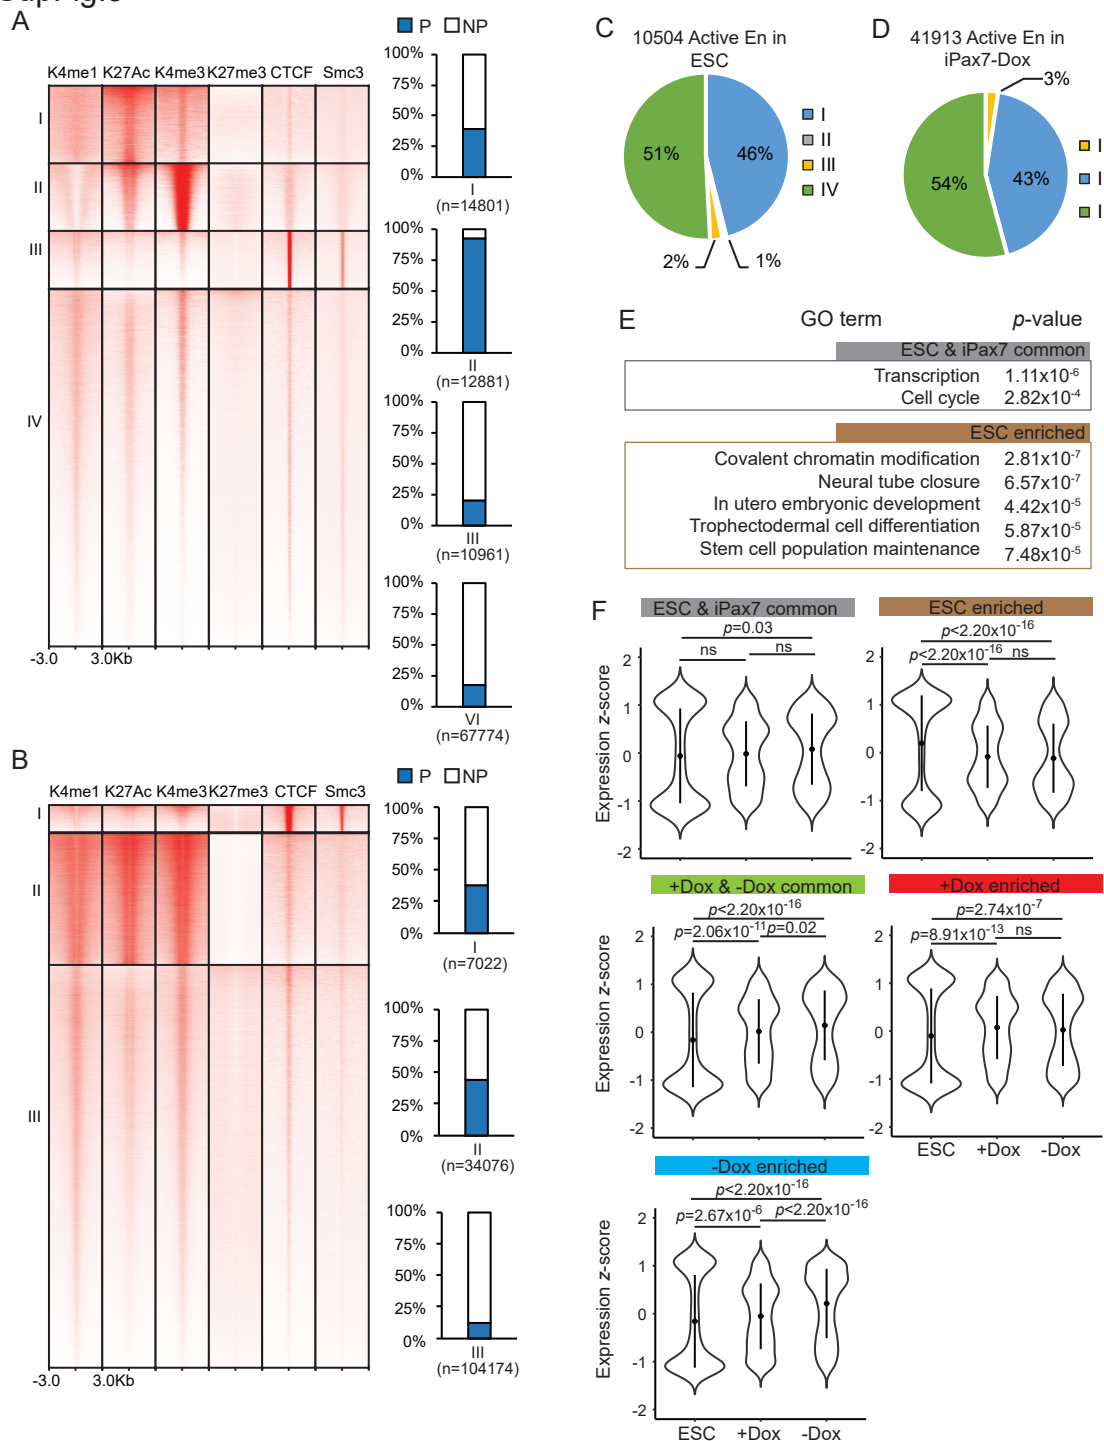

### Supplementary Figure 3. Lineage specificity of pChIC interactions.

(A, B) Annotations of open chromatin regions in ESC (A) and -Dox iPax7 cells (B). Open chromatin regions in the two cell populations were detected by ATAC-seq and then classified with k-means clustering on the basis of epigenomic features and co-localization with CTCF and Smc3 ChIP-seq enrichment. Each group (I-IV for ESC and I-III for -Dox iPax7 cells) of open chromatin regions was further annotated with genic features based on the location of peaks within the group, and the result was presented as a bar plot on the right. P, promoter; NP, non-promoter region. (C) Quantification of active enhancers detected in ESC from group I-IV in (A). (D) Quantification of active enhancers detected in -Dox iPax7 cells from group I-III in (B). (E) GO analysis for genes with high-confidence pChIC interactions from ESC and iPax7 common- and ESC-enriched clusters from Fig. 2D. (F) Expression z-scores for genes from the five P-En interaction clusters in the heat map of Fig. 2D. ESC & iPax7 common:  $n=1,313$ ; ESC enriched:  $n=2,056$ ; +Dox & -Dox common:  $n=1,785$ ; +Dox enriched:  $n=3,019$ ; -Dox enriched:  $n=3,030$ . Mean z-score and sd are represented with dot and error bar, respectively. Asterisks indicate statistical significance (\*  $p < 0.05$ , \*\*  $p < 0.001$ , \*\*\*  $p < 0.0001$ , tested with two-tailed Student's t-test).

SupFig.4

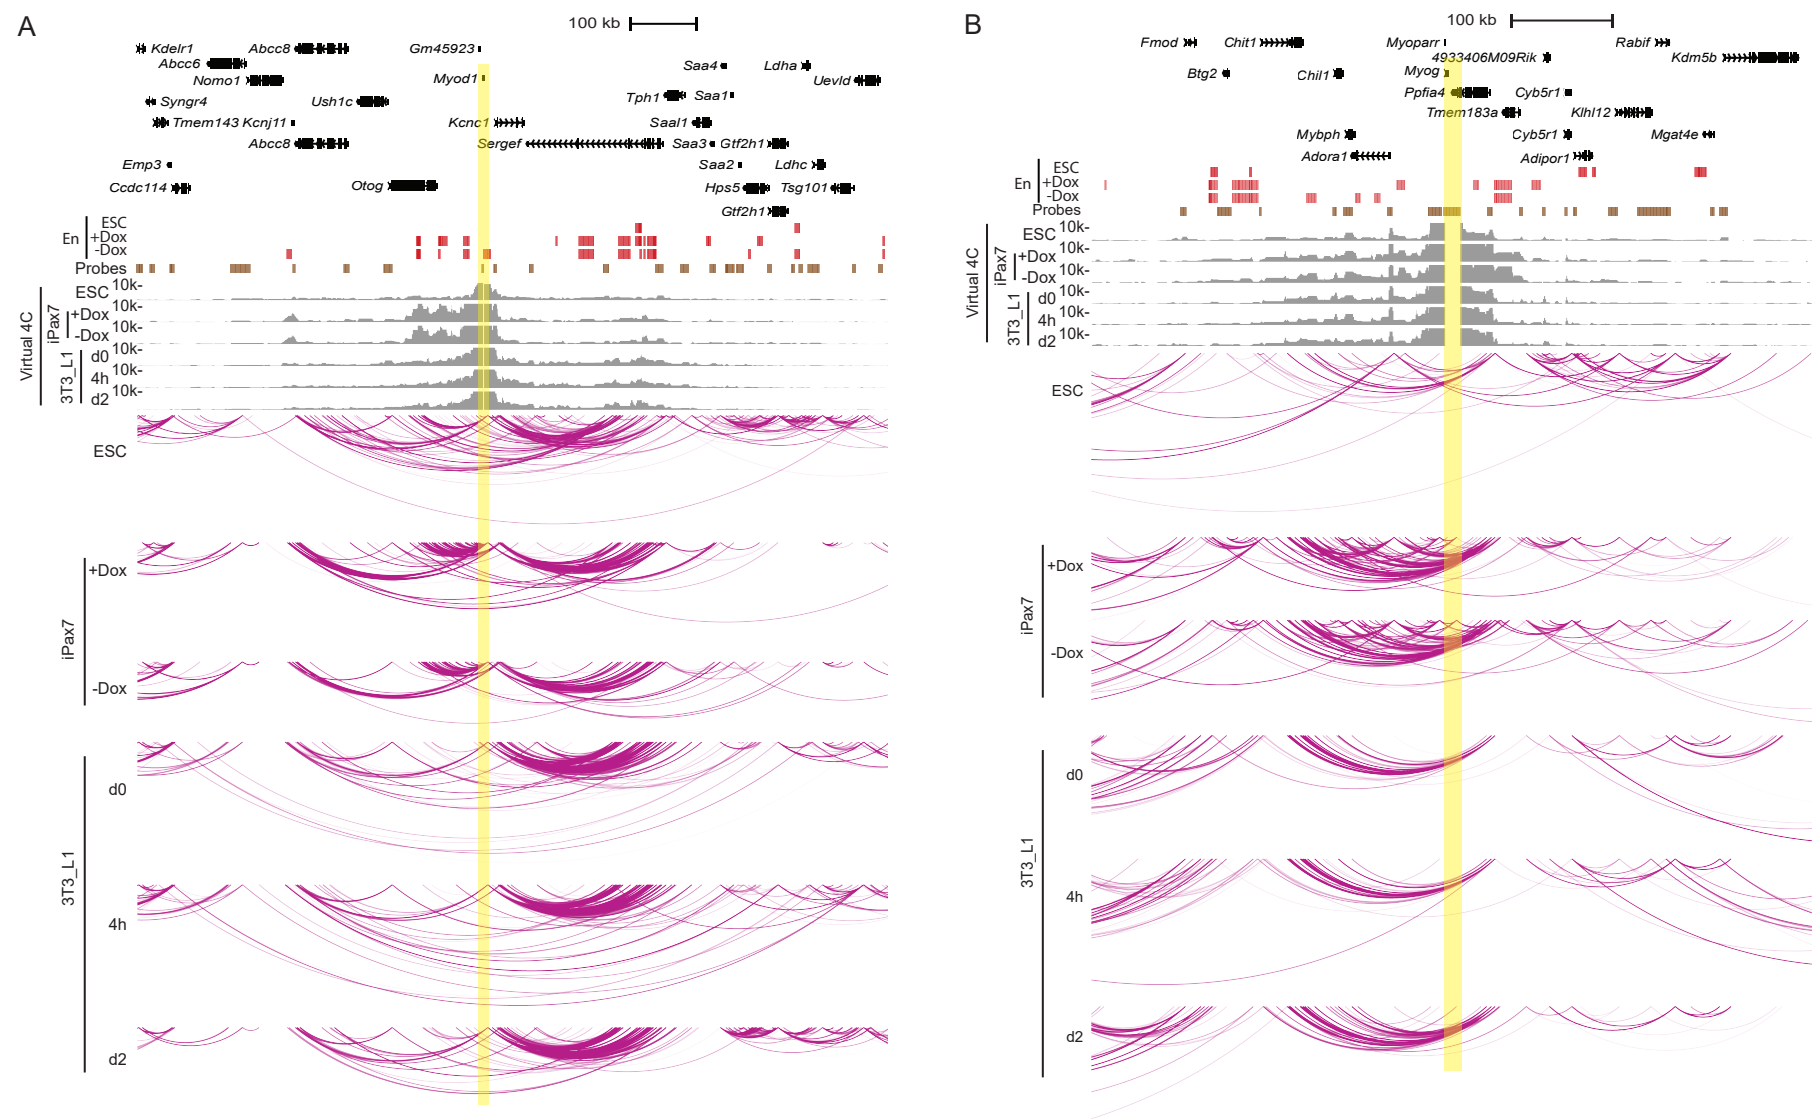

**Supplementary Figure 4. pChIP interactions at *Myod1* and *Myog* loci.**  
(A, B) Examples of high-confidence pChIP interactions around *Myod1* (A) and *Myog* gene clusters (B) in ESC, iPax7, and 3T3-L1 cells. For 3T3-L1 cells, data for day 0 (d0), 4 hours (4h) and day 2 (d2) of differentiation are shown. Panel A shows an expanded view of data also shown in Fig. 2E. *Myod1* and *Myog* genes are highlighted in yellow.

SupFig.5

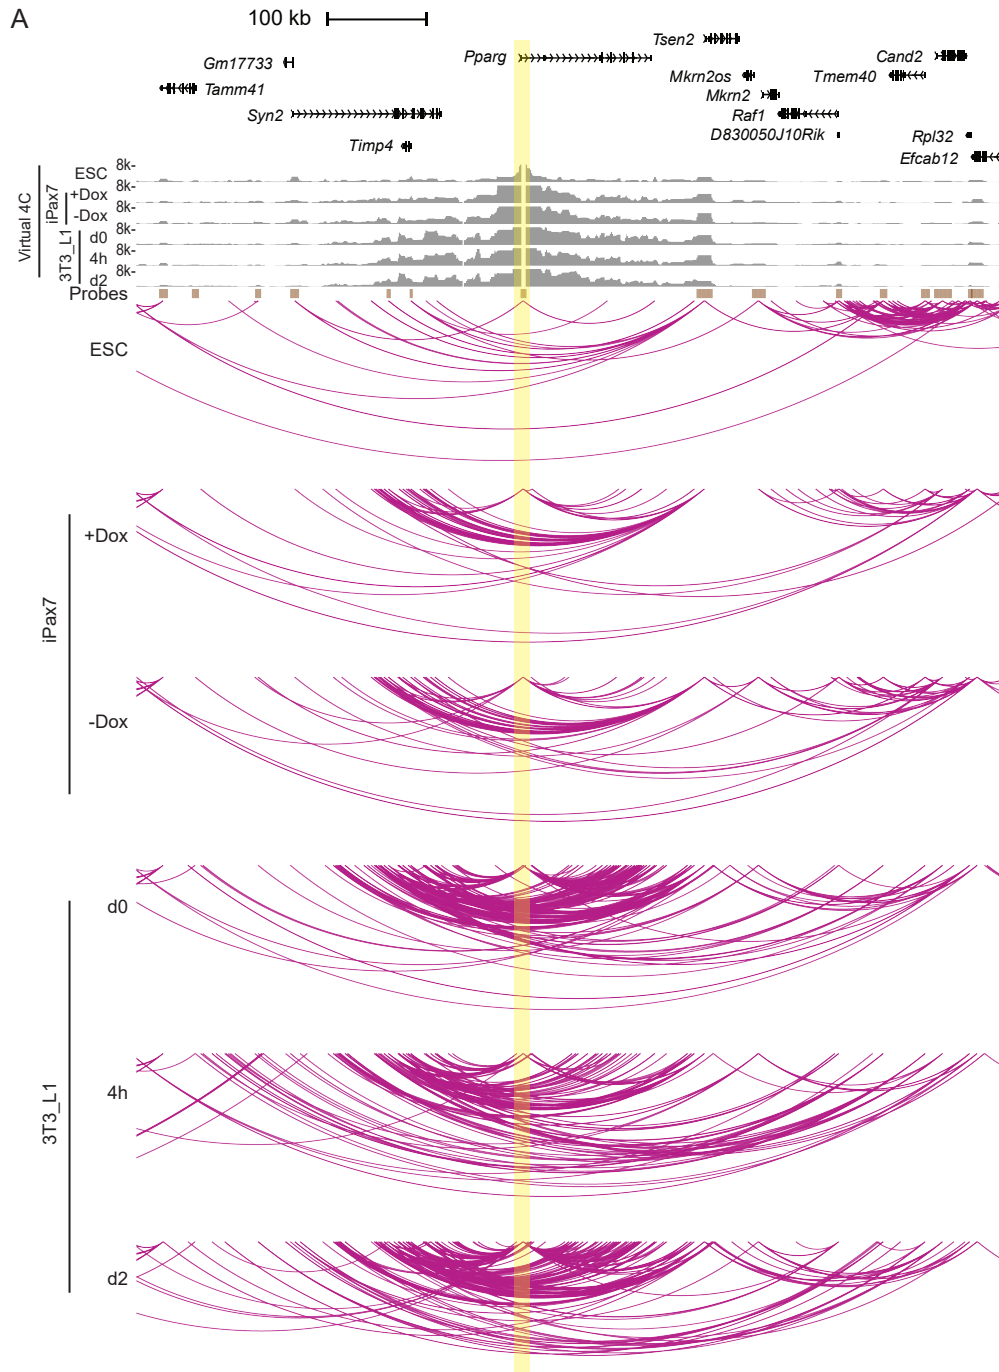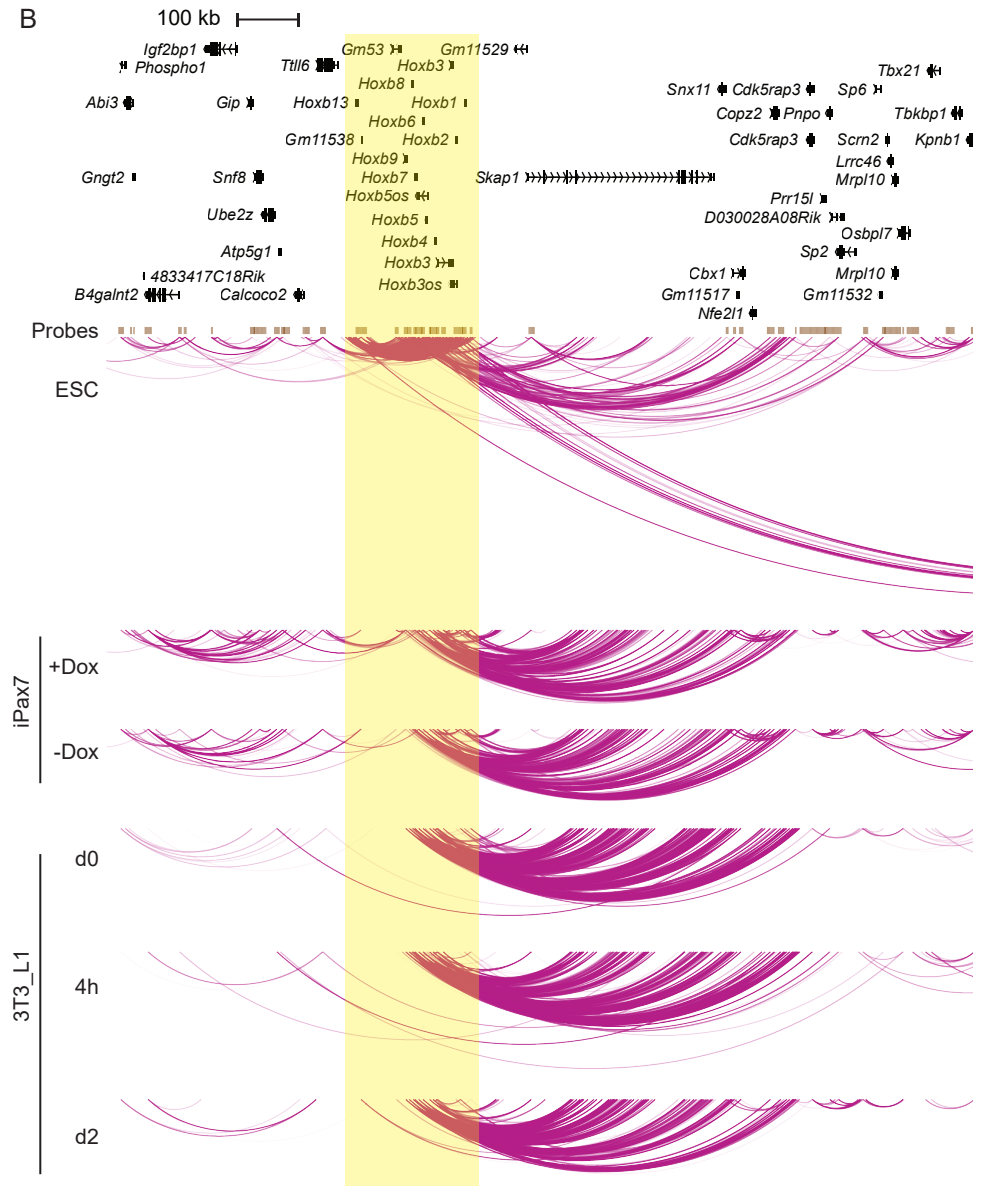

**Supplementary Figure 5. pChIP interactions at *Pparg* and *Hoxb* loci.** (A, B) Examples of high-confidence pChIP interactions around *Pparg* (A) and *Hoxb* gene cluster (B) in ESC, iPax7, and 3T3-L1 cells. For 3T3-L1 cells, data for day 0 (d0), 4 hours (4h) and day 2 (d2) of differentiation are shown. *Pparg* gene and the *Hoxb* cluster are highlighted in yellow.

SupFig.6

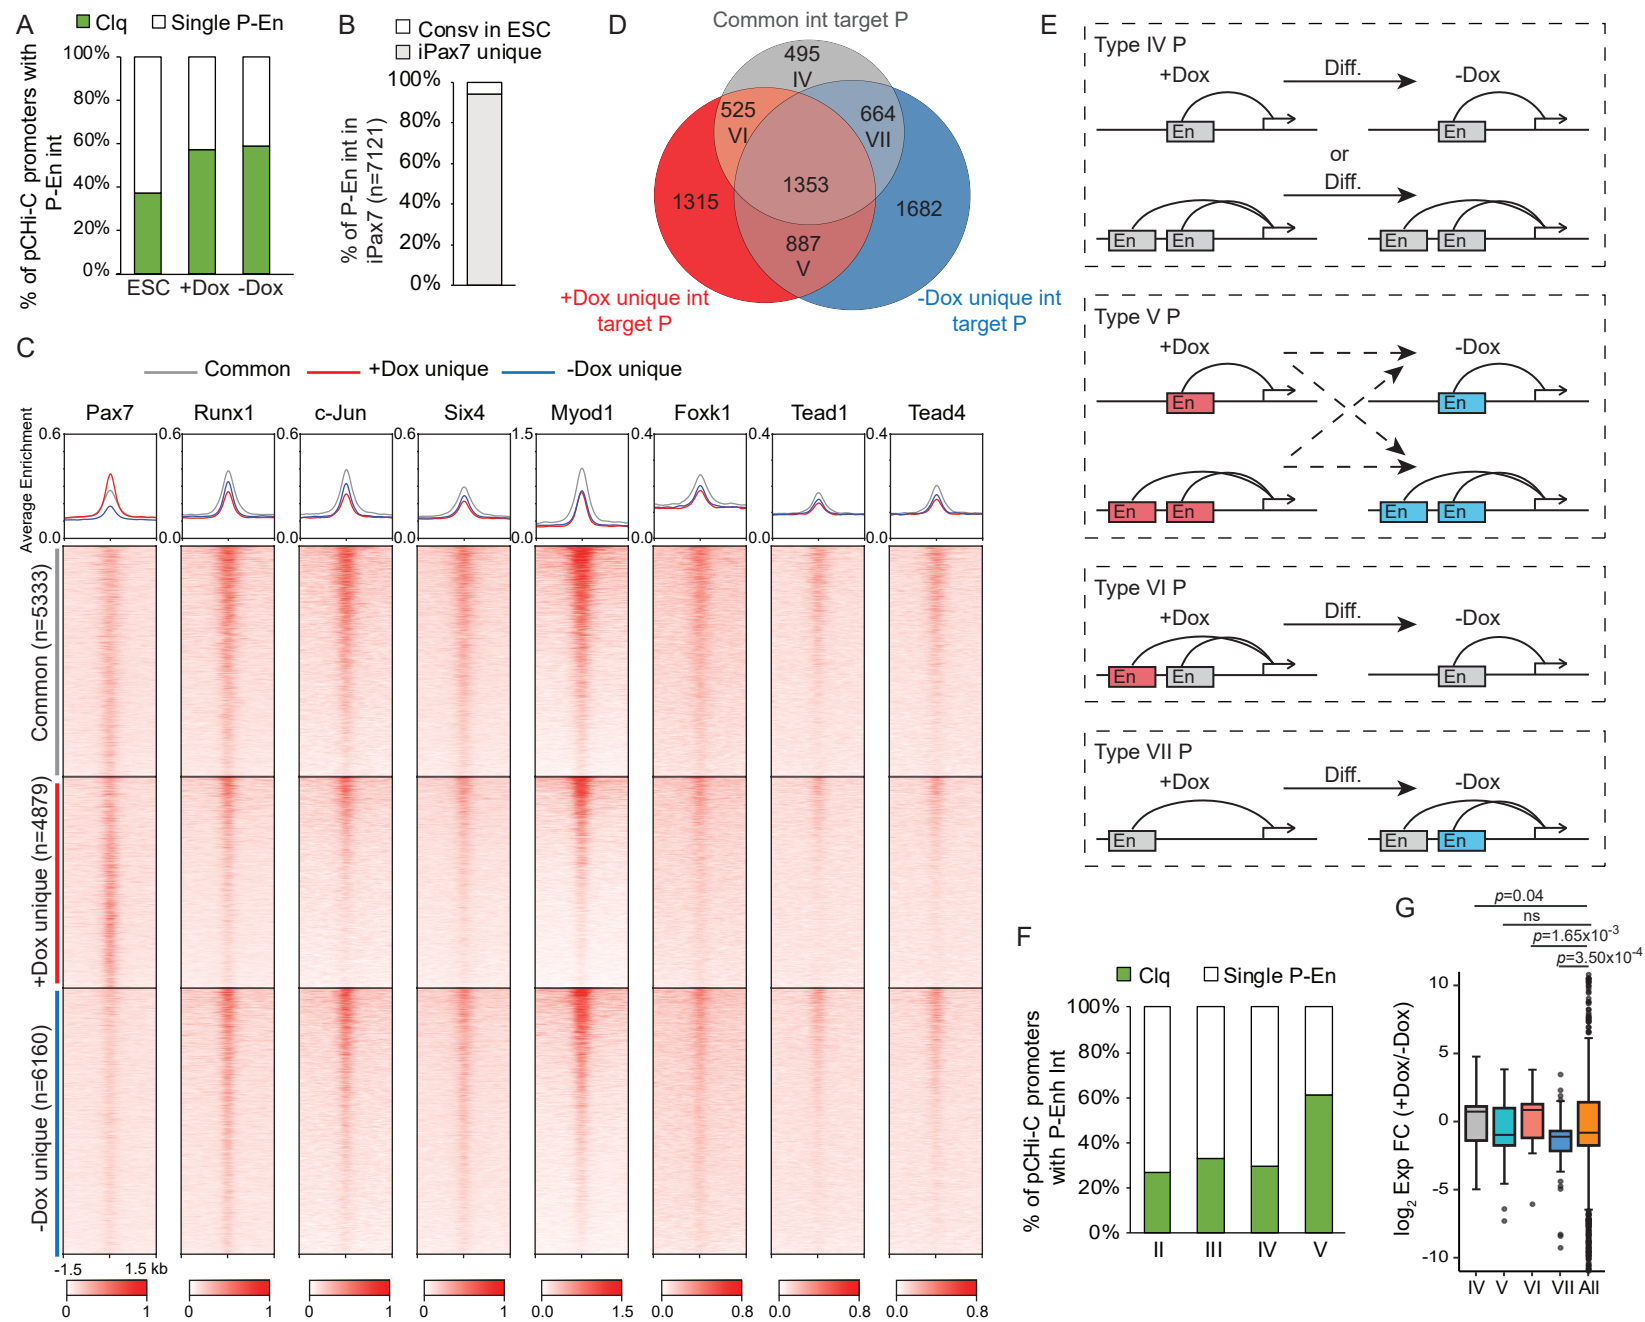

**Supplementary Figure 6. Characterizing differentiation-dependent P-En interactions during iPax7 muscle progenitor differentiation.**

(A) Quantification of pChIP-C promoters in P-En cliques (Clq). P: promoter. En: enhancer. ESC: n=2,574; +Dox: n=5,239; -Dox: n=5,606. (B) Quantification showing that a small percentage of pChIP-C captured high-confidence P-En interactions in iPax7 cells (either with or without Dox treatment, n=7,121) are conserved from ESC. (C) Enrichment profiles (top) and heat maps (bottom) of TF ChIP-seq at active enhancers detected in iPax7 cells from common, +Dox unique and -Dox unique P-En interactions. (D, E) Classification of enhancer contacted promoters (P) according to the three rewiring modes of interactions in Fig. 3 (B) during iPax7 cell differentiation. Promoters were grouped into seven types (labeled I-VII), and the number of promoters found in each type is denoted in the Venn diagram (D). Schematics of rewiring of P-En interactions during differentiation for type IV-VII promoters are shown in (E) with common enhancers in grey, +Dox specific enhancers in red, and -Dox specific enhancers in blue. (F) Quantification of type II-V pChIP-C promoters (Fig. 3C and Supplementary Fig. 6D) that interact with single or >2 enhancers (Clq). II: n=1,315; III: n=1,682; IV: n=495; V: n=887. (G) Transcriptional changes for genes with type IV-VII pChIP-C promoters grouped in (D) during iPax7 progenitor differentiation. Only differentially expressed genes (padj<0.05 from DESeq2) are included (IV: n=58; V: 133; VI: 75; VII: n=106). The complete set of differentially expressed genes with enhancer interactions during iPax7 cell differentiation was used as a control (All, n=2,831). The boxes denote the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. Statistical significance tested with two-tailed Student's t-test. Statistical significance determined with two-tailed Student's t-test. \* p<0.05, \*\* p<0.001.

SupFig.7

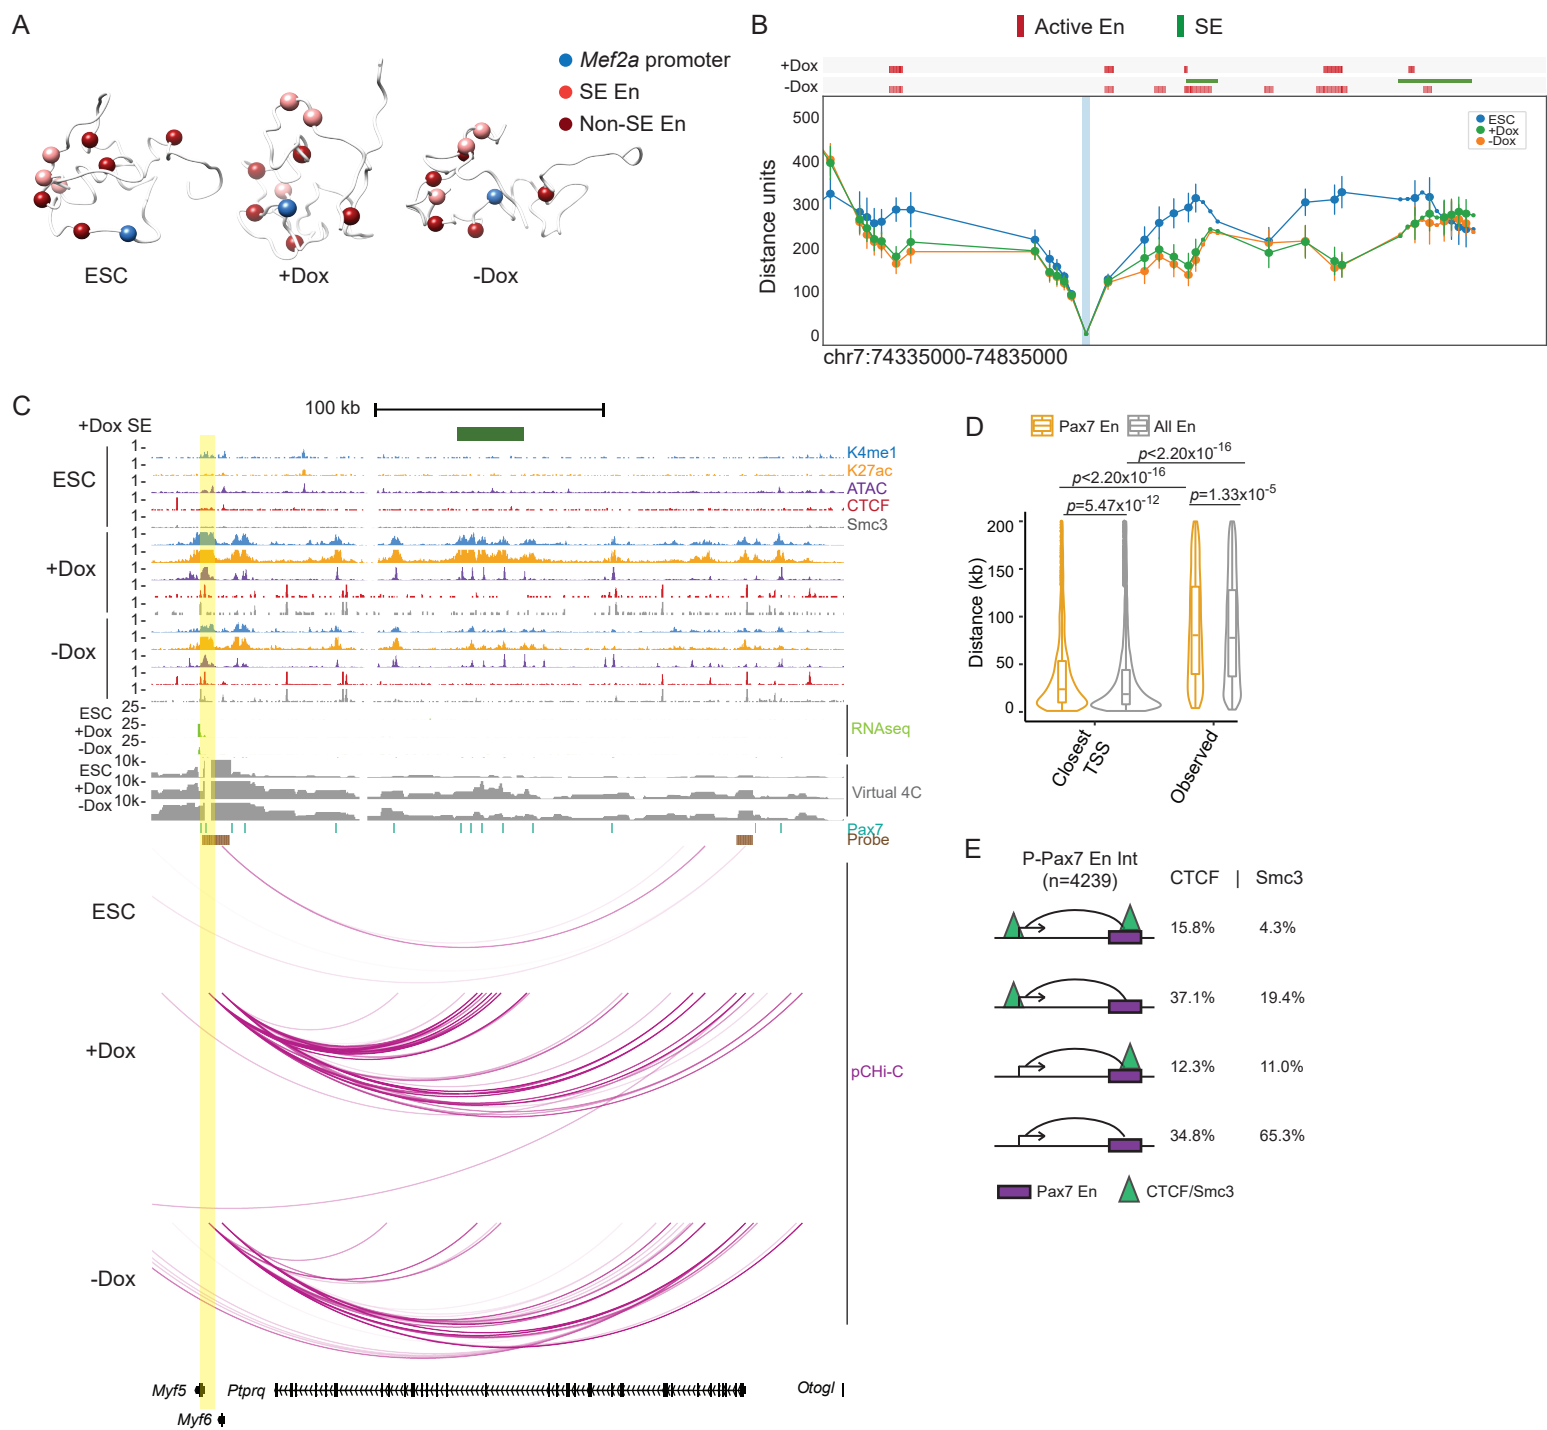

**Supplementary Figure 7. Muscle cell-specific topology of *Mef2a* and *Myf5*.**

(A) 3D chromatin conformation models of the *Mef2a* locus generated from pChi-C data from ESC, +Dox and -Dox iPax7 cells. The top-scoring 3D models in each population are shown. (B) Distance distribution between *Mef2a* promoter (highlighted in blue) and any marker (active enhancer and SE as shown on top of the line plot) for each cell population. Line plot at 5kb resolution displays the median distance distribution between the *Mef2a* promoter and all the particles containing a CTCF peak or an active enhancer in the ensemble of models of ESC (blue, n=486), +Dox (green, n=940) and -Dox (orange, n=946). The bar displayed for most of the dots indicates one standard deviation from the distribution median. 

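Pax7 binding sites upstream of Myf5 were counted in the peak list of Dox-treated iPax7 cells, from the Myf5 bait fragment to 300 kb beyond it on the side of Myf6. Myf5 is on the minus strand of chromosome 10 (106919964 to 106923190 in mm9). The region held 13 Pax7 peaks with fold enrichment from 3.12 to 10.8 and a median of 5.25, and 8 of them were at or above 5-fold. The strongest, from 107172567 to 107172890, was intergenic and 250 kb upstream of the Myf5 TSS, with 10.8-fold enrichment. The next, from 107034188 to 107034587, had 10.7-fold enrichment and a −log10 q of 55.0, and exceeded 94.6% of all Pax7 peaks. Its summit was 111193 bp upstream of the Myf5 TSS in an intron of Ptprq, and the genome around it reads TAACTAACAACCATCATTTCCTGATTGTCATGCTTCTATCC. The third, from 107052472 to 107052827, had 8.31-fold enrichment and lay in an intron of Ptprq, 129 kb upstream. The other 10 peaks ranged from 3.12-fold to 6.32-fold. Around this enhancer, which Supplementary Fig. 7C places upstream of Myf5, 5 of the 13 peaks lay between 111 and 142 kb from the TSS.

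**Figure D5:**
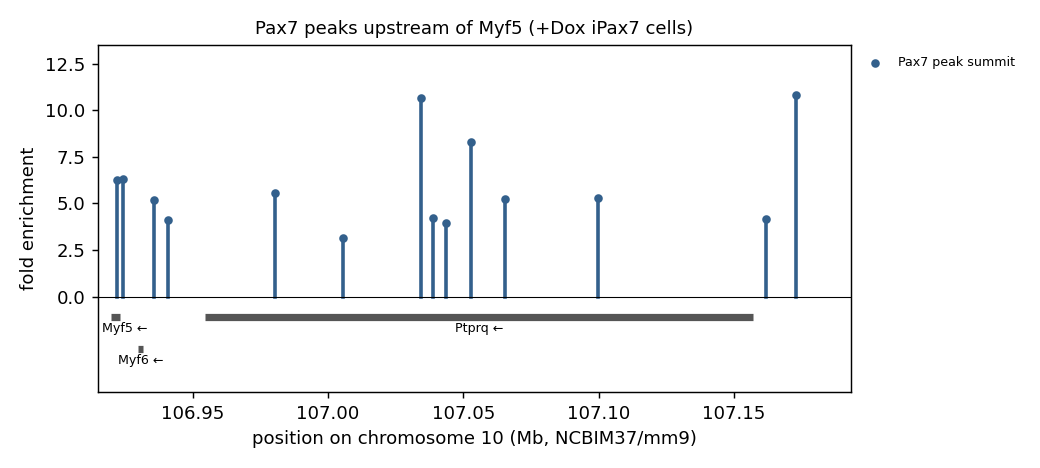
Pax7 peaks upstream of Myf5 in Dox-treated iPax7 cells. Vertical lines mark peak summits (x axis, position in Mb on chromosome 10), their height is the authors' fold enrichment (y axis), and bars mark protein-coding genes. The leftmost line is a peak inside Myf5, outside the region counted, and the line of 10.7-fold over Ptprq is the peak 111 kb upstream.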

(C) Genome browser tracks around the *Myf5* locus (the promoter is highlighted in yellow), showing ChIP-seq, ATAC-seq, RNA-seq, Pax7 binding sites, pChi-C probes and high-confidence pChi-C interactions (magenta arcs with associated virtual 4C plots) in ESC and iPax7 cells before (+Dox) and after (-Dox) differentiation. SE is only detected in Dox-treated iPax7 cells. (D) Distance distributions between enhancers and their closest TSS (Pax7 En: n=2,756; All En: n=9,380) versus pChi-C-captured promoters (observed; Pax7 En: n=4,237; All En: n=15,012). Pax7 En, Pax7 enhancers with P-En interactions. All En, all enhancers with P-En interactions detected in +Dox iPax7 cells. Boxplots show the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. Statistical significance tested with two-tailed Student's t-test. Asterisks indicate statistical significance (p<0.001) tested with two-tailed Student's t-test. (E) CTCF and cohesin co-localization at the two anchors of Pax7-associated P-En interactions.

SupFig.8

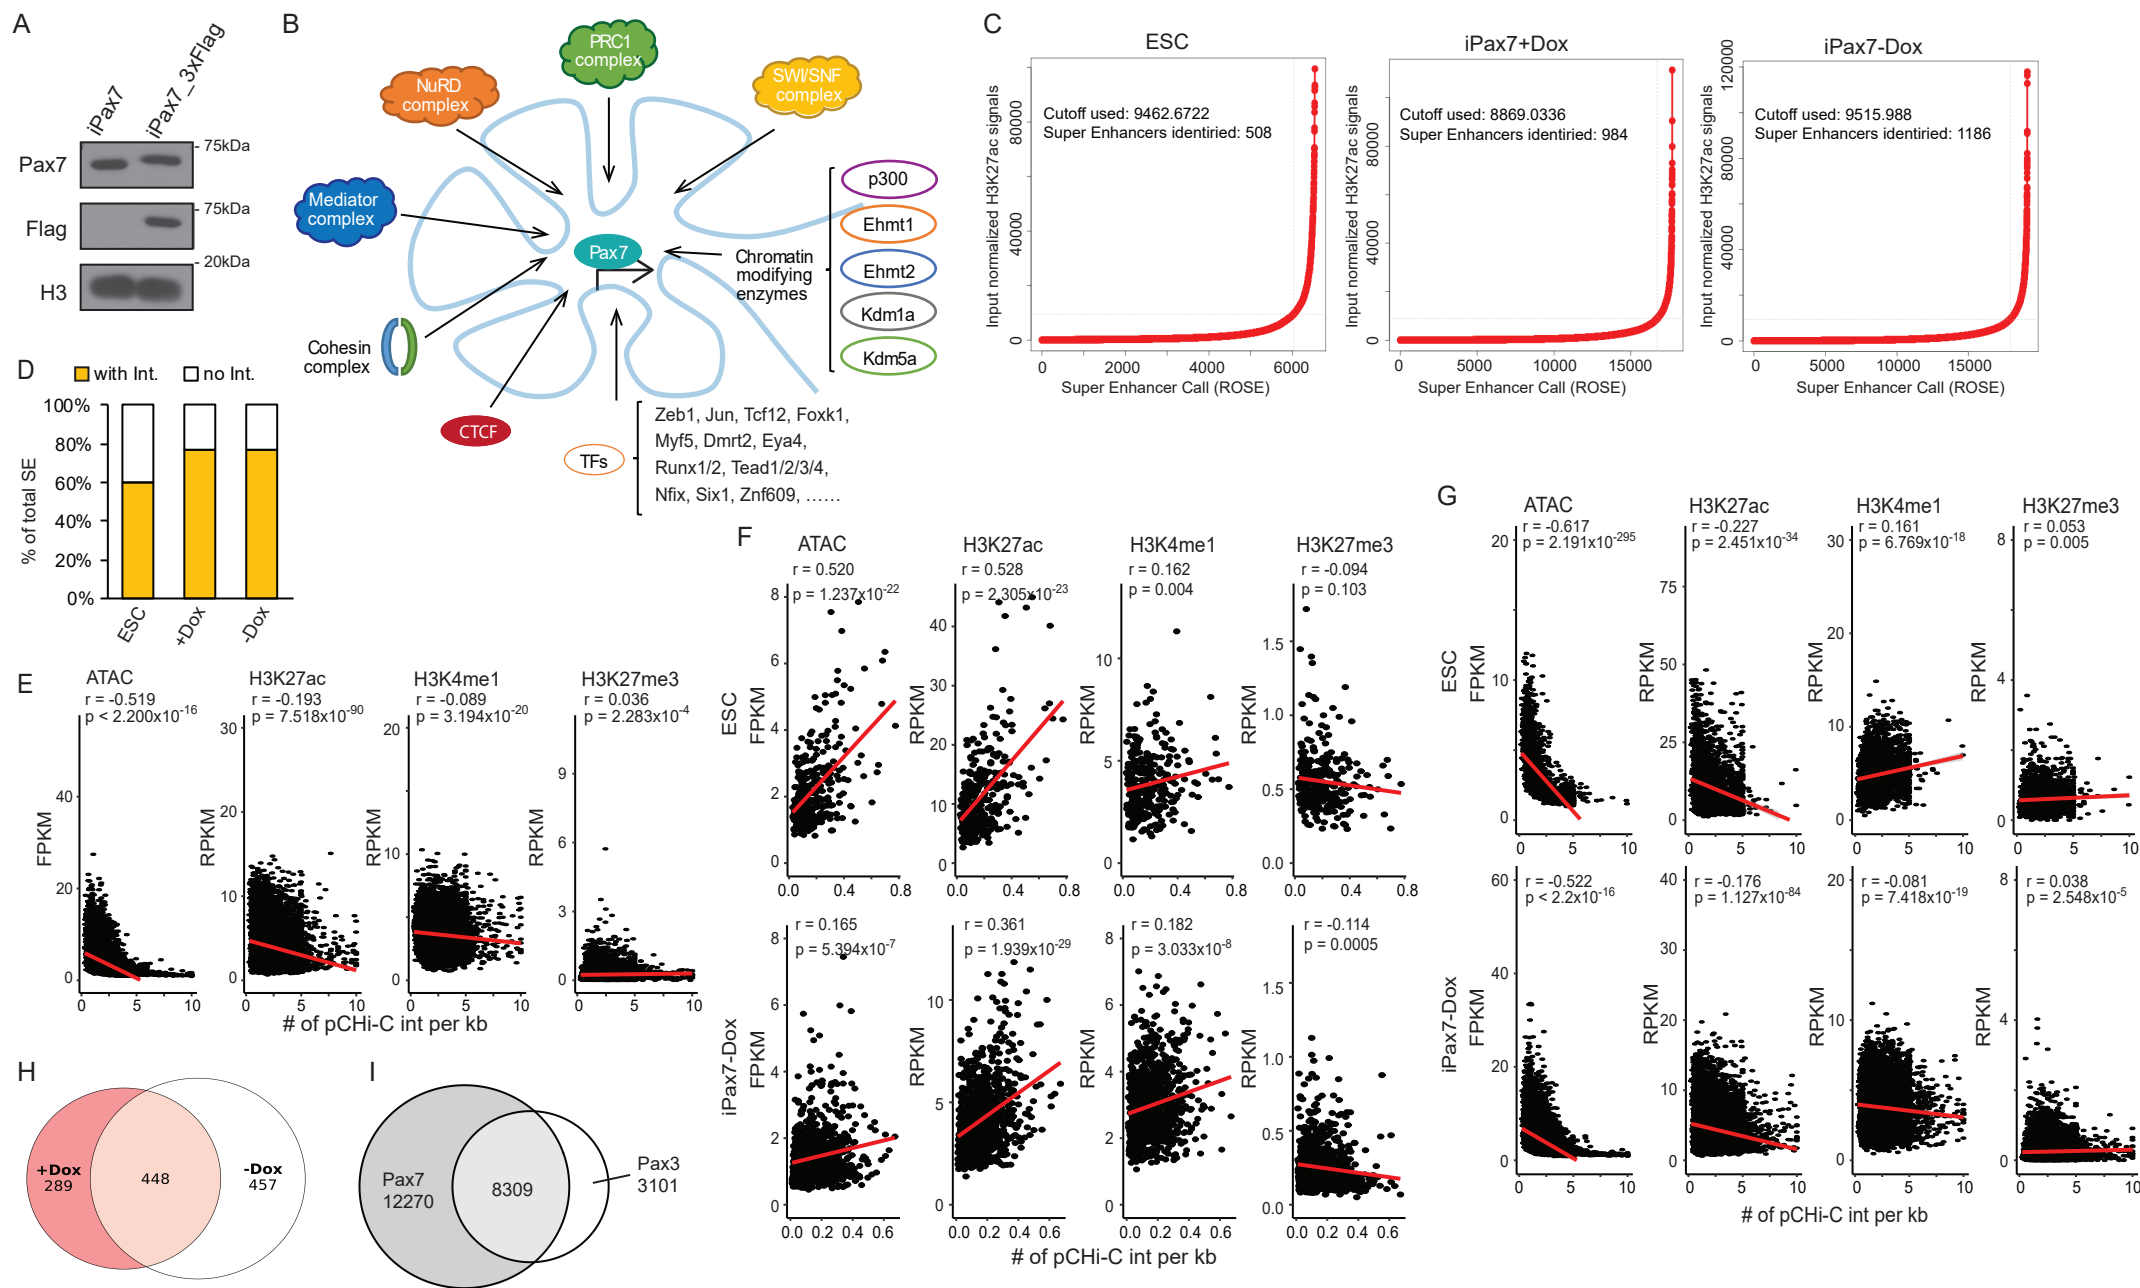

**Supplementary Figure 8. Identification of Pax7-interacting proteins and promoter-SE interactions in ESC, +Dox and -Dox iPax7 cells.**

(A) Immuno-blot for nuclear extracts of Dox treated iPax7 and Flag-tagged iPax7 cells. (B) Summary of our proteomic screen showing selected Pax7-interacting proteins and complexes enriched in Dox-treated iPax7 cells versus control cells lacking Dox. (C) Super-enhancer calling using H3K27ac ChIP-seq data in ESC, +Dox and -Dox iPax7 cells. x-axis shows the rank of enhancers, and larger number represents higher rank of peaks with H3K27ac signals. y-axis is the input normalized H3K27ac ChIP-seq coverage within the peak. (D) Quantification of SEs with and without pChIC interactions in ESC (n=508), +Dox (n=984) and -Dox (n=1,186) iPax7 cells. (E) Pairwise Pearson correlation between the number of significant pChIC interactions per kb and signals for ATAC-seq and ChIP-seq for histone modifications at individual enhancers in iPax7 muscle progenitors. A linear regression line ( $y \sim x$ ) is plotted in red. r: Pearson correlation coefficient. p values determined by two-tailed Student's t-test. (F, G) Pairwise Pearson correlation between the number of significant pChIC interactions per kb and signals for ATAC-seq and ChIP-seq for histone modifications at SEs (F) and individual enhancers (G) in ESC and iPax7 cells without Dox (-Dox). A linear regression line ( $y \sim x$ ) is plotted in red. r: Pearson correlation coefficient. p values determined by two-tailed Student's t-test. (H) Overlap between SEs with high-confidence pChIC interactions in +Dox and -Dox iPax7 cells. (I) Overlap between Pax7 and Pax3 ChIP-seq peaks in ESC derived inducible myogenic precursors.

SupFig.9

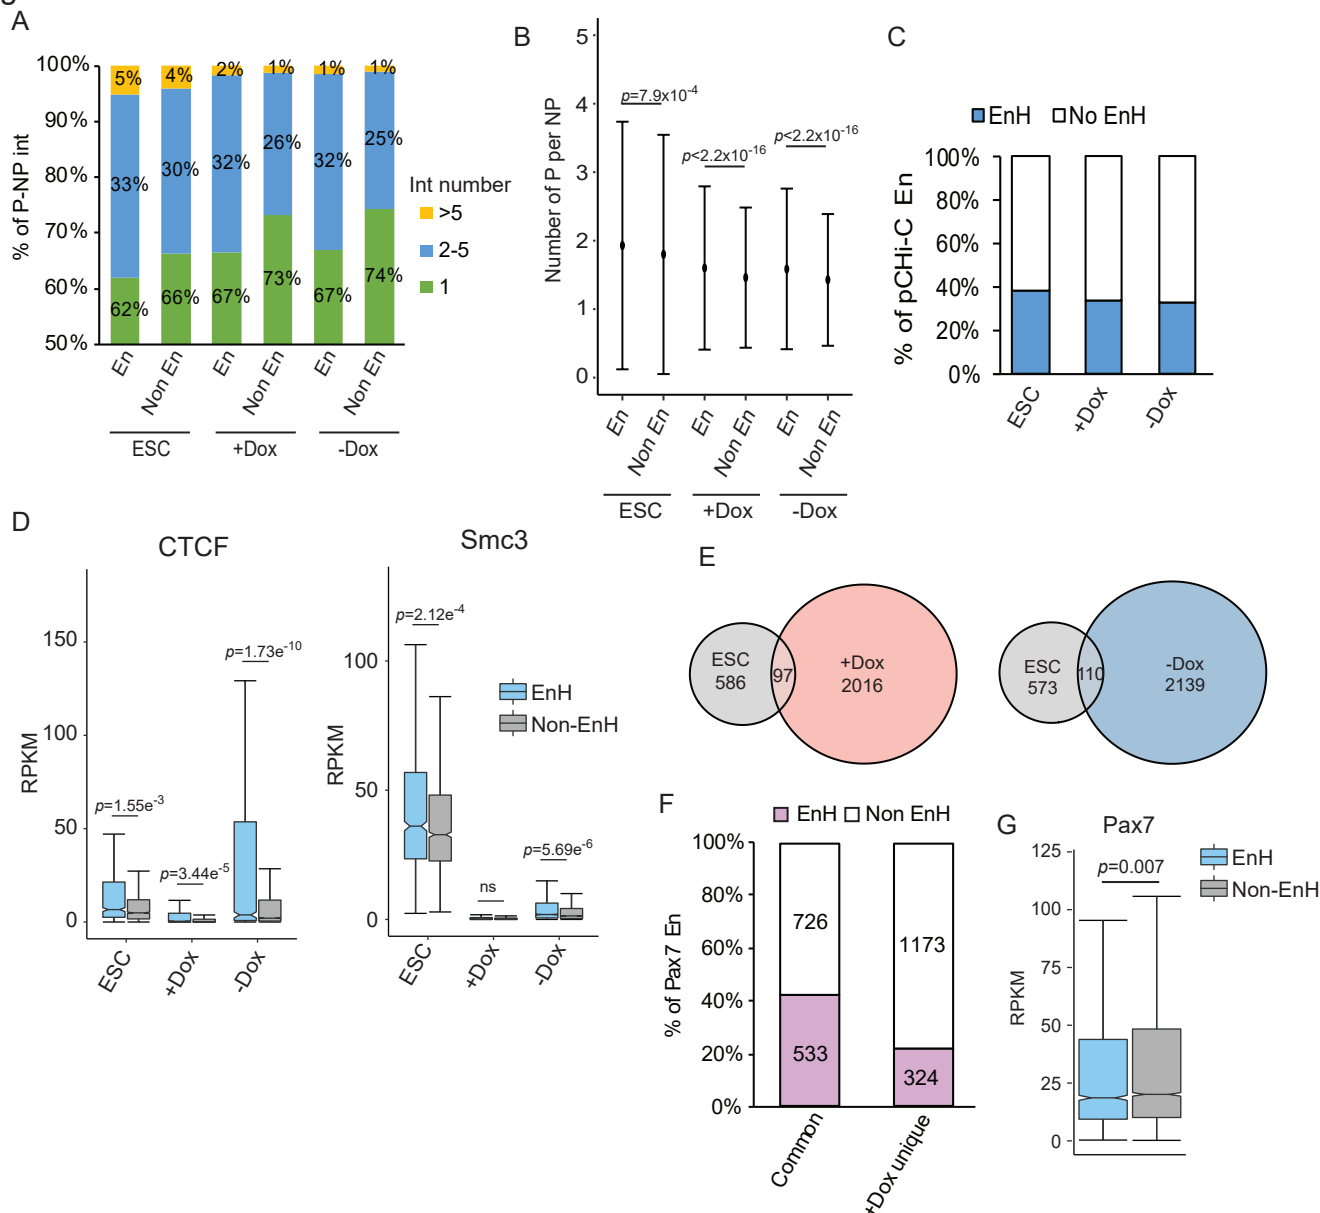

### Supplementary Figure 9. Characterizing EnH in ESC and iPax7 cells.

(A) Quantification of promoter-non-promoter (P-NP) interactions for active enhancers (En) and non-enhancer (Non En) regions in ESCs (En: n=2,325; non En: n=31,190) and iPax7 cells (for +Dox, En: n=9,380; non En: n=41,763; for -Dox, En: 10,452; non En: 38,167). High-confidence P-NP interactions are categorized by the number of interactions connecting to each non-promoter region. (B) Average number (dot) of pChIC promoters (P) per non-promoter regions (NP) interacting with enhancer and non-enhancer regions in ESCs (En: n=2,325; non En: n=31,190) and iPax7 cells (for +Dox, En: n=9,380; non En: n=41,763; for -Dox, En: 10,452; non En: 38,167). Error bars indicate s.d., and statistical results determined by two-tailed Student's t-test. (C) Quantification of EnHs among all pChIC captured enhancer regions in ESCs (n=1,989) and iPax7 cells (+Dox: n=7,701; -Dox: n=8,672). (D) CTCF and Smc3 ChIP-seq signal enrichment at EnH and non-EnH enhancers in ESC (EnH: n=683; Non-EnH: n=1,306), +Dox (EnH: n=2,113; Non-EnH: n=5,588) and -Dox (EnH: n=2,249; Non-EnH: n=6,423) iPax7 cells. The boxes denote the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. Statistical significance: two-tailed Student's t-test. (E) Overlaps between EnHs in ESC and iPax7 cells with (top) and without (bottom) Dox. (F) Quantification of EnHs among Pax7 enhancers that are involved in common and +Dox unique P-En interactions. (G) Enrichment of Pax7 ChIP-seq signal at EnH and non-EnH enhancers identified in +Dox iPax7 cells (EnH: n=2,113; Non-EnH: n=5,588). The boxes denote the 25th and 75th percentile (bottom and top of box), and median value (horizontal band inside box). The whiskers indicate the values observed within up to 1.5 times the interquartile range above and below the box. Statistical significance tested with two-tailed Student's t-test.

**Supplementary Table 1. List of all sequencing data used in this study.**

| Deposited Data                                                                                                                             | Citation                              | Data access |
|--------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------|-------------|
| <b>Data Generated in This Study</b>                                                                                                        |                                       |             |
| Raw and analyzed data (Hi-C, pChl-C, and anti-CTCF and anti-Smc3 ChIP-seq in iPax7 cells (+Dox & -Dox), and ATAC-seq in iPax7 ESCs (-Dox)) | This paper                            | GSE150638   |
| anti-Pax7_ChIP-seq_iPax7+Dox                                                                                                               | This paper                            | GSE147057   |
| <b>Published Data Used in This Study</b>                                                                                                   |                                       |             |
| <b>ChIP-seq</b>                                                                                                                            |                                       |             |
| anti-Runx1_primary myoblast                                                                                                                | Umansky et al., 2015                  | GSE56077    |
| anti-Flag_Flag-Six4_C2C12                                                                                                                  | Chakroun et al., 2015                 | GSE66901    |
| anti-Tead1_C2C12_undiff                                                                                                                    | Joshi et al., 2017                    | GSE82193    |
| anti-Tead4_C2C12_undiff                                                                                                                    | Joshi et al., 2017                    | GSE82193    |
| anti-Foxk1_C2C12                                                                                                                           | Bowman et al., 2014                   | GSE56932    |
| anti-Jun_C2C12                                                                                                                             | Blum et al., 2012                     | GSE37525    |
| anti-MyoD_C2C12                                                                                                                            | Mouse ENCODE functional genomics data | GSE36024    |
| anti-MyoG_C2C12_60h                                                                                                                        | Mouse ENCODE functional genomics data | GSE36024    |
| anti-Cebpb_C2C12                                                                                                                           | Mouse ENCODE functional genomics data | GSE36024    |
| anti-Fosl1_C2C12                                                                                                                           | Mouse ENCODE functional genomics data | GSE36024    |
| anti-Tcf3_C2C12_5d                                                                                                                         | Mouse ENCODE functional genomics data | GSE36024    |
| anti-Tcf12_C2C12_60h                                                                                                                       | Mouse ENCODE functional genomics data | GSE36024    |
| anti-E2F4_C2C12_60h                                                                                                                        | Mouse ENCODE functional genomics data | GSE36024    |
| anti-CTCF_ESC                                                                                                                              | Shen et al., 2012                     | GSE29184    |
| anti-Smc3_ESC                                                                                                                              | Shen et al., 2012                     | GSE29184    |
| anti-H3K4me1_ESC                                                                                                                           | Shen et al., 2012                     | GSE29184    |
| anti-H3K4me3_ESC                                                                                                                           | Shen et al., 2012                     | GSE29184    |
| anti-H3K27ac_ESC                                                                                                                           | Shen et al., 2012                     | GSE29184    |
| anti-H3K27me3_ESC                                                                                                                          | Shen et al., 2012                     | GSE29184    |
| anti-Pax3_6d_Dox_iPax3_EB                                                                                                                  | Magli et al., 2019                    | GSE125203   |
| <b>ATAC-seq</b>                                                                                                                            |                                       |             |
| ATAC_iPax7+Dox                                                                                                                             | Lilja et al., 2017                    | GSE89977    |
| ATAC_iPax7-Dox_3d                                                                                                                          | Lilja et al., 2017                    | GSE89977    |
| ATAC_C2C12_3xFlag                                                                                                                          | Lilja et al., 2017                    | GSE89977    |
| ATAC_C2C12_Pax7_3xFlag                                                                                                                     | Lilja et al., 2017                    | GSE89977    |
| <b>RNA-seq</b>                                                                                                                             |                                       |             |
| RNA-seq_ESC                                                                                                                                | Shen et al., 2012                     | GSE29184    |
| RNA-seq_iPax+Dox                                                                                                                           | Lilja et al., 2017                    | GSE89977    |
| RNA-seq_iPax7-Dox_3d                                                                                                                       | Lilja et al., 2017                    | GSE89977    |
| <b>Hi-C</b>                                                                                                                                |                                       |             |
| ESC_HindIII                                                                                                                                | Dixon et al., 2012                    | GSE35156    |
| <b>pChl-C</b>                                                                                                                              |                                       |             |
| ESC                                                                                                                                        | Schoenfelder et al., 2015             | E-MTAB-2414 |
| 3T3_L1_d0                                                                                                                                  | Siersbæk et al., 2017                 | GSE95533    |
| 3T3_L1_4h                                                                                                                                  | Siersbæk et al., 2017                 | GSE95533    |
| 3T3_L1_d2                                                                                                                                  | Siersbæk et al., 2017                 | GSE95533    |

**SupplementaryTable 2. CRISPRi sgRNA sequences and oligonucleotides for real-time PCR.**

---

**Control sgRNA oligo for CRISPRi**

---

|       |                      |
|-------|----------------------|
| sgCAG | GTTCCGCGTTACATAACTTA |
|-------|----------------------|

---

**sgRNA oligos for CRISPRi targeting *Dmrt2* enhancers**

---

|       |                         |
|-------|-------------------------|
| sgEn1 | ATGAGGCGGCACCGAGAGCTTGG |
|-------|-------------------------|

|       |                         |
|-------|-------------------------|
| sgEn2 | CATGGTCACTTAGCGAAAGCAGG |
|-------|-------------------------|

|       |                        |
|-------|------------------------|
| sgEn3 | CGACTAATGCAAATTGTCCTGG |
|-------|------------------------|

---

**sgRNA oligos for CRISPRi targeting the *Myh* EnH**

---

|       |                      |
|-------|----------------------|
| sgEn1 | TCAGCATAGCTCGGGGTAAC |
|-------|----------------------|

|       |                      |
|-------|----------------------|
| sgEn2 | GAGCGGTGGTGCCACCTAGT |
|-------|----------------------|

|       |                      |
|-------|----------------------|
| sgEn3 | TCACGTGACTTGATTCATGC |
|-------|----------------------|

---

**Real time PCR oligos**

---

|                 |                          |
|-----------------|--------------------------|
| <i>Gapdh</i> _F | CGGAGTCAACGGATTTGGTCGTAT |
|-----------------|--------------------------|

|                 |                          |
|-----------------|--------------------------|
| <i>Gapdh</i> _R | AGCCTTCTCCATGGTGGTGAAGAC |
|-----------------|--------------------------|

|               |                      |
|---------------|----------------------|
| <i>B2m</i> _F | GTCGCTTCAGTCGTCAGCAT |
|---------------|----------------------|

|               |                        |
|---------------|------------------------|
| <i>B2m</i> _R | TTGAGGGGTTTTCTGGATAGCA |
|---------------|------------------------|

|                 |                      |
|-----------------|----------------------|
| <i>Dmrt2</i> _F | AAAGCAGTGTACCAGAGGCA |
|-----------------|----------------------|

|                 |                     |
|-----------------|---------------------|
| <i>Dmrt2</i> _R | AGGCGGAGGTAGAGGAAGG |
|-----------------|---------------------|

|                 |                      |
|-----------------|----------------------|
| <i>Myod1</i> _F | AGCACTACAGTGGCGACTCA |
|-----------------|----------------------|

|                 |                    |
|-----------------|--------------------|
| <i>Myod1</i> _R | GGCCGCTGTAATCCATCA |
|-----------------|--------------------|

|                |                      |
|----------------|----------------------|
| <i>Myh1</i> _F | TTGACTTTGGGATGGACCTG |
|----------------|----------------------|

|                |                      |
|----------------|----------------------|
| <i>Myh1</i> _R | GCCTTAGGGAACATGCACTC |
|----------------|----------------------|

|                |                       |
|----------------|-----------------------|
| <i>Myh3</i> _F | AAGAGTAGCCAGGATGGGAAA |
|----------------|-----------------------|

|                |                     |
|----------------|---------------------|
| <i>Myh3</i> _R | CATGGCATAACGTCCTCTG |
|----------------|---------------------|

|                |                       |
|----------------|-----------------------|
| <i>Myh8</i> _F | CAACCTCAAAGAGCGTTATGC |
|----------------|-----------------------|

|                |                      |
|----------------|----------------------|
| <i>Myh8</i> _R | CAGCCACTTGTAGGGGTTGA |
|----------------|----------------------|

**Supplementary Table 3. Genomic regions used for 3D modeling.**

| <b>Cell</b> | <b>Loci</b> | <b>Spearman correlation</b> | <b>p-value</b> |
|-------------|-------------|-----------------------------|----------------|
| ESC         | Mef2a       | 0.68018912                  | 3.29E-76       |
| ESC         | Dmrt2       | 0.756774827                 | 0.00E+00       |
| ESC         | Myod1       | 0.779541165                 | 0.00E+00       |
| minusDox    | Mef2a       | 0.79559612                  | 6.79E-123      |
| minusDox    | Dmrt2       | 0.819703042                 | 0.00E+00       |
| minusDox    | Myod1       | 0.779547115                 | 0.00E+00       |
| plusDox     | Mef2a       | 0.799458522                 | 3.70E-125      |
| plusDox     | Dmrt2       | 0.817737522                 | 0.00E+00       |
| plusDox     | Myod1       | 0.796050522                 | 0.00E+00       |

# Supplementary material for: Muscle progenitor specification and myogenic differentiation are associated with changes in chromatin topology
**Source:** Nat Commun. 2020 Dec 4;11:6222. doi: 10.1038/s41467-020-19999-w
**Supplement:** Supplementary file 7 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

Supplementary Data 1.

Alignment statistics of pChIP and Hi-C experiments.

Supplementary Data 2.

P-En interaction coordinates and target genes for each cluster in Fig. 2D.

Supplementary Data 3.

DESeq2 statistics for individual gene expression of four groups of Pax7 En target genes.

Supplementary Data 4.

Mass spectrometry detected Pax7 interacting proteins.

# Supplementary material for: Muscle progenitor specification and myogenic differentiation are associated with changes in chromatin topology
**Source:** Nat Commun. 2020 Dec 4;11:6222. doi: 10.1038/s41467-020-19999-w
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection.

Data analysis

SAINT (Significance Analysis of Interactome)  
HiC-bench  
bowtie2  
HOMER  
HiCUP  
Juicebox  
CHiCAGO  
WashU EpiGenome browser  
Cytoscape version 3.7.2  
Picard-tools version 1.88  
DESeq2  
STAR version 2.5.0c  
DAVID version 6.8  
MACS2 version 2.1.1  
deepTools version 3.1.0  
ROSE  
MEME-ChIP  
CRISPOR  
TADbit

TADdyn  
R version 3.6.3  
samtools  
bedtools  
Chimera version 1.14  
Proteome Discoverer version 1.4

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All NGS data generated in this study have been deposited in NCBI/GEO with the accession codes GSE150638 and GSE147057. Source data from previously published work (listed in Supplementary Table 1) are available under the following accession numbers: GSE56077, GSE66901, GSE82193, GSE56932, GSE37525, GSE36024, GSE29184, GSE125203, GSE89977, GSE35156 and GSE95533 from GEO and E-MTAB-2414 from the ArrayExpress database (<http://www.ebi.ac.uk/arrayexpress>). The mass spectrometry data have been deposited to the MassIVE Repository (<https://massive.ucsd.edu/>) with the dataset identifier MSV000086392.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method were used to determine sample size. For CRISPRi, western blot, immune-purification and mass spectrometric sequencing experiments, n>=3 was chosen to meet the minimal replicate number, and the cell number used for each experiment was determined by the standard protocols. We determined this to be sufficient owing to internal controls (expression of known reference genes/proteins) and high reproducibility of the results. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | All NGS data generated in this study were from biological duplicates. Proteomic data were generated from biological triplicates. All other validation experiments were performed at least three times. We followed the same protocol to generate biological replicates for each of our experiments. And the analysis of the data were reliably reproduced.                                                                                                  |
| Randomization   | For NGS and proteomic experiments, all reads/peptides that passed quality control were analyzed equally with no sub-sampling and thus, there was no requirement for randomization.                                                                                                                                                                                                                                                                          |
| Blinding        | Not applicable since no specific grouping.                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-CTCF (Cat. 07-729, Millipore; dilution: 1:2,000), anti-Smc3 (Cat. ab9263, abcam; dilution: 1:2,000), anti-Flag (Cat. F7425, Sigma; dilution: 1:1,000), anti-H3 (Cat. ab1791, abcam; dilution: 1:1,000), anti-Pax7 (Developmental Studies Hybridoma Bank (DSHB); dilution: 1:500), and anti-Six1 (Cat. 10709-1-AP, Proteintech; dilution: 1:500).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Validation      | All antibodies are from commercially available and have been used extensively. Below are links to these products.<br>anti-CTCF: <a href="https://www.emdmillipore.com/US/en/product/Anti-CTCF-Antibody,MM_NF-07-729">https://www.emdmillipore.com/US/en/product/Anti-CTCF-Antibody,MM_NF-07-729</a><br>anti-Smc3: <a href="https://www.abcam.com/smc3-antibody-chip-grade-ab9263.html">https://www.abcam.com/smc3-antibody-chip-grade-ab9263.html</a><br>anti-Flag: <a href="https://www.sigmaaldrich.com/catalog/product/sigma/f7425?lang=en&amp;region=US">https://www.sigmaaldrich.com/catalog/product/sigma/f7425?lang=en&amp;region=US</a><br>anti-H3: <a href="https://www.abcam.com/histone-h3-antibody-nuclear-loading-control-and-chip-grade-ab1791.html">https://www.abcam.com/histone-h3-antibody-nuclear-loading-control-and-chip-grade-ab1791.html</a><br>anti-Pax7: <a href="https://dshb.biology.uiowa.edu/PAX7">https://dshb.biology.uiowa.edu/PAX7</a><br>anti-Six1: <a href="https://www.ptglab.com/products/SIX1-Antibody-10709-1-AP.htm">https://www.ptglab.com/products/SIX1-Antibody-10709-1-AP.htm</a> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                      |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | iPax7 and iPax7_3xFlag cells (mouse, from R. C. R. Perlingeiro lab, see ref. 19, 20) |
| Authentication                                                       | Cell lines have been authenticated in previous publications cited in our manuscript. |
| Mycoplasma contamination                                             | No evidence of mycoplasma contamination.                                             |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                      |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                          |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE147057: <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147057">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147057</a><br>GSE150638: <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150638">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150638</a> |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Files in database submission | <p>Raw fastq or bam files:</p> <p>ChIP_CTCF_iPax7+Dox_rep1<br/>ChIP_CTCF_iPax7+Dox_rep2<br/>ChIP_CTCF_iPax7-Dox_rep1<br/>ChIP_CTCF_iPax7-Dox_rep2<br/>ChIP_Smc3_iPax7+Dox_rep1<br/>ChIP_Smc3_iPax7+Dox_rep2<br/>ChIP_Smc3_iPax7-Dox_rep1<br/>ChIP_Smc3_iPax7-Dox_rep2<br/>ChIP_input_iPax7+Dox_rep1<br/>ChIP_input_iPax7+Dox_rep2<br/>ChIP_input_iPax7-Dox_rep1<br/>ChIP_input_iPax7-Dox_rep2<br/>Input_6day_dox_rep1 (Pax7 control)<br/>Input_6day_dox_rep2 (Pax7 control)<br/>ChIPseq_6day_dox_EB_rep1 (Pax7)<br/>ChIPseq_6day_dox_EB_rep2 (Pax7)</p> <p>Processed files:</p> <p>GSE150638_iPax7+Dox_CTCF.merge.bigWig<br/>GSE150638_iPax7+Dox_CTCF_peaks.narrowPeak.gz<br/>GSE150638_iPax7+Dox_Smc3.merge.bigWig<br/>GSE150638_iPax7+Dox_Smc3_peaks.narrowPeak.gz<br/>GSE150638_iPax7+Dox_input.merge.bigWig<br/>GSE150638_iPax7-Dox_CTCF.merge.bigWig<br/>GSE150638_iPax7-Dox_CTCF_peaks.narrowPeak.gz<br/>GSE150638_iPax7-Dox_Smc3.merge.bigWig<br/>GSE150638_iPax7-Dox_Smc3_peaks.narrowPeak.gz<br/>GSE150638_iPax7-Dox_input.merge.bigWig<br/>GSE147057_mm9_Pax7_q01_peaks.narrowPeak.gz</p> |
|------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Methodology

### Replicates

All newly generated ChIP-seq experiments were repeated twice.

### Sequencing depth

ChIP\_CTCF\_iPax7+Dox\_rep1, paired-end, total 23448105 reads, uniquely mapped 9361802 reads, read length is 37 bp.  
 ChIP\_CTCF\_iPax7+Dox\_rep2, paired-end, total 19204095 reads, uniquely mapped 4354556 reads, read length is 37 bp.  
 ChIP\_CTCF\_iPax7-Dox\_rep1, paired-end, total 25394417 reads, uniquely mapped 23571234 reads, read length is 37 bp.  
 ChIP\_CTCF\_iPax7-Dox\_rep2, paired-end, total 24019820 reads, uniquely mapped 18760028 reads, read length is 37 bp.  
 ChIP\_Smc3\_iPax7+Dox\_rep1, paired-end, total 20092000 reads, uniquely mapped 3444164 reads, read length is 37 bp.  
 ChIP\_Smc3\_iPax7+Dox\_rep2, paired-end, total 23208526 reads, uniquely mapped 6451788 reads, read length is 37 bp.  
 ChIP\_Smc3\_iPax7-Dox\_rep1, paired-end, total 15,216,522 reads, uniquely mapped 7123174 reads, read length is 37 bp.  
 ChIP\_Smc3\_iPax7-Dox\_rep2, paired-end, total 26687521 reads, uniquely mapped 15113976 reads, read length is 37 bp.  
 ChIP\_input\_iPax7+Dox\_rep1, paired-end, total 29861143 reads, uniquely mapped 5579240 reads, read length is 37 bp.  
 ChIP\_input\_iPax7+Dox\_rep2, paired-end, total 34652325 reads, uniquely mapped 6674032 reads, read length is 37 bp.  
 ChIP\_input\_iPax7-Dox\_rep1, paired-end, total 24729310 reads, uniquely mapped 13943432 reads, read length is 37 bp.  
 ChIP\_input\_iPax7-Dox\_rep2, paired-end, total 34458494 reads, uniquely mapped 25197646 reads, read length is 37 bp.  
 Input\_6day\_dox\_rep1 (Pax7 control), single-end, total reads 23469320, uniquely mapped 13445760 reads, read length is 50 bp.  
 Input\_6day\_dox\_rep2 (Pax7 control), single-end, total reads 46382201, uniquely mapped 26589319 reads, read length is 50 bp.  
 ChIPseq\_6day\_dox\_EB\_rep1 (Pax7), single-end, total 37977339 reads, uniquely mapped 22796343 reads, read length is 50 bp.  
 ChIPseq\_6day\_dox\_EB\_rep2 (Pax7), single-end, total 36115252 reads, uniquely mapped 20895761 reads, read length is 50 bp.

### Antibodies

anti-CTCF (Cat. 07-729, Millipore), anti-Smc3 (Cat. ab9263, abcam) and Pax7 (Developmental Studies Hybridoma Bank).

### Peak calling parameters

Peak-calling was done using MACS2 version 2.1.1 (macs2 callpeak -t \$Treat -c \$Contrl -f BAM -g mm -n \${Out}) with a default q-value of 0.05 for CTCF and Smc3 ChIP-seq and a q-value cut-off of 0.01 for Pax7 ChIP-seq. Replicate experiments were merged and the data were normalized per million total reads for visualization.

### Data quality

A cut-off q-value of 0.05 for CTCF and Smc3 ChIP-seq and a q-value of 0.01 for Pax7 ChIP-seq were used for peak calling. Number of peaks at FDR 5% and above 5-fold enrichment for each sample is listed as follows:

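The fold enrichment that the authors' peak caller gave each Pax7 peak was read from the deposited list. It ranged from 1.60 to 28.0 over the 20579 peaks, with a median of 5.22 and quartiles of 4.32 and 6.74. A fold enrichment of at least 5 was reached by 11305 peaks (54.9%), of at least 10 by 1439 peaks (6.99%) and of at least 20 by 40 peaks. Every peak had a −log10 q above 2, which is the cut-off of 0.01. Fold enrichment and −log10 q ranked the peaks alike (Spearman's rho of 0.955 across peaks, which are not independent replicates).

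**Figure D6:**
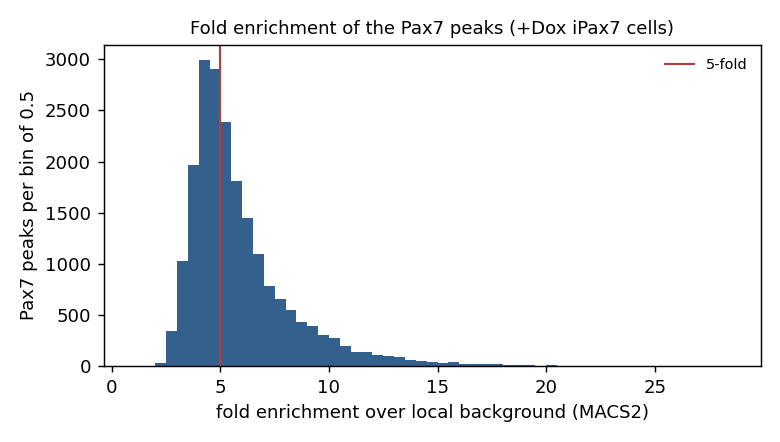
Fold enrichment of the Pax7 peaks of Dox-treated iPax7 cells. Bars count peaks per bin of 0.5 (x axis, fold enrichment over local background from MACS2; y axis, number of peaks), and the line marks 5-fold. To the right of the line are 11305 of the 20579 peaks.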

ChIP\_CTCF\_iPax7+Dox (merged): 70598 peaks;  
 ChIP\_CTCF\_iPax7-Dox (merged): 92180 peaks;  
 ChIP\_Smc3\_iPax7+Dox (merged): 59213 peaks;  
 ChIP\_Smc3\_iPax7-Dox (merged): 76246 peaks;  
 Pax7 ChIP-seq (merged): 20579 peaks.

### Software

Raw reads were aligned to the mouse genome version NCBIM37/mm9 with bowtie2 version 2.3.4.1 (specific settings for paired-end reads: --local --no-mixed --no-discordant; specific settings for single-end reads: --local). PCR duplicates were removed using Picard-tools version 1.88. Peak-calling was done using MACS2 version 2.1.1. Heatmaps and profile plots for normalized ChIP-seq data were generated using deepTools version 3.1.0.

How the deposited data were processed for this re-analysis (not part of the article)

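Pax7 occupancy was measured by ChIP-seq in iPax7 muscle progenitors kept in Dox, with 2 Pax7 ChIP libraries and 2 input libraries. The authors aligned single-end reads of 50 bp to mm9 with bowtie2, kept uniquely mapped reads, removed duplicates with Picard, merged replicates and called peaks with MACS2 version 2.1.1 at a q-value cut-off of 0.01. The depth per library is known from the Reporting Summary only, and the peak list itself gives no read counts, so no interval for a single peak could be computed.

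The deposited file is 1 list of peaks with 5 measured values per peak, all of them made by the authors. The fold enrichment is a ratio that the authors computed with MACS2 from the pooled ChIP reads over the local background at the summit, before the list was deposited. Further columns of the deposited list give −log10 of the p-value and of the q-value, a score equal to the whole part of 10 times the −log10 q, and the position of the summit. These were used only to describe, rank and filter peaks within this list. The number of per-sample columns without a sample was 0.

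The peaks were placed on the NCBIM37 genome, which is the build the methods name, and on the GENCODE annotation of that build. Coordinates are 1-based. A peak counted as lying in a region when they overlapped by at least 1 bp. Regions came from the paper: the enhancer fragments of Supplementary Data 2 for the Myh EnH, the sgRNA sequences of Supplementary Table 2 for Dmrt2, the Myf5 bait with 300 kb beyond it, and the modelled regions for Myod1 and Mef2a. The copy of Supplementary Data 2 used here held 7016 of 28139 pairs, so it served to look up single loci and no overlap or enrichment was tested on it. sgRNA sequences were searched on both strands of chromosomes 1 to 19 and X. Where a whole sequence had no match, bases were taken off its 3′ end until it matched.

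Summits were classed as within 1 kb of the TSS of any annotated transcript, then as exon, intron or between genes, with 95% Wilson intervals that cover counting error only. Pax motifs (GTCACG, ATTAGTCAY and TAATNNNATTA) and a control (GCACTG) were searched on both strands within 50 bp of each summit and in windows of equal width centred 500 bp to either side. Homeodomain dimers with any spacer other than the NNN written here were not searched. The summit window and the right flank of each peak were compared by McNemar's exact test, two-sided. Clustering was tested against 1000 random placements of the summits on the same chromosome, avoiding unsequenced stretches, one-sided. Pax7 peaks within 100 kb of the TSS were counted for the genes of Supplementary Data 3, and groups were compared by two-sided permutation tests of the difference in means (100000 permutations) with Benjamini-Hochberg adjustment over the 6 pairs. These procedures were tested on simulated data first. A planted motif was found in 32.1% of 5000 windows, the planted and chance share. Of 50 uniform lists, 4 gave a clustering p below 0.05. Of 100 comparisons of equal groups 2 gave a p below 0.05, and of 100 comparisons of unequal groups 97 did.

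The loci named in the text were fixed before the data were examined: every locus at which the paper shows or states Pax7 binding, of which 1 is not reported here, and the 5 peaks with the highest fold enrichment and the 5 with the highest −log10 q. For more than 10 peaks at a locus, the 3 with the highest fold enrichment are named. The span listed at Dmrt2, the interval 20 to 30 kb upstream of Myod1, the peaks upstream of Myh3 and the peaks inside Pax7 were chosen after their values were seen. The alternatives tried were a −log10 q or a fold enrichment of at least 5, merging of peaks within 500 bp, the summit instead of any overlap, regions extended by 50 kb, windows of 25 and 100 bp for motifs, 5 kb from a TSS, protein-coding TSSs, 5 and 50 kb for clustering, placement within 1 Mb bins, and 25 kb around genes. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1. ChIP-seq of other factors, ATAC-seq, RNA-seq and the pCHi-C reads were not analysed here.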

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

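The peaks described here lie outside the loci at which the paper discusses Pax7 binding, and the authors' peak caller placed each above the merged inputs. The 5 strongest peaks were set to be named before the data were examined, while the peaks near Myh3 and inside Pax7, and the test on the Pax7 transgene, were chosen only after the values were seen.

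The 5 peaks with the highest fold enrichment were also the 5 with the highest −log10 q. The strongest, 27.97-fold with a −log10 q of 177, ran from 102091416 to 102091781 on chromosome 11, 124 bp upstream of the Hdac5 TSS, and its summit sequence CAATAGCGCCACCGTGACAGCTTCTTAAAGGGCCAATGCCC contains the paired-box core on the minus strand. The next, 27.33-fold, was in an intron of Hs2st1 (chromosome 3, 144202077 to 144202499), with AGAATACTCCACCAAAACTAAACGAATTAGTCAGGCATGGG at the summit. An intergenic peak of 27.12-fold lay 76.4 kb upstream of Col5a1 (chromosome 2, 27665334 to 27665799). The peak with the highest −log10 q, 184, was 27.01-fold and lay 17.1 kb upstream of Cd28 (chromosome 1, 60756318 to 60756722), with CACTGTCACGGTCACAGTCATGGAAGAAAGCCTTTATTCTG at the summit. The fifth, 25.48-fold, was intergenic, with its summit 24.9 kb downstream of the Btf3 TSS (chromosome 13, 99061892 to 99062330).

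A pair of strong peaks stood upstream of the Myh cluster. One, of 20.3-fold with a −log10 q of 154, ran from 66831200 to 66831630 on chromosome 11, in intergenic sequence 60.4 kb upstream of the Myh3 TSS. It ranked 31 by fold enrichment and 8 by −log10 q among all 20579 peaks. The other, of 16.7-fold, ran from 66821546 to 66821886 in an intron of the lincRNA Gm12299, 70.1 kb upstream. Both are nearer to the TSS of Tmem220 (7.21 and 16.9 kb) than to that of Myh3, and the gene on which they act was not tested. The peak at the Myh EnH was 4.11-fold.

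For the 100 peaks with the highest fold enrichment, which include the first 5 and the 20.3-fold peak but not the 16.7-fold peak (rank 133), binding without a Pax recognition sequence was weighed as the whole cause. The tables argue against it. Of the 100, 29 had at least 1 of the 3 Pax motifs within 50 bp of the summit, against 13.8% of the other peaks, so motifs were not rarer among them (Fisher's exact test, one-sided for fewer motifs, p = 0.99998). For the peaks of the 100 without such a motif, a variant of these sequences or indirect binding stays open. Whether several genomic copies of a sequence raised these peaks cannot be told apart from binding. The 32-mer at the summit occurred more than once in the genome for 1 of the 100 and for 0.571% of the others (Fisher's exact test, one-sided, p = 0.438), but the authors kept uniquely mapped reads only, which largely fixes this outcome. The test was set aside for that reason after its value was known. Copies missing from the reference would not be seen either. No condition other than +Dox is in the list, so no biological explanation was tested.

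A further 2 peaks lay inside Pax7 itself (chromosome 4, 139292977 to 139389445), at 139328531 to 139328883 with 5.735-fold enrichment and at 139347433 to 139347695 with 5.756-fold. The cells carry a Pax7 transgene, and reads of its coding sequence, which would map to Pax7 exons, are a candidate source of signal. The tables argue against it, because both peaks are in introns, the nearer one 6608 bp from the closest annotated exon. Binding of Pax7 within its own gene stays as a hypothesis. The values of these peaks exceeded 60.6% and 60.8% of all peaks, and no test addressed whether they influence Pax7.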

How the results depend on the processing

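Of 65 combinations of a result and an alternative, 48 left the result in place, 7 moved it, 5 took a difference past its threshold and 5 turned a direction. What counted as moved differed by kind of result, so the tally is only a rough guide. The Myod1 count counted as in place at 8 against 11. The share of summits near a TSS counted as moved at 14.6% and 14.0%, against 16.3%. The test on protein-coding TSSs was chosen only after the result was seen. With a −log10 q of at least 5, the total and the counts at the Myh EnH, Dmrt2, Myf5, Myod1 and Mef2a stayed within 1.5 times, and so did the counts at these loci under the summit rule. Merging within 500 bp was run for the total only, and regions extended by 50 kb for Myf5, Myod1 and Mef2a only, with the same outcome. The extension was not run for Dmrt2 or the Myh EnH, and the pair of peaks just upstream of Myh3 lies within 50 kb of the EnH, so its count depends on where the EnH is taken to end. The alternative of leaving out each replicate was not run, because the list was called on merged replicates. No paired analysis was possible because the list was called on pooled libraries and its columns carry no replicate numbers. For the same reason the depth of the single libraries limits what can be said of any 1 peak: nothing here shows whether a peak was present in both replicates.

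Requiring a fold enrichment of at least 5 changed the most. The number of Pax7 peaks fell to 11305, that at the Myh EnH from 1 to 0, at Myf5 from 13 to 8 and at Mef2a from 4 to 1, while Dmrt2 kept 8 of 9 and Myod1 kept 8 of 11. These losses follow from the filter itself. The share of summits within 1 kb of a TSS was 14.6% under this filter. It was 29.4% within 5 kb, which widens the class by construction, and 14.0% with protein-coding TSSs only, which was chosen after seeing the data.

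Every Pax motif kept its enrichment at summits, with ratios to the flanks between 2.36 and 17.4 over the alternatives, and so did the control motif, with ratios from 1.15 to 1.18. Clustering also held under all alternatives, none of which merged nearby peaks, with an observed share between 1.31 and 2.93 times the random mean.

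The comparison of expression groups did depend on the setting. With all peaks within 100 kb, no pair of groups had an adjusted p below 0.05. With peaks of at least 5-fold, Active I exceeded Active II by 0.409 peaks per gene, Active III by 0.379 and Primed by 0.352, each past the threshold (adjusted p of 0.00246, 0.00249 and 0.00882 from the permutation test). With all peaks within 25 kb, it exceeded Active II by 0.250 and Active III by 0.219, again past the threshold (adjusted p of 0.0247 and 0.0335), whereas with a −log10 q of at least 5 no pair was. Over these alternatives, the adjusted p ranged from 0.00246 to 0.210 against Active II, from 0.00249 to 0.105 against Active III and from 0.00882 to 0.210 against Primed, so these differences depend on the setting. The small difference between Active II and Primed changed sign, to -0.0104 with a −log10 q of at least 5, -0.0572 at 5-fold and -0.0660 within 25 kb. That between Active II and Active III changed sign to -0.0308 at 5-fold and -0.0302 within 25 kb. None of these sign changes involved a difference past the threshold, and the cause was not tested.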

Differences from the paper's values

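The paper's Reporting Summary lists 20579 Pax7 peaks as the number at an FDR of 5% and above 5-fold enrichment. In the deposited list, 11305 peaks had a fold enrichment of at least 5. Under the alternatives set before the data were examined, the number was 11305 with a −log10 q of at least 5 added and 11124 with peaks within 500 bp merged. It was 11305 on chromosomes 1 to 19 and X. Each of these can only keep or lower the count, so none could have closed the gap. Without any limit on fold enrichment the list held 20579 peaks, the paper's number. The paper's text gives the same 20579 without naming a fold enrichment.

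For Supplementary Data 2, the paper's full sheets hold 28139 promoter-enhancer pairs, and the copy used here held 7016, so pairs in the remaining rows were not analysed here.

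The paper's methods place sgRNAs at the summit of ATAC-seq or Pax7 ChIP-seq signal. At the Myh EnH, sgEn2 and sgEn3 were 4484 and 6878 bp from the nearest Pax7 summit, and ATAC-seq was not used here. The sequence printed for the Dmrt2 guide sgEn3, with 22 bases, had no exact match in mm9.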

Other observations

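The tests on the X chromosome, and that on CpG content across peaks of different strength, were chosen only after the pattern they address had been seen.

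Few Pax7 peaks were on the X chromosome. It carried 243 peaks, or 1.50 per Mb of sequence, against 8.50 per Mb on the 19 autosomes, where the lowest and highest chromosome had 6.59 and 11.6 per Mb. The median fold enrichment was alike, 5.23 on X and 5.22 on the autosomes. Fewer genes could account for part of this, but per protein-coding gene the autosomes still had 3.64 times the peaks of X. Less mappable sequence likewise left a ratio of 4.75, with 70.8% of 20000 random 32-mers on X found once in the genome and 84.5% on the autosomes. Neither of these is enough as the whole cause. Whether cells carried 1 copy of X, with less depth for its peaks, cannot be told apart from a lower density of binding, because neither the copy number nor the depth per chromosome was analysed here. Dividing the −log10 p of each autosomal peak by 2 kept 85.5% of them and left a ratio of 4.84, but this is a crude stand-in for lower depth and decides nothing. No biological explanation was tested, and a chromosome-wide difference in chromatin stays open as a hypothesis.

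Pax recognition sequences were concentrated at the summits. The paired-box core GTCACG was present within 50 bp of 2292 summits, 11.1% (95% Wilson interval 10.7% to 11.6%), against 1.28% of flanking windows, a ratio of 8.73. It was at the summit but not in the right flank of 2254 peaks, and the reverse held for 232. The paired-box plus homeobox sequence ATTAGTCAY was at 2.10% of summits and in 0.160% of flanks (ratio 13.1, McNemar's exact test, p = 4.23e-92), and the homeodomain dimer TAATNNNATTA at 0.991% and 0.279% (ratio 3.55, p = 1.58e-18, same test). The control GCACTG was slightly more frequent, at 6.86% and 5.81% (ratio 1.18, McNemar's exact test, p = 2.49e-05), a difference past the threshold as well. Together, the 3 Pax motifs were at 13.9% of summits, so exact matches to them were missing from most. Other spacings of the homeodomain dimer were not searched, so the share of summits with any Pax site may be higher. The base composition of summits could raise a motif with CpG. However, 51 other hexamers with the same letters and 1 CpG reached a ratio of at most 6.04, with a median of 1.66, below that of GTCACG. The highest of them, CCGTGA, overlaps the motif's reverse complement.

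The paired-box core was more frequent in stronger peaks. When peaks were divided by fold enrichment into 5 groups of nearly equal size, its share rose from 8.70% in the weakest group to 15.9% in the strongest, 1.83 times as high (95% interval 1.62 to 2.07). A shift of base composition with peak strength is a possible explanation, but the control motif, which holds no CpG, went from 7.36% to 6.71%, a factor of 0.911 (0.778 to 1.07), whose interval does not overlap that of the core. A shift in CpG content, to which the control cannot respond, was tested on 50 other hexamers with the letters of the core and 1 CpG that share no 5 bases in a row with it. Their factors had a median of 0.963, below the interval of the core, and ranged from 0.487 to 2.07. The highest, that of CGGTCA, was above that of the core, and so was that of ACGGTC (1.97). Both were themselves enriched at summits, with ratios to the flanks of 3.86 and 3.70. In the summit sequence near Cd28, the stretch GTCACGGTCA holds both of them together with the core. Whether they rose apart from the core was not tested, so it stays open whether a rise with peak strength is particular to the core. The paired-box plus homeobox sequence, which holds no CpG, rose as well, from 1.58% to 2.55%, a factor of 1.62 (1.19 to 2.19). The homeodomain dimer gave 1.29 (0.828 to 2.00), so no change was detectable for it.

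Pax7 peaks lay close to each other. Of the summits, 39.7% had another within 12.5 kb, the distance the paper used to stitch super-enhancers, against 19.1% on average over 1000 random placements (p = 0.001, the smallest they can give). Broad differences in peak density along chromosomes might produce this, but placements that kept the number of peaks in each 1 Mb bin reached 26.9% at most. Random placement ignores mappability and the spacing of regulatory sequence below 1 Mb, which stay open. Peaks that the caller split within 1 bound region also count as neighbours. Merging peaks within 500 bp left 19860 of 20579, and clustering was not tested on the merged peaks.

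The genes of the 4 expression groups of Fig. 4c, which the paper chose as targets of Pax7 enhancers, had on average 4.13 (Active I), 3.86 (Active II), 3.72 (Active III) and 3.86 (Primed) Pax7 peaks within 100 kb of their TSS. All protein-coding genes had 2.14. Because the groups were chosen with these peaks, that excess is not independent evidence. Among the groups, the largest difference was 0.410 peaks per gene between Active I and Active III (adjusted p = 0.0863, permutation test over 6 pairs), short of the threshold. Gene spacing could hide or create such a difference. With labels permuted within strata of genes that have similar numbers of TSSs nearby, the adjusted p of this pair was 0.0376, which counts against spacing as its source. Since the pair passed the threshold with strata and not without, no difference between the groups is claimed. The gap is small beside the group means, and genes are not independent replicates.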
